# Major alleles of *CDCA7* shape CG methylation in *Arabidopsis thaliana*

**DOI:** 10.1038/s41477-025-02148-w

**Published:** 2025-11-07

**Authors:** Pierre Bourguet, Zdravko J. Lorković, Darya Kripkiy Casado, Valentin Bapteste, Chung Hyun Cho, Anna A. Igolkina, Cheng-Ruei Lee, Magnus Nordborg, Frédéric Berger, Eriko Sasaki

**Keywords:** Plant genetics, Population genetics, Epigenetics

## Abstract

DNA methylation is a key epigenetic mark that impacts gene expression and represses transposable elements in eukaryotes. Numerous examples of *cis* elements targeted by DNA methylation, particularly at CG sites (mCG), have been reported to be under selective pressure in animals and plants. By contrast, there is limited knowledge of *trans* regulators of mCG leading to adaptation. Here, a genome-wide association study identifies CELL DIVISION CYCLE-ASSOCIATED PROTEIN 7 (CDCA7) as a major *trans* determinant of mCG in natural populations of *Arabidopsis thaliana*. CDCA7 or its paralogue physically binds the chromatin remodeller DECREASE IN DNA METHYLATION 1 (DDM1), which facilitates access of methyltransferases to DNA. Epigenomic analysis shows that while CDCA7 proteins control all DDM1-dependent processes, their predominant function is the maintenance of mCG. We identify a 26-bp promoter indel modulating *CDCA7* expression in natural populations and determining the degree of mCG and transposable element silencing. The geographic distribution of *CDCA7* alleles suggests that new alleles have repeatedly expanded to novel ecological niches, indicating a potential role in local adaptation. Our findings establish CDCA7 proteins as dedicated regulators of mCG and imply that DDM1 relies on alternative partners to regulate other chromatin features. Broadly, they illustrate how changes in global DNA methylation levels through transcriptional regulation of the epigenetic machinery have the capacity to facilitate local adaptation.

## Abstract (web summary)

This genome-wide association study identifies CELL DIVISION CYCLE-ASSOCIATED PROTEIN 7 (CDCA7) as a regulator of DNA methylation in natural *Arabidopsis thaliana* populations. CDCA7 binds the chromatin remodeller DDM1 and modulates the control of CG methylation.

## Main

5-Methylcytosine (5mC) is the predominant form of DNA modification in multicellular eukaryotes^1,2^. 5mC regulates gene expression during development and preserves genome integrity by repressing transposable elements (TEs)^3,4^. While conserved molecular pathways control the genomic distribution of 5mC^5,6^, the epigenome varies between individuals due to genetic differences, environmental influences and stochastic catalytic activity^7–12^. In many organisms, epigenome variation contributes to phenotypic variation at the cellular, individual and population levels^5,13–18^. Key remaining questions are how this epigenome variation was established and whether it contributes to adaptive evolution in nature.

Proteins essential for 5mC maintenance are well characterized in plants^19^. Methylation of CG dinucleotides (mCG) is maintained by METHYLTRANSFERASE 1 (MET1), while non-CG methylation (mCH, where H is A, T or C) requires the chromomethyltransferases (CMT) CMT2 and CMT3 and the RNA-directed DNA methylation (RdDM) pathway. MET1 and CMT2/3 rely on the chromatin remodeller DECREASE IN DNA METHYLATION 1 (DDM1), which facilitates methyltransferase access to DNA by remodelling nucleosomes.

In wild plant populations, 5mC levels are often associated with local climates^20–24^. The 1001 Epigenomes Project revealed 5mC variation for 1,107 worldwide accessions of *Arabidopsis thaliana*, and genome-wide association studies (GWAS) demonstrated that at least some of it had a genetic basis^23^. mCH variation is controlled by genetic variation at *trans*-acting modifiers, including *CMT2*, *CMT3* and *NRPE1*, a subunit of RNA polymerase V^23,25,26^. These regulators influence TE activity, and their allelic distribution shapes geographic clines^25,27^. *Trans* regulators of mCG variation in gene bodies have been studied^9,28,29^, although the function of gene-body methylation remains debated^30^. In contrast, the genetic basis of mCG variation at TEs remains unknown, despite its critical role in transcriptional silencing and genome stability.

Here we investigated *trans* regulators of mCG variation at TEs in natural *A. thaliana* lines. Using GWAS, we identified *CDCA7α*, an orthologue of the human *Cell division cycle-associated protein 7* (ref. ^31^), as a major *trans* regulator of mCG variation. We show that *A. thaliana* CDCA7α and its paralogue, CDCA7β, act as facultative activators of DDM1 and specifically promote its function in depositing mCG. In natural populations, the highly diverged *CDCA7α* promoter region modulates its expression, thus influencing the degree of mCG and TE silencing genome-wide. New *CDCA7α* alleles emerged multiple times after speciation and accompanied expansion to new ecological niches, suggesting a role of mCG regulation in local adaptation.

## Results

### Natural TE mCG is controlled by genetic variants of *CDCA7α*

To explore the genetic architecture of mCG variation, we conducted GWAS using the 1001 Epigenomes dataset (*n* = 774)^23^. We focused on mCG levels from two domains of chromatin in which TEs are repressed by distinct mechanisms: euchromatic regions, represented by RdDM-targeted TEs, and heterochromatic regions, represented by CMT2-targeted TEs^23^ (Methods) (Fig. 1a and Extended Data Fig. 1a–e).

**Fig. 1:**
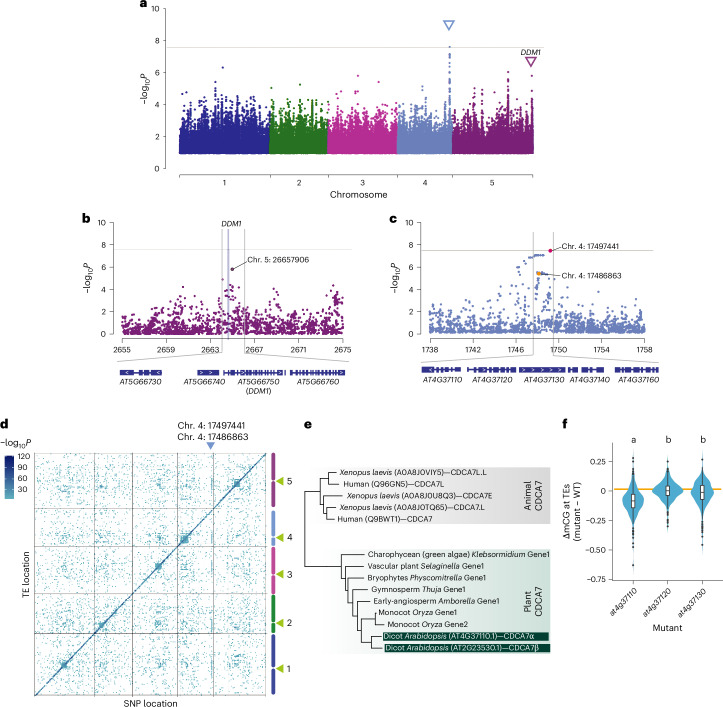
The genetic architecture of natural mCG variation at TEs. **a**, Manhattan plot of the GWAS for mCG on CMT2-targeted TEs. The GWAS in **a**–**c** were conducted using a linear mixed model with correction of population structure. The horizontal lines in **a**–**c** show the Bonferroni-corrected significance threshold (*P* = 0.05). **b**,**c**, Zoomed-in figures showing the *DDM1* region (**b**) and the highest peak (**c**) with genes in these regions. The purple verticle line in **b** shows the location of *DDM1*. **d**, Genetic association for mCG on individual TEs. Associations with −log_10_*P* > 6 are shown. The green triangles indicate centromeric regions. **e**, Simplified phylogenetic tree of CDCA7 in vertebrates and plants. The full tree is shown in Extended Data Fig. 2. **f**, mCG levels of 229 TEs associated with chromosome 4 position 17486863 for loss-of-function mutants, normalized to the WT. The combined violin and box plots show the data distribution. The orange line shows no difference between the WT and mutants. Groups not sharing the same letter are significantly different (two-sided Tukey’s honestly significant difference (HSD) test, *P* < 1 × 10^−7^). This experiment was not replicated, but the effect was confirmed in subsequent experiments (Fig. 2b). The box plots show the median (centre line), the interquartile range (IQR; 25th–75th percentiles; box limits), the minimum and maximum values within 1.5× IQR (whiskers) and outliers (points beyond the whiskers). Source data

While no genetic variant was associated with average mCG in RdDM-targeted TEs, several peaks were detected in GWAS for average mCG levels in CMT2-targeted TEs on chromosomes 4 and 5 (Fig. 1a, Extended Data Fig. 1a–f and Supplementary Table 1). The association on the right end of chromosome 5 (position 26657906) was not statistically significant but was located just 4.8 kb downstream of the coding region of *DDM1* and covered the coding to the 3′ region of *DDM1* (−log_10_*P* = 5.80; minor allele frequency (MAF), 47%) (Fig. 1b and Extended Data Fig. 1j). This peak may reflect several causative alleles, and one allele is associated with a single nucleotide polymorphism (SNP) at chromosome 5 position 26649074 in the first exon of *DDM1* resulting in an amino acid substitution (V9F). This amino acid is not conserved across DDM1 orthologues in angiosperms, does not belong to a domain of known function (Supplementary Fig. 1a,b) and is not represented in available cryo-electron microscopy structures^32–35^. Given the known major role of *DDM1* in the control of mCG at CMT2-dependent TEs^36,37^, a peak in *DDM1* is not unexpected, and the association is unlikely to be spurious.

The significant peak on chromosome 4 spanned a 15-kb region from positions 17482000 to 17497000 and appeared to involve two distinct haplotypes (Fig. 1c). One haplotype was associated with the highest peak (chromosome 4 position 17497441; −log_10_*P* = 7.6; MAF = 5.3%), and a complete subset of the other haplotype was associated with the other SNP at chromosome 4 position 17486863 (−log_10_*P* = 5.47, MAF = 30.1%). GWAS accounting for the genetic variants at chromosome 4 position 17497441 did not affect the peak at *DDM1*; that is, the associations were independent (Extended Data Fig. 1g–i).

To gain further insight, we conducted GWAS for mCG levels of 6,379 individual TEs commonly found in all 774 lines and containing at least one CG site (Fig. 1d)^26^. Strong associations were primarily observed in *cis* (diagonal), suggesting either direct epigenetic inheritance of mCG or that genetic variation within TEs influences mCG levels, consistent with a previous study on differential mCG variation^38^. In addition, the vertical lines on the graph identified clear *trans* regulation of mCG levels in TEs distributed around pericentromeric regions associated with the SNPs on chromosome 4 discussed above (Fig. 1d). Chromosome 4 positions 17486863 and 17497441 showed associations with 229 and 116 TEs (threshold −log_10_*P* > 6, MAF > 5%), respectively, with a significant overlap (62% for 17486863 and 75% for 17497441) with CMT2-targeted TEs and almost no overlap (5.2% and 0%) with RdDM-targeted TEs.

Two haplotypes represented by chromosome 4 positions 17486863 and 17497441 included several genes but were centred on *AT4G37110* and *AT4G37120*. *AT4G37120* encodes SWELLMAP 2 (SMP2), a step II splicing factor that works redundantly with its homologue *SMP1* (ref. ^39^). *AT4G37110* contains a zinc-finger domain with homology to human CDCA7 (ref. ^40^) (Fig. 1e), which recruits Helicase, Lymphoid-Specific (HELLS)^31,41–43^, the human orthologue of DDM1, making it an excellent candidate for being the causal gene.

Further evidence for this hypothesis was provided by bisulfite sequencing of loss-of-function mutants for *SMP2*, *AT4G37110* and the neighbouring gene *AT4G37130* as control. Unlike the other genes, the *at4g37110* mutant showed significantly lower mCG levels at TEs identified as targets of the *trans* modifier using GWAS (Fig. 1f). These results strongly suggest that the allelic variation of *AT4G37110* is responsible for the identified association on chromosome 4 and that *AT4G37110* is an orthologue of human *CDCA7*.

### CDCA7α and CDCA7β redundantly maintain mCG and heterochromatin features to enforce silencing of TEs

Like *AT4G37110*, *AT2G23530* also contains a zinc-finger domain with high sequence homology to metazoan *CDCA7* (Fig. 1e), suggesting that there might be two bona fide C*DCA7* orthologues in *A. thaliana*^44^. Our study confirms this. Phylogenetic analysis revealed that *CDCA7* duplication occurred in Brassicaceae (Extended Data Fig. 2a,b), coinciding with a whole-genome duplication event^45^. These two *A. thaliana CDCA7* orthologues share similar expression patterns throughout development (Supplementary Fig. 2a). Given its higher expression, *AT4G37110* was designated *CDCA7α*, while *AT2G23530* was named *CDCA7β* (Fig. 2a). According to ancestral sequence reconstruction, the zinc-finger domain of *CDCA7β* is more similar to the ancestral gene than *CDCA7α* (Extended Data Fig. 2c,d). We found no evidence for allelic variation affecting mCG in *CDCA7β*.

**Fig. 2:**
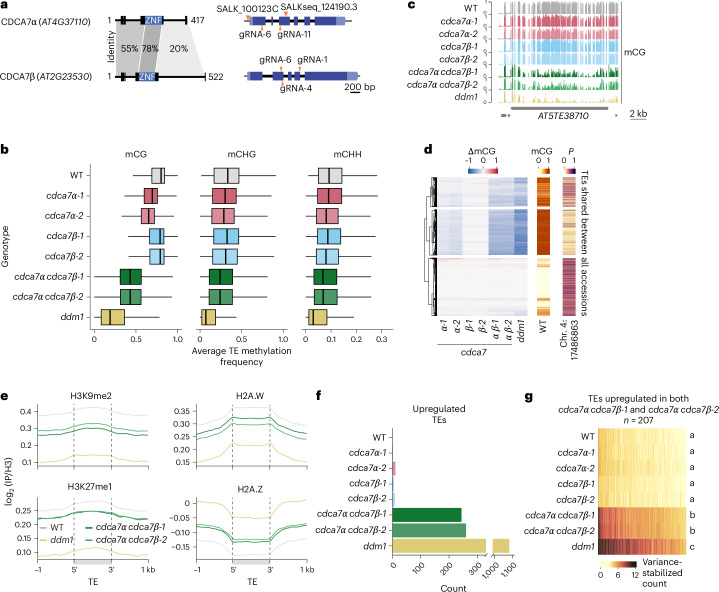
CDCA7α and CDCA7β redundantly maintain mCG, heterochromatin marks and transcriptional silencing. **a**, Protein (left) and gene (right) models for CDCA7α and CDCA7β, with sequence identity scores between domains. Secondary structures (boxes) and low-confidence regions (black lines; predicted local distance difference test (pLDDT), <70) are shown. The orange triangles mark T-DNA insertions and CRISPR–Cas9 guide RNAs (gRNAs). ZNF, zinc-finger domain. **b**, 5mC in the indicated contexts at TEs methylated in the CG, CHG or CHH contexts (*n* = 18,052, 16,739 and 18,037 TEs, respectively). The box plots show the median (centre line), the IQR (25th–75th percentiles; box limits) and the minimum and maximum values within 1.5× IQR (whiskers). Outliers are not plotted. **c**, Genome browser view of mCG levels in the indicated mutants. **d**, Heat map comparing ΔmCG (mutant − WT) for *cdca7* null mutations with the effect of *CDCA7α* natural alleles on mCG, using the association of the SNP at position 17486863 on chromosome 4 with TE mCG (*P*). The analysis was restricted to 6,145 TEs shared between all accessions (*n* = 774). *K*-mean clusters were defined on the basis of ΔmCG. The WT value is shown as a reference. **e**, Metaplots of histone marks and variants normalized to histone H3, at heterochromatic TEs (*n* = 12,548), defined on WT enrichment of H3K9me2, H3K27me1 and H2A.W. The mean is shown, and standard error are too small to be visible. **f**, TEs upregulated in the indicated mutants relative to the WT. **g**, Transcript levels of TEs upregulated in both *cdca7α* *cdca7β* mutants, shown with variance-stabilized counts. Groups not sharing the same letter are significantly different (two-sided Tukey’s HSD test, *P* < 0.05).

To investigate the functions of these CDCA7 paralogues, we generated single and double mutants for *cdca7α* and *cdca7β* using transfer DNA (T-DNA) insertions and CRISPR–Cas9, obtaining two independent lines per mutant to control for potential genetic aberrations (Fig. 2a and Extended Data Fig. 3a). CRISPR mutations affected *CDCA7α* expression to various degrees (Supplementary Fig. 2b), but all changes were out of frame (Supplementary Table 2) and led to premature stop codons. 

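In the 3′-tag RNA-seq of these mutants, CDCA7α (AT4G37110) was counted near the detection limit in the WT, with 2, 0 and 5 reads in the 3 libraries. After scaling by DESeq2's size factors, the WT had 2.10 ± 2.46 normalized counts (SD, n = 3 libraries). cdca7α cdca7β-2, in which both genes were mutated by CRISPR, had 3.16 ± 0.0735 normalized counts (SD, n = 2), a log2 fold change of 0.57 against the WT (SE 0.89, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). cdca7α cdca7β-1, which combines the T-DNA insertion of cdca7α-2 with a CRISPR deletion in CDCA7β, had 0 reads in both libraries, and a decrease was not detectable at this depth. In lines with an intact CDCA7α and a CRISPR mutation in CDCA7β, the transcript had 6.06 ± 1.83 normalized counts in cdca7β-1 (SD, n = 3) and 10.5 ± 5.10 in cdca7β-2 (SD, n = 2). The log2 fold change against the WT was 1.55 in cdca7β-1 (SE 0.70, adjusted p = 0.224, same edgeR test with Benjamini-Hochberg adjustment) and 2.27 in cdca7β-2 (SE 0.73, adjusted p = 0.171). Without the third WT library, which held 5 reads, the value in cdca7β-1 was 2.76 (adjusted p = 0.0848 after Benjamini-Hochberg adjustment in the edgeR test). Over the 6 fits that each left out 1 library it lay between 1.03 and 2.76 with adjusted p of up to 0.573. The same library moved the value in cdca7β-2 most, to 3.48 without it. In the ddm1 background, ddm1 cdca7α cdca7β-1, whose mutations in both genes were made by CRISPR, had 1.67 ± 1.49 normalized counts (SD, n = 3) and at most 3 reads per library, against 11.9 ± 6.24 (SD, n = 3) in ddm1 of the 5th generation. With 3 counts set in each of its libraries, the lower bound used here for such groups, the line was 3.59-fold below the ddm1 mean. This value leaves out the spread of the ddm1 libraries, and the difference was not called (adjusted p = 1 from edgeR's test with Benjamini-Hochberg adjustment). ddm1 cdca7α cdca7β-2, also a CRISPR line for both genes, had 3.05 ± 0.833 normalized counts (SD, n = 2), a log2 fold change of −1.92 (SE 0.74, adjusted p = 1 in the edgeR test after Benjamini-Hochberg adjustment). CDCA7β (AT2G23530) had at most 2 reads in any of the 39 libraries, so that no change of its transcript could be measured.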

We compared *cdca7* mutants with *ddm1* mutants of the same generation (Methods), because the molecular defects caused by *ddm1* loss of function gradually accumulate over consecutive homozygous generations^46,47^.

TEs had reduced mCG levels in the two *cdca7α* mutant alleles, with a stronger effect in *cdca7α-2* (Fig. 2b,c). 

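The CDCA7α transcript (AT4G37110) was counted with 41, 49 and 66 reads in the 3 libraries of cdca7α-1, or 44.6 ± 4.00 normalized counts (SD, n = 3), and every one of these libraries was above every WT library. The log2 fold change of cdca7α-1 against the WT was 4.36 (SE 0.64, adjusted p = 0.00203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features). With each library left out in turn it stayed between 3.84 and 5.57, and the largest adjusted p of these fits was 0.0326 (edgeR, Benjamini-Hochberg). The same insertion in the ddm1 background gave 33 and 38 reads in ddm1 cdca7α-1, against 12 and 18 reads in ddm1 of the 2nd generation, a log2 fold change of 1.66 (SE 0.64, adjusted p = 0.313 in the same edgeR test with Benjamini-Hochberg adjustment). In cdca7α-2, CDCA7α had 3 and 0 reads, and a decrease from the WT level was not detectable at this depth. The neighbouring genes SMP2 (AT4G37120) and AT4G37130 had log2 fold changes of 0.75 (SE 0.21) and 0.57 (SE 0.21) in cdca7α-1, both with an adjusted p of 1 (edgeR, Benjamini-Hochberg).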

The T-DNA in *cdca7α-2* disrupts the coding sequence, whereas the T-DNA in *cdca7α-1* is located in the promoter and leads to CDCA7α overexpression, possibly affecting downstream factors (Extended Data Fig. 3a and Supplementary Fig. 2b). Single mutations in *CDCA7β* did not affect mCG levels, but *cdca7α* *cdca7β* double mutants had strongly decreased mCG compared with *cdca7α* (Fig. 2b,c), demonstrating that *CDCA7α* and *CDCA7β* redundantly maintain mCG levels. The *cdca7α* and *cdca7β* mutations had only minimal impacts on mCHG and mCHH levels, with a synergistic effect in *cdca7α* *cdca7β* (Fig. 2b). Compared with *cdca7α* *cdca7β*, the loss of DDM1 had a stronger impact in all contexts (Fig. 2b,c and Extended Data Fig. 3b). The weaker effect of *cdca7α* *cdca7β* was not due to a localized impact on a TE subset but instead due to an intermediate loss of methylation at most TEs, as 91.4% of them had decreased mCG in both *cdca7α* *cdca7β-1* and *cdca7α* *cdca7β-2* (Extended Data Fig. 3c), demonstrating that CDCA7α/β target nearly all TEs. Unlike the wild type (WT), both *cdca7α* *cdca7β* and *ddm1* had a low proportion of fully methylated bisulfite reads (Extended Data Fig. 3d), indicating that the intermediate mCG levels in *cdca7α* *cdca7β* reflected a partial reduction of mCG across most individual DNA molecules, arguing against a decrease restricted to certain cell types. Mirroring our GWAS results, the impact of *cdca7α* *cdca7β* was strongest at CMT2-dependent TEs (Extended Data Fig. 3e). Importantly, TEs with the strongest mCG decrease in *cdca7α* and *cdca7α* *cdca7β* also showed the most significant association of the *CDCA7α* SNP with mCG variation at CMT2-dependent TEs (Fig. 2d and Extended Data Fig. 3f), indicating that null and natural alleles of *CDCA7α* impact the same targets.

Because DDM1 directly controls the genomic distribution of histones H2A.W and H2A.Z, and affects the levels of dimethylated histone H3 lysine 9 (H3K9me2) and monomethylated H3 lysine 27 (H3K27me1) histone post-translational modifications^32,48–51^, we profiled these chromatin marks in *ddm1* and two *cdca7α* *cdca7β* mutants using chromatin immunoprecipitation followed by sequencing (ChIP–seq), focusing on heterochromatic TEs (Methods). Our results showed that *cdca7α* *cdca7β* mutants exhibited decreased levels of H3K9me2, H3K27me1 and H2A.W, while H2A.Z levels increased, resembling *ddm1* but with a milder effect (Fig. 2e).

Furthermore, we quantified the impact of *cdca7* mutations on TE silencing using 3′-tag RNA-seq. 

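The 3′-tag RNA-seq of Figs. 2 and 3 comprised 39 libraries of 16 genotypes, each made from rosette leaves pooled from 3 plants. An oligo-dT primer captures the 3′ end of an mRNA in this assay, and a molecular identifier on every primer allowed the authors to remove PCR duplicates before mapping the reads to TAIR10 and assigning them to transcripts. The deposited values are the authors' estimated counts on the sense strand for each AtRTD3 transcript and each TAIR10 TE, without normalization. There were 3 libraries each of the WT, cdca7α-1, cdca7β-1, ddm1 of the 5th generation, ddm1 cdca7β-1, ddm1 cdca7β-2 and ddm1 cdca7α cdca7β-1, and 2 libraries of each of the other 9 genotypes. For the values given here, the counts of the transcripts of a locus were summed and rounded, which gave 68157 loci, and the 17943 features with at least 10 reads in at least 3 libraries were tested. Of these, 978 were TEs and 16857 were nuclear genes. All 39 libraries were fitted together in edgeR with TMM normalization and a coefficient per genotype. A feature was called at an adjusted p of at most 0.1 (quasi-likelihood test, Benjamini-Hochberg adjustment over all features) and an absolute log2 fold change of at least 1, the limits that the paper states. TEs that overlap protein-coding genes, which the paper removed, were kept, and antisense counts were not part of the fit. The TE transcript level of a library is the mean, over the TEs upregulated in ddm1 of the 2nd generation, of the log2 TMM-normalized CPM.
The libraries held between 2087927 and 4439892 assigned counts, with a median of 3635177. Within a genotype, the total ranged from 3049972 to 4107112 in the WT (median 3079524), from 2780408 to 3883624 in cdca7α-1 (median 3635177) and from 2389823 to 4365187 in cdca7β-1 (median 3579177). The 2 libraries each of cdca7α-2 held 4348389 and 4373573 counts, of cdca7β-2 2619358 and 2858963, of cdca7α cdca7β-1 3133910 and 3513350, and of cdca7α cdca7β-2 4366196 and 4439892. ddm1 had 2087927 and 4375119 counts in the 1st generation, 3750214 and 4250663 in the 2nd, and from 2740769 to 4313011 in the 5th (median 2902825). In the ddm1 background, the totals were 2213432 and 2696025 with cdca7α-1, 3082670 and 4222548 with cdca7α-2, and 4288099 and 4308697 with cdca7α cdca7β-2. They ranged from 3361576 to 4236075 with cdca7β-1 (median 3748758), from 2950092 to 4245646 with cdca7β-2 (median 4235357) and from 2643188 to 4269767 with cdca7α cdca7β-1 (median 2661586). Transcripts of the plastid genome took between 5.55% and 43.9% of a library's counts, the highest share in a library of cdca7α cdca7β-2. A count of 0 allows up to 3 expected reads at 95% confidence, a limit that covers counting error only.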

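In the cdca7α-1 libraries, 0 of the 978 TEs tested were called upregulated against the WT, and 30 were higher at an unadjusted p under 0.05. In cdca7α-2, 7 TEs were upregulated. Of these, 6 were also upregulated in both double mutants. cdca7β-1 had 4 upregulated TEs, AT1TE37795, AT2TE12510, AT3TE06550 and AT3TE41815, and cdca7β-2 had 3, AT2TE16825, AT3TE50760 and AT5TE42470, named here after their values were seen. The cdca7β-2 libraries held 20 and 3, 16 and 1, and 47 and 6 reads of its 3 TEs, so these calls rested mainly on 1 library. Single libraries moved the numbers of upregulated TEs. Without the second WT library they were 2 in cdca7α-2 and 0 in cdca7β-2 (47 at an unadjusted p under 0.05). Without the second cdca7β-1 library 1 TE was called there. Downregulated TEs numbered 1 in cdca7α-1, 1 in cdca7α-2, 8 in cdca7β-1 and 2 in cdca7β-2. At an unadjusted p under 0.05, cdca7β-1 had 37 lower and 27 higher TEs. The TE transcript level of the single mutants differed from that of the WT (−0.39 ± 0.17, SD, n = 3) by 0.021 in cdca7α-1, 0.081 in cdca7α-2, −0.0028 in cdca7β-1 and 0.057 in cdca7β-2 on the log2 scale (two-sided exact permutation tests, p = 0.9, 0.5, 0.9 and 0.7). The median over these TEs was the same −0.83 in every WT and single-mutant library, the value of a TE without reads. Most of the level was thus at the floor, and small differences do not show that TEs were unchanged.
The double mutants had 190 upregulated TEs in cdca7α cdca7β-1 and 196 in cdca7α cdca7β-2, of which 160 were shared. Simulated unchanged groups compared with the same WT libraries had 0 TEs upregulated in either group in any of 20 draws. Their overlap was therefore 0 by construction and does not test the shared number. The log2 fold changes of the TEs correlated with r = 0.786 between the double mutants and with a mean r of 0.0757 between the simulated groups (across TEs, which are not independent replicates). The simulated groups were drawn around the mean of these WT libraries, which leaves out the correlation that comes from sharing them. The 0.0757 is therefore not the chance level for the 0.786. The median log2 fold change of the upregulated TEs was 4.61 in cdca7α cdca7β-1 and 4.78 in cdca7α cdca7β-2, or 3.35 and 3.44 with the 119 and 121 TEs that were at the floor in the WT set to their lower bound. Among the shared TEs, AT4TE15030 rose from 11, 2 and 10 reads in the WT to 1139 and 599 in cdca7α cdca7β-1 (log2 fold change 6.81, SE 0.51, adjusted p = 5.91e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and to 772 and 1619 in cdca7α cdca7β-2 (7.51, SE 0.52, adjusted p = 1.24e-10). AT1TE62470 was at least 51.9-fold and at least 31.5-fold higher than the WT in the double mutants, AT5TE39140 at least 25.3-fold and 26.2-fold, AT2TE11805 at least 24.9-fold and 19.6-fold, and AT1TE54480 at least 4.66-fold and 11.3-fold, with adjusted p between 2.71e-10 and 0.0233 (same edgeR test with Benjamini-Hochberg adjustment). The call of AT1TE54480 in cdca7α cdca7β-1 was lost without the first WT library (adjusted p = 0.133, edgeR, Benjamini-Hochberg). The alternative that moved these counts most was a fit of only the compared libraries, in which 80 TEs were upregulated in cdca7α cdca7β-1 and 93 in cdca7α cdca7β-2. With each WT library left out in turn, the counts were 148 to 178 and 154 to 191. The TE transcript level was above the WT by 1.12 and 1.22 in the double mutants (two-sided exact permutation test, p = 0.1 for each, the smallest p that 2 libraries against 3 allow).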

Single mutations in *cdca7α* or *cdca7β* had negligible effects, but the double mutants showed over 200 upregulated TEs (Fig. 2f). 

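Against the same WT libraries, ddm1 had 723 upregulated TEs in the 1st generation, 750 in the 2nd and 769 in the 5th, and 704 of them were upregulated in all 3 generations. In a direct comparison with ddm1 of the 2nd generation, 616 TEs had lower transcript levels in cdca7α cdca7β-1 and 575 in cdca7α cdca7β-2. The TEs that were higher than in ddm1 numbered 5 in cdca7α cdca7β-1 (AT1TE66735, AT1TE67920, AT3TE09220, AT3TE60870 and AT4TE19655) and 4 in cdca7α cdca7β-2 (AT1TE66735, AT2TE20870, AT4TE19655 and AT5TE31640), named here after their values were seen. The TE transcript level, a mean log2 value over 750 TEs, was 0.74 ± 0.0074 in cdca7α cdca7β-1 and 0.83 ± 0.0011 in cdca7α cdca7β-2 (SD, n = 2 each), and 3.46 ± 0.17 in the 1st (SD, n = 2), 3.73 ± 0.077 in the 2nd (SD, n = 2) and 3.94 ± 0.065 in the 5th generation of ddm1 (SD, n = 3). The double mutants were thus below ddm1 of the 2nd generation by −2.99 and −2.89, with no overlap between the libraries (two-sided exact permutation test, p = 0.333 for each, the smallest p that 2 libraries against 2 allow). The TEs of this level were chosen for being high in ddm1 of the 2nd generation, which favours it in the comparison. With a prior count of 0.5 in the log2 values, the first of these differences was −3.83. TEs took 0.309% of all counts in the WT on average (n = 3), 0.979% and 0.619% in the double mutants (n = 2 each) and 3.34% in ddm1 of the 2nd generation (n = 2). All counts include plastid transcripts, which took 24.1% and 43.9% in the libraries of cdca7α cdca7β-2. In cdca7α cdca7β-1 they took 6.46% and 16.6%. The lower percentage in cdca7α cdca7β-2 can therefore not be read as a lower TE transcript level. The 160 TEs upregulated in both double mutants had a median log2 fold change of 4.69 in cdca7α cdca7β-1, 4.85 in cdca7α cdca7β-2 and 7.25 in ddm1 of the 2nd generation, or 3.64, 3.77 and 6.21 with TEs at the floor in the WT set to their lower bound.

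**Figure D1:**
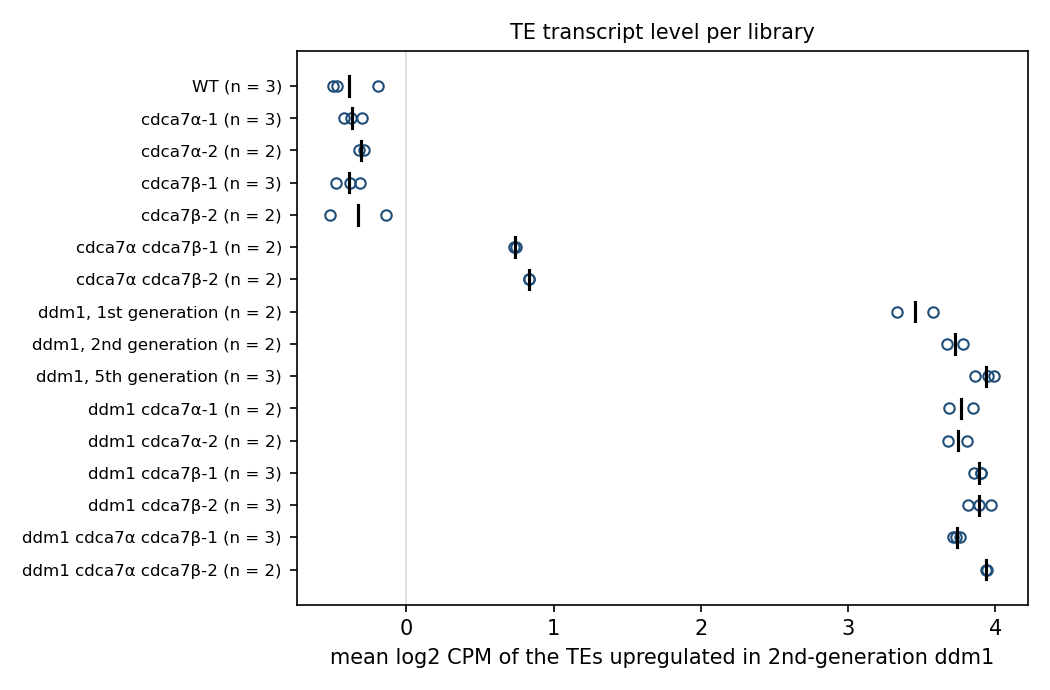
TE transcript level of each library, as the mean log2 TMM-normalized CPM over the 750 TEs upregulated in ddm1 of the 2nd generation, for the 16 genotypes with 2 or 3 libraries each. Points are libraries and bars are group means; the double mutants lie at 0.74 and 0.83, between the WT at −0.39 and ddm1 of the 2nd generation at 3.73.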

The extent of TE upregulation in *cdca7α* *cdca7β* was less than in *ddm1* (Fig. 2f,g). To further validate these observations, *cdca7α* *cdca7β-1* was complemented with *CDCA7α* or *CDCA7β*, fused with an amino- or carboxy-terminal tag containing 3xcMyc and mTurquoise2. Constructs with a C-terminal tag partially complemented silencing defects (Extended Data Fig. 3g), confirming the role of *CDCA7α*/*β* in TE silencing. Interestingly, the N-terminal tag inhibited *CDCA7α*/*β*-mediated silencing, suggesting that it interfered with a critical CDCA7 function.

Unlike *ddm1* mutants, which show developmental defects upon inbreeding^47^, *cdca7α* *cdca7β* mutants maintained a normal phenotype even after eight generations of inbreeding (Extended Data Fig. 4a). Because inbreeding *ddm1* mutants causes progressive mCG reduction and mCH hypermethylation^46^, we assessed generational DNA methylation changes in *cdca7α* *cdca7β-1*. Both *cdca7α* *cdca7β-1* (eighth generation) and *ddm1* (sixth generation) mutants showed decreased mCG levels at TEs and genes, and increased mCHH at TEs, compared with their third-generation counterparts (Extended Data Fig. 4b). However, a critical distinction emerged: ectopic mCHG accumulation at gene-body methylated genes, a hallmark of the *ddm1* *bonsai* (*bns*) phenotype^46,52^, occurred exclusively in *ddm1* mutants. In *cdca7α* *cdca7β*, there was no genic CHG hypermethylation on average, but we could detect a local mCHG increase at the third exon of the *BSN* gene (Extended Data Fig. 4c). These findings suggest that the absence of widespread genic CHG hypermethylation in eighth-generation *cdca7α* *cdca7β* mutants prevents the onset of developmental defects, though further inbreeding could eventually trigger a developmental phenotype through *BSN* hypermethylation.

In summary, *CDCA7α* and *CDCA7β* redundantly maintain heterochromatin marks and TE silencing. *CDCA7α* and *CDCA7β* appear to have identical functions, but *CDCA7α* plays a more prominent role than *CDCA7β*, possibly due to its higher expression (Supplementary Fig. 2a).

### CDCA7α and CDCA7β function with DDM1 to maintain mCG at TEs and gene bodies

At the molecular level, *cdca7α* *cdca7β* null mutants resembled *ddm1* (Fig. 2), suggesting that in *Arabidopsis* CDCA7 orthologues and DDM1 operate in a common pathway. To test this genetically, we combined *ddm1* and *cdca7α* *cdca7β* mutations and measured their impact on 5mC and TE silencing. The triple *cdca7α* *cdca7β* *ddm1* mutants showed 5mC levels comparable to those of *ddm1* mutants of the same generation (Fig. 3a). Additionally, introducing any *cdca7* mutation alongside *ddm1* did not affect TE transcript levels (Fig. 3b and Extended Data Fig. 5a). 

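Each ddm1 cdca7 mutant was compared with ddm1 of the closest generation among the same libraries. 0 TEs changed in ddm1 cdca7α-1 against the 2nd generation, with 43 higher and 27 lower at an unadjusted p under 0.05. Against the 1st generation, 0 TEs changed in ddm1 cdca7α-2, with 37 higher and 5 lower at an unadjusted p under 0.05. The 5th generation was the reference for the other lines, and 0 TEs changed in ddm1 cdca7β-1, with 15 higher and 24 lower at an unadjusted p under 0.05. A few TEs passed the limits in the other lines and were chosen for naming after their values were seen. In ddm1 cdca7β-2, AT4TE50435 was at least 28.4-fold lower than in ddm1 (1, 0 and 1 reads against 76, 103 and 63, adjusted p = 7.43e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT5TE46155 had 2, 5 and 5 reads there against 180, 973 and 154, a log2 fold change of −6.75 (SE 0.96, adjusted p = 0.00138, edgeR, Benjamini-Hochberg). In ddm1 cdca7α cdca7β-1, AT4TE18505 was at least 28.4-fold lower (0, 0 and 1 reads against 67, 62 and 124, adjusted p = 1.16e-05 in the edgeR test after Benjamini-Hochberg adjustment). AT2TE20205 was higher in the same line, with 325, 281 and 501 reads against 34, 41 and 26 (log2 fold change 3.44, SE 0.61, adjusted p = 0.037 in the edgeR test with Benjamini-Hochberg adjustment). This call was lost in 4 of the 6 fits without 1 library. In ddm1 cdca7α cdca7β-2, AT3TE16035 had 111 and 104 reads against 10, 5 and 9 (log2 fold change 3.38, SE 0.46, adjusted p = 0.0113, edgeR, Benjamini-Hochberg). AT4TE50435 had 9 and 22 reads in it (−2.71, SE 0.46, adjusted p = 0.0377, edgeR, Benjamini-Hochberg). Both calls were lost without the second ddm1 library. Without a filter on low counts, the alternative that moved these numbers most, from 11 TEs in ddm1 cdca7β-1 to 40 in ddm1 cdca7α-1 passed the limits.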

We therefore concluded that CDCA7 orthologues act entirely through DDM1 to regulate 5mC and TE silencing.

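The TE transcript level of ddm1 cdca7α-1 was 3.77 ± 0.11 (SD, n = 2), 0.040 above ddm1 of the 2nd generation (two-sided exact permutation test, p = 0.667). ddm1 cdca7α-2 was at 3.74 ± 0.088 (SD, n = 2), 0.29 above the 1st generation, with no overlap between the libraries (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Compared with the 5th generation, the level differed by −0.049 in ddm1 cdca7β-1 (p = 0.3), by −0.045 in ddm1 cdca7β-2 (p = 0.6), by −0.20 in ddm1 cdca7α cdca7β-1 (p = 0.1, the smallest p that 3 libraries against 3 allow, with no overlap) and by 0.0037 in ddm1 cdca7α cdca7β-2 (p = 1), all in two-sided exact permutation tests. For scale, ddm1 of the 2nd generation was above the WT by 4.11. From TE transcript levels that stayed at those of ddm1 when cdca7 mutations were added, together with DNA methylation that was comparable between the triple mutants and ddm1 (Fig. 3a), the paper concludes that CDCA7 orthologues act entirely through DDM1 on DNA methylation and on TE silencing.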

**Fig. 3:**
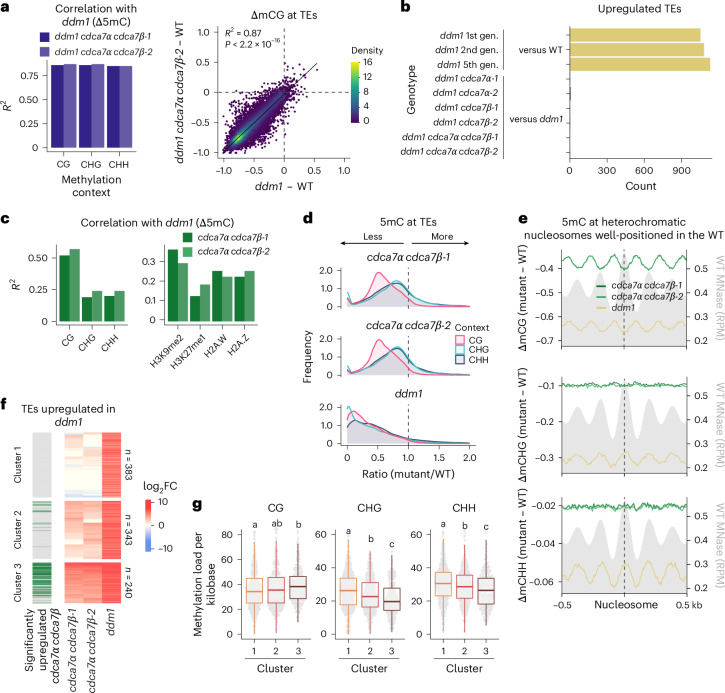
CDCA7α and CDCA7β function through DDM1 to maintain mCG. **a**, Linear correlation of 5mC loss at TEs in *ddm1* *cdca7α* *cdca7β* compared with *ddm1*. Left: squared Pearson correlation coefficients (*R*^2^) for all contexts are represented. All correlations had *P* < 1 × 10^−16^ (two-sided permutation test). Right: an example of mCG loss at TEs between *ddm1* *cdca7α* *cdca7β-2* and *ddm1*. **b**, Number of TEs upregulated in the indicated mutants relative to the WT or *ddm1*. Mutant combinations of *ddm1* and *cdca7* were compared to *ddm1* mutants of the closest generation (gen.). **c**, Linear correlations between *ddm1* and the indicated mutants for 5mC loss (left) and chromatin mark changes (right). Squared Pearson correlation coefficients (*R*^2^) are shown; all correlations had *P* < 1 × 10^−10^ (two-sided permutation test). **d**, Distribution of methylation ratios for TEs (mutant/WT) across genotypes and 5mC contexts. The *x* axis is capped at 2, excluding at most 3.2% of the data. **e**, Metaplots showing 5mC around well-positioned nucleosomes at heterochromatic TEs (*n* = 22,515 nucleosomes). The values are normalized to the WT to compare the impact of mutations on 5mC periodicity. The mean are shown. MNase-seq, shown as reads per million (RPM), and nucleosome positions are publicly available^54^. **f**, Changes in transcript levels of DDM1-silenced TEs (*n* = 966). *K*-mean clustering was performed on *cdca7α* *cdca7β-1* and *cdca7α* *cdca7β-2* log_2_ fold change (FC) values. TE upregulation thresholds in both mutants are highlighted with green horizontal bars. **g**, WT methylation load per kilobase (Methods) at the TE clusters defined in **f**. Groups not sharing the same letter are significantly different (two-sided Dunn tests with Benjamini–Hochberg correction, *P* < 0.05). The box plots show the median (centre line), the IQR (25th–75th percentiles; box limits) and the minimum and maximum values within 1.5× IQR (whiskers). Source data

The milder effect of *cdca7α* *cdca7β* mutations than *ddm1* (Fig. 2) implies that DDM1 can partially function without CDCA7 orthologues. Looking at gene-body methylation, however, we found that the decrease in mCG was of similar magnitudes in *cdca7α* *cdca7β* and *ddm1*, and in *ddm1* and *cdca7α* *cdca7β* *ddm1* mutants of advanced generations (Extended Data Fig. 5b), showing that DDM1’s role in promoting gene-body methylation is fully reliant on CDCA7α/β.

DDM1 has distinct functions in heterochromatin maintenance: first, depositing H2A.W while preventing H2A.Z deposition^48,51,53^; and second, facilitating access of DNA methyltransferase to nucleosomal DNA through nucleosome remodelling^37,54^. Heterochromatic histone modifications also depend on DDM1, through unknown mechanisms^32,48–50^. CDCA7α/β might therefore differentially affect specific activities of DDM1. To explore this, we compared how *ddm1* and *cdca7α* *cdca7β* mutations affect 5mC, histone variants and modifications. The effects of the mutations had strong linear correlations for mCG (Fig. 3c and Extended Data Fig. 5c; *R*^2^ = 0.52–0.57) but weak ones for mCH (*R*^2^ = 0.19–0.24). Correlations were intermediate for H3K9me2 (Fig. 3c; *R*^2^ = 0.30–0.37), probably reflecting the dependence of H3K9me2 on both mCH^55^ and mCG^56–59^. For H3K27me1 and histone variants H2A.W and H2A.Z, correlations were low, although the overall trends resembled those in *ddm1* (Extended Data Fig. 5d). Therefore, *cdca7α* *cdca7β* mutants primarily resembled *ddm1* in their effect on mCG but not on mCH, histone variant deposition or histone modifications, suggesting that the primary function of the CDCA7α/β–DDM1 pathway is to promote mCG. Strikingly, *cdca7α* *cdca7β* mutants were disproportionately affected in the CG context, whereas all 5mC contexts were equally affected in *ddm1* (Fig. 3d), highlighting the specific role of CDCA7α/β in regulating mCG at TEs. We further quantified the relative contribution of CDCA7α/β to DDM1 functions by comparing the effect size of *cdca7α* *cdca7β* to that of *ddm1* on different heterochromatin features. In contrast with the milder effect on other marks, the loss of CDCA7α/β accounted for 60% of the mCG changes observed in *ddm1* mutants (Extended Data Fig. 5e). Likewise, GWAS pointed towards a main role of CDCA7α/β in mCG regulation (Extended Data Fig. 1b,d). Taken together, these data demonstrate that while DDM1 plays a central role in maintaining multiple heterochromatic marks, CDCA7α/β are primarily involved in mCG maintenance.

In *met1* mutants, mCG loss leads to the depletion of mCHG, mCHH and H3K9me2, with a concurrent H2A.Z increase^50,57,59–61^, whereas its effects on H3K27me1 and H2A.W are unknown. This suggests that the moderate changes in levels of mCH, H2A variants and H3 modifications in *cdca7α* *cdca7β* mutants are secondary consequences of reduced mCG. Supporting this interpretation, we found that mCHG and mCHH changes in *cdca7α* *cdca7β* mutants were anticorrelated with the density of CG sites (Extended Data Fig. 6a). This differed from *ddm1*, where mCH loss correlated best with CHG density, suggesting that mCH maintenance by DDM1 is mostly independent of CDCA7α/β.

DDM1 promotes the methylation of nucleosome-bound DNA^54^. To determine whether CDCA7α/β contributes to this process, we examined how *cdca7α* *cdca7β* mutations affect 5mC around nucleosomes. Using nucleosome maps from the WT and *ddm1* (ref. ^54^), we found that both *cdca7α* *cdca7β* and *ddm1* mutants lose mCG preferentially within nucleosome cores, whereas adjacent linker DNA is less affected (Fig. 3e, Extended Data Fig. 6b,c and Supplementary Fig. 3). The pattern of mCH loss differed between mutants: *ddm1* showed the greatest reduction in linker regions, whereas *cdca7α* *cdca7β* mutants lost mCH uniformly across both linker and nucleosomal DNA. These results indicate that CDCA7α/β and DDM1 act through a common pathway to maintain nucleosomal mCG, but that the reduction in mCH observed in *ddm1* is driven by a separate mechanism, independent of CDCA7α/β. Together, these data support a model in which CDCA7α/β predominantly maintain mCG at nucleosomal DNA in a DDM1-dependent manner.

We next asked why only a subset of the TEs derepressed in *ddm1* are also upregulated in *cdca7α* *cdca7β* (Fig. 2 and Extended Data Fig. 7a). To address this, we clustered those elements by their log_2_ fold change in *cdca7α* *cdca7β* (Fig. 3f) and compared their features. 

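Of the 750 TEs upregulated in ddm1 of the 2nd generation, 25.3% were also upregulated in cdca7α cdca7β-1 (Wilson 95% confidence interval 22.4% to 28.6%) and 26.1% in cdca7α cdca7β-2 (23.1% to 29.4%), and 30.1% in either of them. The interval treats TEs as independent of each other. In the other direction, 0 TEs were upregulated in a double mutant without being upregulated in ddm1 of the 2nd generation. Depth limits this comparison, since 356 of the 750 TEs, or 47.5%, had at most 3 counts in every library of both double mutants. Over the 750 TEs, the median log2 fold change against the WT was 2.15 in cdca7α cdca7β-1 and 2.42 in cdca7α cdca7β-2, or 1.14 and 1.42 with TEs at the floor in the WT set to their lower bound. The share depended most on the samples in the fit, and with only the compared libraries fitted it was 14.5% in cdca7α cdca7β-1 and 16.9% in cdca7α cdca7β-2. AT4TE15030, with 604 and 756 reads in ddm1 of the 2nd generation (log2 fold change 6.61 against the WT), is a TE whose level in the double mutants was near that in ddm1.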

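k-means with 3 clusters on the log2 fold changes of the 750 TEs in both double mutants gave groups of 200, 310 and 240 TEs. The median log2 fold change of the second group was 2.14 in cdca7α cdca7β-1 and 2.41 in cdca7α cdca7β-2, and that of the third was 4.47 and 4.61. These medians were not set to lower bounds. Of the 750 TEs, 614 had at most 3 counts in every WT library and 356 in every library of both double mutants. Many of the clustered fold changes thus rest on few reads. The first group was centred at 0 in both lines and held none of the TEs called upregulated in a double mutant, whereas 28 TEs of the second group and 162 of the third were called in cdca7α cdca7β-1, and 28 and 168 in cdca7α cdca7β-2. With DESeq2's log2 fold changes in place of edgeR's, the groups held 285, 275 and 190 TEs. With the TEs upregulated in ddm1 of the 5th generation, they held 208, 317 and 244.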

While TE length and GC content did not vary, TEs sensitive to *cdca7α* *cdca7β* were closer to centromeres (Supplementary Fig. 4a,b). Accordingly, they were enriched for the mostly centromeric En-Spm and LTR Gypsy superfamilies^62^ and depleted for the broadly distributed Copia and MuDR elements (Extended Data Fig. 7b). At the family level, the degree of enrichment progressively followed CDCA7α/β dependency (Extended Data Fig. 7c). The loss of CDCA7α/β caused the largest reduction in heterochromatic features at TEs silenced by CDCA7α/β (Supplementary Fig. 4c,d). For mCG, this reduction was most pronounced immediately upstream of the TE 5′ boundary (Extended Data Fig. 7d), suggesting a localized effect at TE promoters, which could be either the cause or the consequence of TE upregulation. Interestingly, TEs that were not upregulated in *cdca7α* *cdca7β* had higher basal levels of mCHG and mCHH and more frequent CHG sites, suggesting that abundant mCH can maintain silencing in the absence of CDCA7α/β (Extended Data Fig. 7e). Calculating the average number of fully methylated cytosines per kilobase at TEs (DNA methylation load; Methods), we found higher mCG loads and lower mCH loads at *cdca7α* *cdca7β*-sensitive TEs (Fig. 3g). These loci also showed the highest H2A.W enrichment (Extended Data Fig. 7f,g), possibly reflecting their pericentromeric enrichment. Collectively, these data show that the dependency of TE silencing on CDCA7α/β is governed by the balance between mCG and mCH. Elements with a high mCG-to-mCH ratio require CDCA7α/β for continued silencing, whereas TEs rich in mCH remain repressed even when mCG decreases in the absence of CDCA7α/β. The data therefore support a specialized role for CDCA7 paralogues in the maintenance of mCG at TEs and gene bodies.

### CDCA7 interacts with the DDM1 H2A.W-binding region

Next, we explored the function of the three CDCA7α/β domains using a genetic complementation strategy. The N-terminal domain contains a highly conserved motif (Fig. 4a), the 4CXXC zinc-finger domain binds hemi-methylated CG dinucleotides^31,43,63^ and the C-terminal part of the protein has lower conservation.

**Fig. 4:**
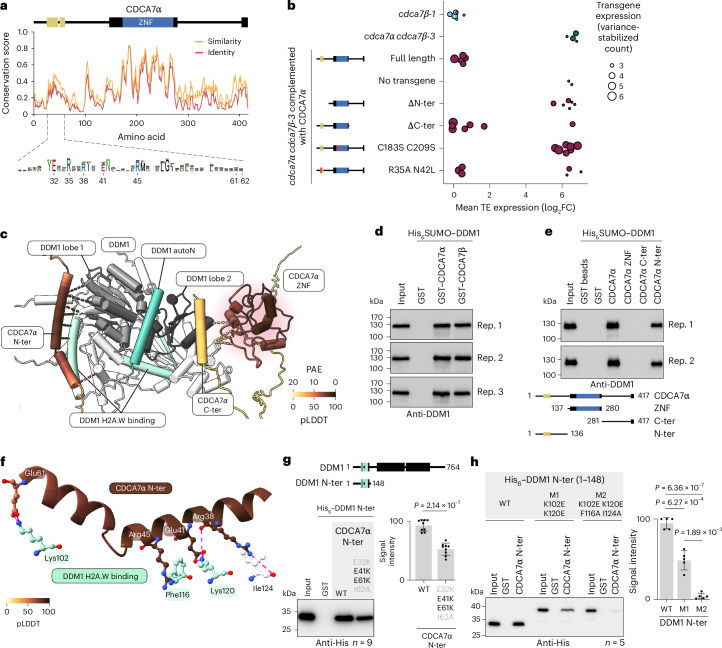
Characterization of CDCA7α/β protein domains and interface with DDM1. **a**, Conservation of CDCA7α among 315 orthologues in Viridiplantae, with domains represented to scale, including the DDM1-interacting α-helices (yellow). A consensus sequence (bottom, *n* = 37) highlights residues predicted to contact DDM1. **b**, TE upregulation in *cdca7α* *cdca7β-3* complemented with various CDCA7α constructs. Each data point is a T_1_ plant, showing the mean log_2_FC (relative to the WT) of TEs upregulated in *cdca7α* *cdca7β-3*, scaled by transgene expression. **c**, Predicted CDCA7α–DDM1 structure, showing predicted contacts ≤3 Å coloured by predicted aligned error (PAE). CDCA7α is coloured by local confidence, using pLDDT. **d**, In vitro pulldown of recombinant CDCA7α and CDCA7β with DDM1, detected via western blot. Three pulldown replicates (rep.) with similar results are shown. **e**, Pulldown of recombinant DDM1 with truncated CDCA7α constructs. Two pulldown replicates with similar results are shown. **f**, Predicted interaction of the CDCA7α N-terminal α-helices with the DDM1 N-terminal part. CDCA7α is coloured by pLDDT, with interacting residues shown in a ball-and-stick representation. Hydrogen bonds and salt bridges ≤4 Å are shown as dashed lines. **g**,**h**, Pulldown of recombinant CDCA7α N terminus (ter) with DDM1 N terminus. The effect of mutations in the CDCA7α N terminus (**g**) and the DDM1 N terminus (**h**). The blots shown are representative of nine and five pulldown replicates for **g** and **h**, respectively, and the quantification shows averages with standard deviations. Differences were evaluated with a two-sided Student’s *t*-test, correcting for multiple testing with Bonferroni’s method for **h**. Source data

The global loss of mCG in *met1* or *ddm1* mutants is largely irreversible even after complementation^64–67^, probably because of the semi-conservative nature of mCG maintenance. Accordingly, complementation of *cdca7α* *cdca7β-1* was partial and locus-specific (Extended Data Fig. 3g). To bypass this limitation, we transformed *cdca7α-2* with a *CDCA7α* transgene before the complete loss of endogenous *CDCA7α/β* (Supplementary Fig. 5a,b). We generated transcriptomes from individual T_1_ plants to quantify TE transcripts and transgene expression, which is highly variable between primary transformants^68^. 

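The 3′-tag RNA-seq of Figs. 4 and 5 comprised 82 libraries, each from 1 rosette leaf of an individual plant, in 17 groups. The authors mapped the reads to TAIR10 with the transgene as an extra chromosome and assigned them as for the mutants of Fig. 2, so that the deposited estimated counts include a transgene feature covering the C-terminal mTurq2::3xcMyc tag. Untransformed plants were 5 WT, 3 cdca7α-2, 6 cdca7β-1 and 4 cdca7α cdca7β-3. The number of T1 plants in cdca7α cdca7β-3 was 5 with the reference promoter and the full-length coding sequence, 5 with the CDCA7α-alta promoter, 7 and 2 with that promoter without its 26-bp or its 4-bp indel, 7 with CDCA7α(ΔC-ter), 6 with CDCA7α(ΔN-ter), 7 with the substituted cysteines and 6 with R35A and N42L. In cdca7α-2 there were 3 plants with the reference promoter, 5 with the CDCA7α-alta promoter, and 5 and 4 with that promoter without its 26-bp or 4-bp indel. The 2 sister plants were cdca7α cdca7β-3 plants without the transgene.
Counts were summed per locus as before, and 17510 features with at least 10 reads in at least 3 libraries were fitted together in edgeR, 420 of them TEs and 16979 nuclear genes. The TE score of a plant is the mean, over the 187 TEs upregulated in cdca7α cdca7β-3 against the WT, of its log2 TMM-normalized CPM (prior count 2) minus the mean of the WT plants. DESeq2's Wald test gave 125 such TEs, the alternative that moved the number most. Transgene expression is given in reads, in RPM and as log2 TMM-normalized CPM.
Total counts per plant lay between 1194658 and 5206149, with a median of 3268761.5. In untransformed plants the total ranged from 2819955 to 3490470 in the WT (median 2981548), from 3575724 to 4947205 in cdca7α-2 (median 3874448), from 2488346 to 4338769 in cdca7β-1 (median 3451557.5) and from 2104231 to 3859021 in cdca7α cdca7β-3 (median 3653582). The sister plants had 1678833 and 3588510 counts. In cdca7α cdca7β-3 it ranged from 1589468 to 3911616 with the reference promoter (median 1752371), from 1941967 to 4212574 with CDCA7α-alta (median 3723138), and from 1921766 to 4240535 without the 26-bp indel (median 3089950), and the plants without the 4-bp indel had 3467715 and 3908228. For the domain constructs, the range was 1653898 to 4001222 with ΔC-ter (median 3211190), 2083813 to 4222490 with ΔN-ter (median 3513332), 1280155 to 5206149 with the substituted cysteines (median 2372758) and 1875957 to 3865061 with R35A and N42L (median 2661141.5). In cdca7α-2 it was 1941016 to 3813679 with the reference promoter (median 3487529), 1194658 to 3769262 with CDCA7α-alta (median 2417472), 2136907 to 3859737 without the 26-bp indel (median 3218676) and 1555107 to 3925796 without the 4-bp indel (median 3363868). A count of 0 transgene reads allows between 0.576 and 2.51 RPM in a plant.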

Untransformed *cdca7β-1* and *cdca7α* *cdca7β-3* mutants showed no or few reads mapping to the transgenic tag, reflecting background noise (Fig. 4b). 

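The 18 untransformed plants had between 0 and 5 reads on the transgene feature, and 6 of them had 0. In the 6 cdca7β-1 plants the counts ranged from 0 to 5, a mean of 0.295 ± 0.446 RPM (SD), with the 5 reads in plant 1 (1.15 RPM, against at most 0.311 RPM in the other cdca7β-1 plants). In the 4 cdca7α cdca7β-3 plants they ranged from 0 to 2, a mean of 0.250 ± 0.289 RPM (SD). For these 18 plants, a count of 0 allows up to 0.606 to 1.43 RPM, so that the means are below what a single plant can resolve.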

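The 4 untransformed cdca7α cdca7β-3 plants had a TE score of 3.59 ± 0.18 (SD) and the 5 WT plants one of 0 by construction, with an SD of 0.029 (difference 3.59, two-sided exact permutation test, p = 0.00794, adjusted p = 0.0182 after Benjamini-Hochberg adjustment over 10 tests). In the 5 plants with the reference promoter and the full-length CDCA7α, the score was 0.15 ± 0.094 (SD), and each of them was below every untransformed cdca7α cdca7β-3 plant (difference −3.44, exact permutation test, p = 0.00794, the smallest p that 5 plants against 4 allow, adjusted p = 0.0182 after Benjamini-Hochberg adjustment). The 2 sister plants without the transgene were at 3.45 ± 0.11 (SD), above all 5 transformants by 3.31 (exact permutation test, p = 0.0476, the smallest p that 2 plants against 5 allow, adjusted p = 0.0794 after Benjamini-Hochberg adjustment). The transgene feature had 0 reads in both sister plants. In the transformants it had 1 to 44 reads, a log2 difference of 1.64 from the 18 untransformed plants (two-sided exact permutation test, p = 3.57e-04, adjusted p = 9.27e-04 after Benjamini-Hochberg adjustment over 13 tests), although only 1 of the 5 plants was above every untransformed plant. The TE score was moved most by log2(RPM + 0.1) in place of the TMM-normalized values, which put untransformed cdca7α cdca7β-3 at 5.78, and a prior count of 0.5 moved the transgene difference to 2.52.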

As expected, a full-length CDCA7α transgene restored TE silencing, while sister plants lacking the transgene had elevated TE transcript levels. 

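The 7 plants with CDCA7α(ΔC-ter) had a TE score of 0.68 ± 1.29 (SD), and 6 of them were below every untransformed cdca7α cdca7β-3 plant (difference −2.91, two-sided exact permutation test, p = 0.00909, adjusted p = 0.0182 after Benjamini-Hochberg adjustment over 10 tests). Plant 3, the only one of the 7 outside this order, had a score of 3.56 and 2 transgene reads. The other plants had scores from −0.027 to 0.56 with 4 to 62 transgene reads. Transgene expression was above that of the untransformed plants by 1.81 on the log2 scale (exact permutation test, p = 3.74e-05, adjusted p = 1.62e-04 after Benjamini-Hochberg adjustment over 13 tests), with 3 of the 7 plants above every untransformed plant. Across the 7 plants, the TE score and transgene expression had a Pearson's r of −0.58 (exact permutation test, p = 0.151, adjusted p = 0.202 after Benjamini-Hochberg adjustment over 8 relations) and a Spearman's rho of −0.86 (exact permutation test, p = 0.0238, adjusted p = 0.0381 after Benjamini-Hochberg adjustment). Without the 2 plants farthest from the median of transgene expression, r was −0.94 (exact permutation test, p = 0.0417) and rho −0.90 (p = 0.0833).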

CDCA7α(ΔC-ter) complemented silencing defects in individuals with high transgene expression, indicating that the C-terminal domain is dispensable for TE silencing. 

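CDCA7α(ΔN-ter) gave between 0 and 2 transgene reads in its 6 plants, a mean of 0.156 ± 0.271 RPM (SD), at the level of the 18 untransformed plants (log2 difference −0.38, two-sided exact permutation test, p = 0.123, adjusted p = 0.133 after Benjamini-Hochberg adjustment over 13 tests). None of the 6 plants was above every untransformed plant. The TE score of these plants was 3.35 ± 0.29 (SD), −0.24 from untransformed cdca7α cdca7β-3 (two-sided exact permutation test, p = 0.190, adjusted p = 0.190 after Benjamini-Hochberg adjustment over 10 tests). With the transgene at the floor, its relation to the TE score was not computed.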

An N-terminal truncation could not be evaluated due to the lack of transgene expression (Fig. 4b). To test the function of the zinc-finger domain, we altered the conserved cysteines Cys183 and Cys209, which coordinate a zinc ion (Extended Data Fig. 8a). The lack of complementation with this construct (Fig. 4b) indicates that the CDCA7α zinc-finger is essential for TE silencing.

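The 7 plants with the substituted cysteines had 4 to 47 transgene reads, a mean of 6.31 ± 4.51 RPM (SD), and 5 of them were above every untransformed plant. Transgene expression exceeded that of the 18 untransformed plants by 2.65 on the log2 scale (two-sided exact permutation test, p = 2.08e-06, adjusted p = 2.70e-05 after Benjamini-Hochberg adjustment over 13 tests). The TE score was 3.26 ± 0.38 (SD, range 2.68 to 3.84), a difference of −0.33 from untransformed cdca7α cdca7β-3 (two-sided exact permutation test, p = 0.142, adjusted p = 0.158 after Benjamini-Hochberg adjustment over 10 tests), with 5 plants below every untransformed plant and 1 above. Across the 7 plants, Pearson's r of transgene expression and TE score was −0.11 (exact permutation test, p = 0.809, adjusted p = 0.809 after Benjamini-Hochberg adjustment over 8 relations) and Spearman's rho −0.14 (p = 0.783, adjusted p = 0.809). Without the 2 plants farthest from the median of transgene expression, r was 0.11 (exact permutation test, p = 0.858). From the lack of complementation with this construct (Fig. 4b), the paper concludes that the zinc-finger of CDCA7α is essential for TE silencing.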

To further explore the function of CDCA7α/β domains, we used AlphaFold-Multimer^69^ to model potential interactions with DDM1. High-confidence interactions were identified between CDCA7α/β N termini and DDM1, specifically the H2A.W-binding domain and the N-terminal helicase domain (lobe 1; Fig. 4c and Extended Data Fig. 8b). In vitro pulldown assays with purified recombinant proteins showed that both CDCA7α and CDCA7β bind to DDM1 (Fig. 4d), and these interactions were maintained under more restrictive salt concentrations (Extended Data Fig. 8c). The N-terminal region of CDCA7α alone was sufficient to interact with DDM1 (Fig. 4e), whereas neither the zinc-finger nor the C-terminal part showed an interaction. Remarkably, the N-terminal residues predicted to interact with DDM1 (Fig. 4f and Extended Data Fig. 8d) were highly conserved across the green lineage (Fig. 4a). CDCA7α Arg35 and Asn42 were also conserved in model vertebrates and predicted to interact with HELLS (a DDM1 orthologue) (Extended Data Fig. 8e). However, R35A and N42L substitutions did not disrupt binding to DDM1 (Extended Data Fig. 8f) or the CDCA7α silencing function (Fig. 4b), indicating that other CDCA7α residues can mediate DDM1 binding in *A. thaliana*. Similarly, a CDCA7α N-terminal fragment with four substitutions (E32K, E41K, E61K and I62A) did not reduce DDM1 binding (Supplementary Fig. 6a), suggesting that other contacts compensate or that the model inaccurately predicts some contacts. 

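The 6 plants with the R35A and N42L substitutions fell into separate clusters. Plants 2, 4 and 5 had TE scores of 0.036, 0.15 and 0.18 and 11, 11 and 6 transgene reads, whereas plants 1, 3 and 6 had scores of 3.39, 4.06 and 3.34 and 1, 0 and 0 reads. The mean score was 1.86 ± 1.92 (SD), a difference of −1.73 from untransformed cdca7α cdca7β-3 (two-sided exact permutation test, p = 0.114, adjusted p = 0.143 after Benjamini-Hochberg adjustment over 10 tests). Transgene expression differed from that of the 18 untransformed plants by 0.84 on the log2 scale (exact permutation test, p = 0.0337, adjusted p = 0.0399 after Benjamini-Hochberg adjustment over 13 tests), and the same 3 plants 2, 4 and 5 were above every untransformed plant. With a prior count of 0.5 the difference was 1.14 (adjusted p = 0.132, exact permutation test with Benjamini-Hochberg adjustment), no longer past 0.05. The adjusted p of the other alternatives (exact permutation test, Benjamini-Hochberg) lay between 0.0310 and 0.0397. Because the plants form clusters of fewer than 6, a relation between transgene expression and TE score could not be tested within them.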

When we isolated the interface between CDCA7α (1–136) and DDM1 (1–148) N termini, the same four substitutions now reduced the binding to 50% of the WT (Fig. 4g and Supplementary Fig. 6b). Reciprocally, replacing the conserved complementary lysines on the DDM1 N terminus (K102E and K120E) produced an equivalent 50% loss of affinity (Fig. 4h, Extended Data Fig. 8g and Supplementary Fig. 6c). Further altering the remaining predicted contact sites (Phe116 and Ile124) led to a near-complete abrogation of CDCA7α binding. Although these DDM1 mutants migrated anomalously on SDS–PAGE, intact-mass liquid chromatography-electrospray ionization-mass spectrometry (LC-ESI-MS) closely matched their expected masses (Supplementary Fig. 6d,e), demonstrating that the proteins are full-length; this suggests that the mobility shift reflects altered SDS binding. Taken together, our data show the direct interaction between the N-terminal ends of CDCA7α and DDM1, and we further identified four critical interaction residues via in vitro mutagenesis binding assays, although the CDCA7α N-terminal region probably has other contacts with DDM1 (Extended Data Fig. 8d and Supplementary Fig. 6a). These four DDM1 residues lie within the H2A.W-binding module^48^, raising the possibility that CDCA7α and H2A.W compete for DDM1 binding.

Further modelling indicated that CDCA7α/β paralogues cannot bind to each other or themselves, and that DDM1 can bind only one CDCA7α/β paralogue at a time (Extended Data Fig. 8h), consistent with CDCA7α/β acting redundantly (Fig. 2). Furthermore, we found no predicted interaction with MET1 or VIM1/2/4/5/6 (ref. ^19^) that could explain the specificity of CDCA7α/β to mCG (Extended Data Fig. 8i).

In summary, the C-terminal domain of CDCA7α does not contribute to its silencing function, while the zinc-finger is essential. In both CDCA7α and vertebrate CDCA7, the zinc-finger binds hemi-methylated CG^31,43,63^, implying that CDCA7α/β recruit DDM1 to hemi-methylated CG sites, facilitating mCG deposition after DNA synthesis. This recruitment is mediated by a conserved N-terminal domain of CDCA7, which also interacts with HELLS in vertebrates^31,43^. Combined with our previous results (Figs. 2 and 3), our biochemical data indicate that the H2A.W-binding domain of DDM1 interacts directly with the N-terminal domain of either CDCA7α or CDCA7β, and this interaction is crucial for maintaining mCG and repressing TEs.

### Genetic variation in the *CDCA7*α promoter shapes large mCG variation

We next investigated the molecular causes of the *CDCA7α* natural alleles. Although protein sequences showed a cysteine-to-serine substitution at position 182, this cysteine is not conserved in sister species (Supplementary Fig. 7) or in eukaryotes^44^, and it does not coordinate a zinc atom (Extended Data Fig. 8a). There were no amino acid changes in conserved sites within the zinc-finger domain or the DDM1-interacting domain, suggesting that a causal effect on protein activity was unlikely (Supplementary Fig. 7). Therefore, to explore the impact of natural genetic variation on *CDCA7α* regulation, we performed GWAS for *CDCA7α* expression using published transcriptome data of 427 accessions^23,70^.

Remarkably, a strong *cis* effect was detected for *CDCA7α* expression, with the most significant SNP identified as chromosome 4 position 17486863 (*CDCA7α-alt*_*a*_ haplotype) (−log_10_*P* = 42.10, MAF = 0.33), the same allele identified in our GWAS for mCG levels (Figs. 1a–d and 5a). Additionally, chromosome 4 position 17497441_non-ref_ (*CDCA7α-alt*_*b*_ haplotype) was also present in this large peak (−log_10_*P* = 5.68, MAF = 0.06). Both haplotypes were associated with two to three times higher *CDCA7α* expression than the reference allele Col-0, as well as elevated mCG levels (Fig. 5b).

**Fig. 5:**
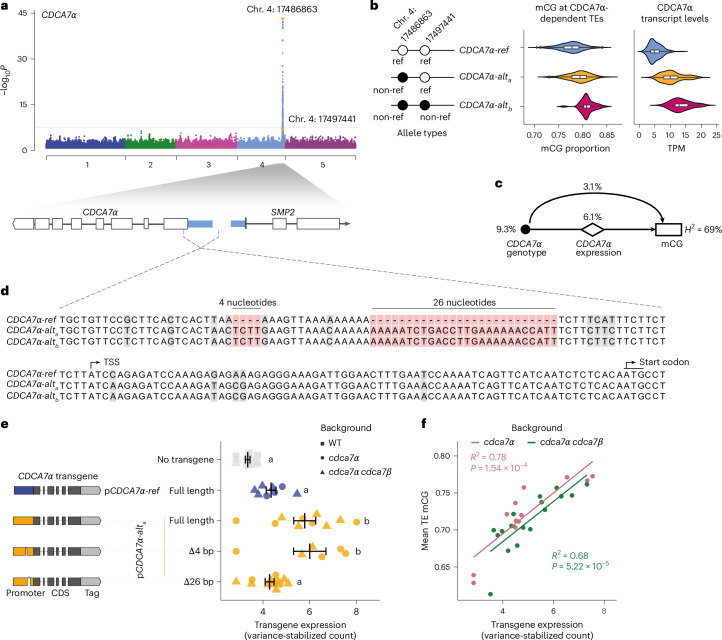
*Cis* polymorphism regulates CDCA7α promoter activity and shapes mCG variation. **a**, GWAS for *CDCA7*α expression. SNPs identified in GWAS for mCG are highlighted with orange arrow heads. GWAS was conducted using a linear mixed model with correction of population structure. The horizontal line indicates the Bonferroni-corrected significance threshold (*P* = 0.05). **b**, The allelic effects of *CDCA7*α on mCG and CDCA7α transcript levels. The violin plots and box plots show the mean mCG levels of CDCA7α-targeted TEs (*n* = 774 lines) and *CDCA7*α expression for each genotype (*n* = 461 lines) in transcripts per million (TPM). The box plots show the median (centre line), the IQR (25th–75th percentiles; box limits), the minimum and maximum values within 1.5× IQR (whiskers) and outliers (points beyond the whiskers). **c**, A mediation model showing the genetic effect of *CDCA7*α alleles on mCG through *CDCA7α* expression. The black dot, diamond and rectangle indicate genotype, gene expression and mCG phenotype, respectively. The arrows show the regulation. *H*^2^, SNP-based heritability. **d**, Sequence alignment around *CDCA7α*’s transcription start site (TSS) in three haplotypes. **e**, Effect of *CDCA7α* promoters on transgene expression, measured via mRNA-seq in complemented *cdca7α* *cdca7β-3* and *cdca7α-2* mutants. Transgenic constructs are shown to the left (to scale, except deletions). Each data point is an individual primary transformant with mean values ± standard error shown in black. Groups not sharing the same letter are significantly different (one-way analysis of variance with two-sided Tukey’s HSD post-hoc test, *P* < 0.05). The sample sizes (*n*) for the groups from top to bottom are 12, 8, 10, 6 and 12. **f**, Correlation of transgene expression with mean TE mCG. Squared Pearson correlation coefficients and *P* values (two-sided permutation test) are shown. Source data

To test for a causal link between DNA methylation and *CDCA7α* expression, we performed a mediation analysis^71^. This showed that 65.6% of the *CDCA7α* genetic effect was mediated by *CDCA7α* expression, suggesting that overexpression of *CDCA7α* in the *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ haplotypes contributes to the divergence of mCG levels (Fig. 5c). *CDCA7α* expression did not vary more than that of *DDM1* (the coefficients of variation were 55.6% and 67.8%, respectively), but *CDCA7α* expression had the most significant correlation with mCG levels at CMT2-targeted TEs (Spearman’s *ρ* = 0.34, *P* = 9.3 × 10^−13^), whereas DDM1 did not show a significant correlation (*ρ* = 0.07, *P* = 0.19), indicating that the dosage of *CDCA7α*, but not *DDM1* transcripts, regulates mCG. Alignments of the *CDCA7α* promoter region using fully assembled genomes revealed that the region is unusually polymorphic. Two indels, in complete linkage disequilibrium with those SNPs, distinguished *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ from the reference-type haplotype (*CDCA7α-ref*) (Fig. 5d). This suggests that different haplotypes in the *CDCA7α* promoter region change *CDCA7α* expression, resulting in diverse mCG levels in wild populations of *A. thaliana*.

To test the regulatory effect of the *CDCA7α* haplotypes on *CDCA7* expression, we cloned the *CDCA7α-alt*_*a*_ promoter and fused it to the *CDCA7α-ref* coding sequence to complement *cdca7α* and *cdca7α* *cdca7β-3* mutants (Supplementary Fig. 5a). We also generated constructs where the indels present in *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ were deleted. In primary transformants, transgene expression was higher with the *CDCA7α-alt*_*a*_ promoter, and this effect depended on the presence of a 26-bp indel but not a 4-bp indel (Fig. 5e). 

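Transgene expression in the primary transformants of both backgrounds was 1.77 ± 0.35 with the reference promoter (mean log2 CPM ± SE, n = 8 plants), 3.74 ± 0.64 with the CDCA7α-alta promoter (n = 10). It was 3.98 ± 0.98 with CDCA7α-alta without the 4-bp indel (n = 6) and 1.69 ± 0.32 without the 26-bp indel (n = 12). The 12 plants without a transgene (WT, cdca7α-2 and cdca7α cdca7β-3) were at 0.027 ± 0.15. The median was 2.72 RPM with the reference promoter, 14.9 with CDCA7α-alta, 21.9 without the 4-bp indel, 3.56 without the 26-bp indel and 0.321 without a transgene. The CDCA7α-alta promoter exceeded the reference by 1.97 (two-sided exact permutation test, p = 0.0238, adjusted p = 0.0341 after Benjamini-Hochberg adjustment over the 10 pairs). Removing the 26-bp indel lowered expression by −2.05 relative to CDCA7α-alta (two-sided permutation test, p = 0.00654, adjusted p = 0.0131 after Benjamini-Hochberg adjustment), and by −2.28 relative to the promoter without the 4-bp indel (exact permutation test, p = 0.0134, adjusted p = 0.0224 after Benjamini-Hochberg adjustment). Without the 4-bp indel, expression differed from CDCA7α-alta by 0.24 (exact permutation test, p = 0.834, adjusted p = 0.878 after Benjamini-Hochberg adjustment) and from the reference by 2.21 (p = 0.0383, adjusted p = 0.0479). All 4 constructs were above the plants without a transgene, by 1.67 to 3.95 (permutation tests, exact where a group had fewer than 10 plants, adjusted p from 3.00e-04 to 0.00175 after Benjamini-Hochberg adjustment).
Within cdca7α cdca7β-3, the difference between CDCA7α-alta and the reference was 2.69 (exact permutation test, adjusted p = 0.0303 after Benjamini-Hochberg adjustment), and within cdca7α-2 it was 1.13 (adjusted p = 0.647), the value farthest from that of the pooled plants. The cdca7α-2 plants with CDCA7α-alta had from 0 to 147 transgene reads. Without plant 2 of this group, the difference in the pooled plants rose to 2.46. In cdca7α-2, none of the 4 differences between promoters that passed 0.05 in the pooled plants did so, with adjusted p between 0.349 and 0.647 (exact permutation tests with Benjamini-Hochberg adjustment). The excess of CDCA7α-alta over the reference was no longer past 0.05 in 7 of the 18 comparisons that each left out 1 plant, with adjusted p of up to 0.0668 (exact permutation tests with Benjamini-Hochberg adjustment, without plant 1 of the reference promoter in cdca7α cdca7β-3). For the promoter without the 4-bp indel against the reference, this was so in 12 of 14, with a value of 3.13 without plant 3 in cdca7α-2, which had 0 transgene reads. From the higher expression with CDCA7α-alta and its loss with the 26-bp but not with the 4-bp indel, the paper concludes that the 26-bp indel in the promoter regulates CDCA7α expression.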

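Among the 17 transformants in cdca7α-2 with the 4 promoters, transgene expression and the TE score had a Pearson's r of −0.82 (permutation test, p = 1e-04, adjusted p = 8.00e-04 after Benjamini-Hochberg adjustment over 8 relations) and a Spearman's rho of −0.74 (p = 0.00111, adjusted p = 0.00296). Without the 2 plants farthest from the median of transgene expression, r was −0.76 (permutation test, p = 0.001) and rho −0.67 (p = 0.00828). Among the 19 transformants in cdca7α cdca7β-3, r was −0.55 (permutation test, p = 7.50e-04, adjusted p = 0.00296 after Benjamini-Hochberg adjustment) and rho −0.52 (p = 0.0225, adjusted p = 0.0381). Without the 2 farthest plants, r was −0.50 (permutation test, p = 0.0197) and rho −0.44 (p = 0.0816). With log2(RPM + 1) as the measure of transgene expression, rho in cdca7α cdca7β-3 was −0.45 (permutation test, p = 0.0558), so this call was lost as well, whereas p was 0.0329 with DESeq2's variance-stabilizing transformation and 0.0210 with the TEs of the first libraries. Part of the relation in this background rests on plant 4 of the promoter without the 26-bp indel, which had 0 transgene reads and a TE score of 3.58. With this plant left out, r was −0.48 (n = 18, permutation test, p = 0.0258) and rho −0.44 (p = 0.0670), and r was −0.34 (p = 0.189) once the 2 farthest plants were also left out. Within the 7 plants of that promoter in cdca7α cdca7β-3, the only promoter with at least 6 plants in 1 background, r was −0.87 (exact permutation test, p = 0.00159) and rho −0.96 (p = 0.00278), and without the 2 farthest plants r was −0.78 (exact permutation test, p = 0.15).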

Importantly, *CDCA7α* expression was positively correlated with mCG levels at TEs (Fig. 5f) and inversely correlated with TE expression (Extended Data Fig. 9a), regardless of the mutant background. These findings demonstrate that the 26-bp indel in the *CDCA7α* promoter regulates its expression, which in turn controls DNA methylation levels in natural *A. thaliana* populations. The fact that higher expression of *CDCA7α* led to increased mCG levels further implies that in nature, *CDCA7α* is a limiting factor in promoting mCG and TE repression.

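The promoter without the 26-bp indel and the reference promoter differed in transgene expression by −0.077 on the log2 scale over both backgrounds (n = 12 and 8, two-sided exact permutation test, p = 0.878, adjusted p = 0.878 after Benjamini-Hochberg adjustment over 10 pairs). The difference was −0.016 in cdca7α cdca7β-3 and −0.21 in cdca7α-2, and it lay between −0.26 and 0.17 when single plants were left out, above 0 in 5 of 20 such comparisons and highest without plant 3 of the reference promoter in cdca7α cdca7β-3. In cdca7α-2 the TE score was 0.22 ± 0.070 (SD, n = 5) without the 26-bp indel and 0.12 ± 0.079 (SD, n = 3) with the reference promoter. In cdca7α cdca7β-3 it was 0.83 ± 1.25 (SD, n = 7) without the 26-bp indel, with 6 of the 7 plants below every untransformed plant of this background (difference −2.76, exact permutation test, p = 0.00909, adjusted p = 0.0182 after Benjamini-Hochberg adjustment over 10 tests). The seventh, plant 4, had no transgene reads. The difference in TE score between these promoters was not tested.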

The construct without the 26-bp indel, despite producing *CDCA7α* transcript levels similar to those of the reference promoter (Fig. 5e), was associated with reduced mCG (Extended Data Fig. 9b), suggesting that steady-state *CDCA7α* transcript levels are not sufficient to predict mCG levels. There are six reported *CDCA7α* transcript isoforms^72^. Under our experimental conditions, we detected three: *CDCA7α.2*, *CDCA7α.3* and *CDCA7α.5* (Extended Data Fig. 9c), and their relative abundance varied across conditions (Supplementary Fig. 8). *CDCA7α.2*, the most abundant isoform (Extended Data Fig. 9c), encodes the canonical CDCA7α protein, while *CDCA7α.3* has no annotated protein product and *CDCA7α.5* produces a protein lacking the DDM1-interacting domain (Extended Data Fig. 9d). We found that both *CDCA7α.2* and *CDCA7α.3* were overexpressed in lines with the *CDCA7α-alt*_*a*_ promoter, and this overexpression required the 26-bp indel (Extended Data Fig. 9e), consistent with our quantification of all isoforms (Fig. 5e). However, deleting the 26-bp indel had no strong effect on the *CDCA7α.5* isoform relative to the intact *CDCA7α-alt*_*a*_ promoter (Extended Data Fig. 9e), indicating that this indel regulates isoform usage. *CDCA7α.5*, which lacks the DDM1-interacting domain but retains an intact zinc-finger, could compete with the canonical CDCA7α for binding to target loci, thereby antagonizing DDM1 activity. We hypothesize that an increased relative abundance of *CDCA7α.5* would contribute to the observed mCG reduction in transgenic lines with the *CDCA7α-alt*_*a*_ promoter lacking the 26-bp indel (Extended Data Fig. 9b).

In conclusion, the three *CDCA7α* haplotypes influence DNA methylation and TE repression through different mechanisms. The *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ haplotypes, with their unique promoter sequence, drive higher *CDCA7α* expression and corresponding mCG levels than the reference haplotype. Moreover, the 26-bp indel plays a critical role not only in regulating *CDCA7α* expression but also in controlling the balance of transcript isoforms, which has downstream effects on mCG levels. While no genetic difference between the *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ haplotypes was observed in the tested promoter region (Fig. 5d), there could be additional structural variants explaining their variation in expression (Fig. 5b).

### The *CDCA7α-ref* allele is derived and predominantly occurs in Europe

We investigated the history of the *CDCA7α* promoter region to gain insight into the evolution of the epigenome in *A. thaliana*. To understand which form of the *CDCA7α* promoter is ancestral, we compared the *CDCA7α* haplotypes with closely related species, including *A. lyrata*, *A. halleri* and *Capsella rubella*. These species clearly exhibited higher similarity to the *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ haplotypes than to *CDCA7α-ref* (Fig. 6a). The predicted haplotype network supported the conclusion that the *CDCA7α-alt*_*a*_ haplotype, causing higher mCG levels, is ancestral, while *CDCA7α-ref* is derived, and the promoter indels reflect deletions (Fig. 6b). Compared with *CDCA7α-alt*_*a*_, *CDCA7α-ref* has a 12.3% shorter promoter region (Fig. 6c). *CDCA7α-alt*_*b*_, which drives the highest mCG levels, accumulated specific SNPs not shared with related species, and the haplotype network showed that *CDCA7α-alt*_*b*_ was derived from *CDCA7α-alt*_*a*_ (Fig. 6b). The regulation of *CDCA7α* expression has thus undergone multiple changes, resulting in variation in mCG levels at TEs in heterochromatic regions.

**Fig. 6:**
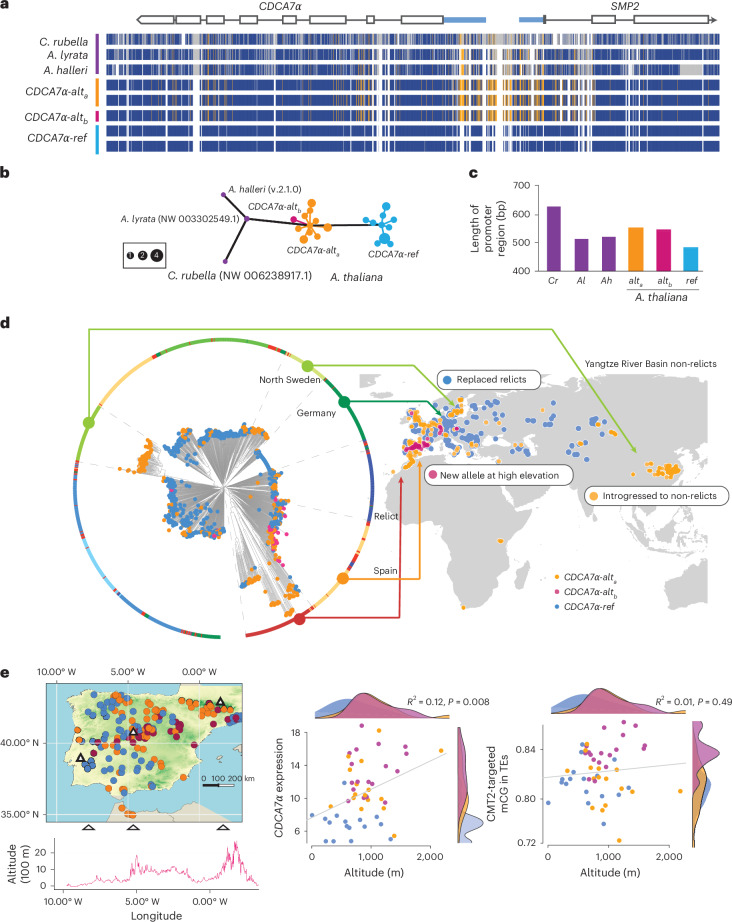
The evolutionary history of *CDCA7α* haplotypes. **a**, Alignment of *CDCA7α* regions in *A. thaliana* and sister species. Blue, orange and grey regions represent the reference, alternative and non-*A. thaliana* alleles, respectively. **b**, Haplotype network of a 4-kb region covering the *CDCA7α* and *SMP2* coding region. **c**, Variation in *CDCA7α* promoter length. **d**, Population structures of 1,323 natural lines with *CDCA7α* alleles and their geographic distribution. The phylogenetic tree is a neighbour-joining tree^75^ with populations (outer circle) and the genotypes of *CDCA7α* haplotypes (at the tips). The map shows an overview of allele distributions. **e**, Altitudinal cline of alleles and mCG variation. The local map of the Iberian Peninsula indicates the altitudes of summits with triangles, and scatter plots show associations between altitude and *CDCA7α* expression (left) and mCG in CMT2-targeted TEs (right), with the allele distributions as density plots. For scatter plots, all data were fitted to a linear regression model, and *P* values were calculated using a two-sided *F*-test. Source data

The *CDCA7α-alt*_*a*_ haplotype was predominantly found in three regions: (1) northern Sweden, (2) the Iberian Peninsula and (3) eastern Asia, specifically the Yangtze River Basin population, which is the most southeastern edge of native *A. thaliana* habitats (Fig. 6d). Consistent with *CDCA7α-alt*_*a*_ being ancestral, its distribution overlaps with the ancestral-type populations named ‘relict’ observed in northern Sweden and the Iberian Peninsula^73,74^. Relicts have genomes that diverged from those of the current worldwide population, referred to as ‘non-relicts’, and are considered to have been dominant in post-glacial Eurasia^73,74^. Non-relicts comprising over 95% of current populations are probably modern populations that replaced the relicts as they spread to central and western Europe through human activity. Most of the lines carrying *CDCA7α-ref* were non-relicts (Fig. 6d). Although the Yangtze River Basin population is non-relict, expected to have diverged about 60,000 years ago^75^, *CDCA7α-alt*_*a*_ was fixed in this relatively new population (Fig. 6d). This is in agreement with studies suggesting that genomic introgression occurred from local relicts to the Yangtze River Basin population^75^, and the *CDCA7α* region appears to have been introgressed, as shown in our phylogenetic tree (Fig. 6d). Additionally, a prior selection scan using the composite likelihood ratio in Zou et al.^76^ indicated a signature of positive selection over a 15-kb region that includes *CDCA7α*, suggesting that this allele may be involved in local adaptation.

Unlike *CDCA7α-alt*_*a*_, *CDCA7α-alt*_*b*_ was predominantly found in the Spanish population, particularly in the central mountain region of the Iberian Peninsula (Fig. 6d,e). This mountainous area stretches from east to west, exhibiting diverse climates due to its wide range of altitudes, up to 3,000 m above sea level^77^. While *CDCA7α-alt*_*b*_ appears to have been derived from *CDCA7α-alt*_*a*_, non-relict Spanish populations carry *CDCA7α-alt*_*b*_ (Fig. 6d), suggesting that *CDCA7α-alt*_*b*_ probably emerged after *CDCA7α-alt*_*a*_ was introgressed into non-relicts. Across the Spanish population in the Iberian Peninsula, both *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ were distributed at higher altitudes than *CDCA7α-ref*, resulting in an altitudinal cline of mCG levels on TEs (Fig. 6e).

If *CDCA7α* is directly involved in expansion to new environments, *CDCA7α*-mediated epigenetic changes must impact life-history traits that provide adaptive features. For example, flowering time and seed size are influenced by DNA methylation^78–80^ and contribute to reproductive success in challenging environments^81,82^. While *cdca7α* *cdca7β* mutants did not affect flowering time under laboratory conditions (Supplementary Fig. 9), a maternal effect was observed in seed size (Extended Data Fig. 10a,b). This differed from *ddm1*, which showed the expected parent-of-origin effect^78,79,83^. Although the larger seed size resulting from maternal *cdca7α* *cdca7β* in the F_1_ population did not follow the same direction as the increased seed size in lines carrying *CDCA7α-alt*_*a*_ or *CDCA7α-alt*_*b*_, this difference may be explained by interactions with the genetic background. Further studies will help elucidate the underlying molecular mechanisms. There were no a priori genes involved in seed size regulation within three kilobases of TEs targeted by *CDCA7α*, suggesting that mechanisms other than gene regulation lead to larger seed size, possibly as a consequence of genome-wide loss of mCG. Consistent with the mutant phenotype, seed size variation in the Spanish mountain population showed a clear altitudinal cline and was positively associated with the distribution of *CDCA7α* alleles along altitude (Extended Data Fig. 10a,b). While seed size is a complex trait controlled by multiple loci^81,84^, our results suggest mCG changes through *CDCA7α* alleles potentially contribute to it and may play a role in colonizing new environments.

## Discussion

The establishment and maintenance of the epigenome—particularly mCG, a DNA modification that is transgenerationally inherited—has been much debated^12,85,86^. Our study reveals molecular mechanisms that explain the epigenome variation observed in nature. We identified *CDCA7α* as a new *trans* regulator of mCG in plants and showed that its expression variation has strongly shaped the epigenome of natural populations of *A. thaliana*. The ancestral *CDCA7α* promoter allele, present in relict populations, drives higher *CDCA7α* expression than the derived alleles found in non-relict populations across western and central Europe, including the reference strain Col-0. Worldwide, these changes result in lower mCG levels and reduced TE repression in current populations compared with the ancestral form.

In addition to natural variation in *CDCA7α*, the retention of two *CDCA7* copies following whole-genome duplication (Extended Data Fig. 2) may have influenced mCG dynamics. In jawed vertebrates, *CDCA7* is also duplicated^44^, and the absence of one *CDCA7* paralogue in mice had no effect on TE silencing^87^, suggesting that *CDCA7* paralogues could have redundant functions in animals. In *A. thaliana*, *CDCA7α* has a stronger impact on mCG than *CDCA7β* (Fig. 2). This difference is probably not due to the divergence in their C-terminal domains, as this region was found to be dispensable for TE silencing (Fig. 4a,b). Instead, the stronger impact of *CDCA7α* probably results from its higher expression levels (Supplementary Fig. 2). The redundant roles of *CDCA7α* and *CDCA7β* indicate that *CDCA7* duplication may have increased CDCA7 protein dosage or enhanced robustness against genetic and environmental challenges^88^.

We provide evidence that a *trans* regulator, *CDCA7α*, causes changes in DNA methylation that, in turn, have the capacity to influence natural populations. Changes in the expression level of this limiting factor perturbed mCG levels on TEs and potentially affected seed size, an adaptive trait. DNA methylation could influence the adaptive capacity of the seed via its regulation of seed size^83,89^. Seed size in *A. thaliana* is primarily controlled by an interplay between the outer cell layers that protect the seed and the endosperm that protects and nourishes the embryo^90^. In the endosperm, many genes are expressed preferentially from a single parental allele^91,92^. This imprinted expression pattern results in part from the loss of DNA methylation in the endosperm progenitor cell. Imprinted genes that remain methylated in vegetative tissues but are expressed predominantly from the maternal allele in endosperm typically restrict endosperm growth and, consequently, limit seed size. Such genes are under selection^93–95^ and could relay the impact of DNA methylation on dormancy^96,97^. By influencing the trade-off between producing a few large seeds with higher seedling survival and producing many small, widely dispersed seeds^98^, imprinting helps determine the balance between fecundity and seed quality^91,92^.

Our results support the hypothesis that evolutionary changes in the dosage of epigenetic regulators have caused global changes in epigenetic profiles^86^ (Fig. 5). To date, we have identified several other *trans* regulators controlling mCH, including *CMT2*, *CMT3*, *MIRNA823* (which targets *CMT3* transcripts), *JMJ26* and RNA polymerase V^23,25,26,99^. To this list, we now add *CDCA7α* and *DDM1*, affecting mCG, which is directly inherited. As combinations of epigenetic mutants often exhibit epistasis^100–102^, these allelic interactions—spanning multiple pathways and all DNA methylation contexts—considerably elevate epigenetic diversity and have the potential to modify gene regulatory networks and TE silencing. Such genetically inherited epigenetic variation can become a target of natural selection^86^. Our study provides insights into epigenome variation historically observed in nature at the molecular level. Further studies, including analysis of genetic and epigenetic architecture in other species, will enhance our understanding of the complex ecological significance of the epigenome in the tree of life.

How does CDCA7 promote mCG? Studies in *Xenopus* egg extracts and mouse embryonic stem cells showed that CDCA7 recruits HELLS (the DDM1 orthologue) to chromatin and activates its nucleosome remodelling activity^31,42,43,103^. Moreover, the zinc-finger of animal CDCA7 and *A. thaliana* CDCA7α bind hemi-methylated CG dinucleotides, which are formed during DNA replication^31,43,63^. Therefore, CDCA7 probably functions by recruiting DDM1/HELLS to hemi-methylated mCG sites^31^, and DDM1/HELLS would then remodel nucleosomes to provide methyltransferases with access to DNA^37,54^ on TEs and gene bodies (Fig. 7). This model is compatible with our observations: CDCA7α/β are required for mCG maintenance (Fig. 2), and they act in the DDM1 genetic pathway (Fig. 3), bind the DDM1 protein (Fig. 4) and maintain mCG at nucleosome-bound DNA (Fig. 3e). Together, this implies that this CDCA7 function is conserved in plants and metazoans.

**Fig. 7:**
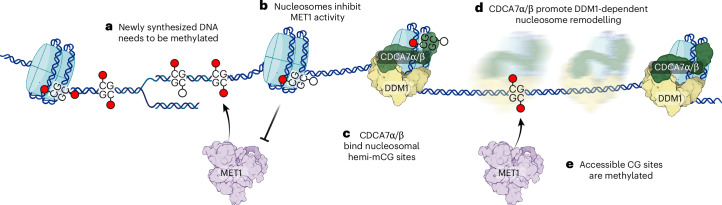
Proposed model of mCG maintenance by CDCA7α/β. **a**–**e**, DNA synthesis incorporates unmethylated cytosines (**a**), which are later methylated by DNA methyltransferases. Nucleosomes are rapidly re-assembled behind the replication fork, inhibiting the activity of the CG methyltransferase MET1 (**b**), while linker DNA is accessible to MET1 activity. The CDCA7α/β zinc-finger domain preferentially binds hemi-methylated CG sites bound to nucleosomes (**c**), facilitating DDM1 recruitment and/or activity. The CDCA7α/β–DDM1 complex remodels the nucleosome (**d**), leaving hemi-methylated sites accessible for methylation by MET1 (**e**). Figure created with BioRender.com.

CDCA7α/β act as facultative activators of DDM1, since they operate through DDM1, but their absence had a weaker impact on mCG than DDM1 loss (Fig. 2). This suggests that DDM1 may function on its own or with factors other than CDCA7α/β. DDM1 alone can remodel nucleosomes in vitro^32,33,104^. In contrast, HELLS requires CDCA7 for in vitro activity^42,105^, and animals have limited amounts of mCH^106^. Together with our observations that CDCA7α/β is specialized in mCG maintenance through DDM1 (Fig. 3), this suggests that CDCA7α/β would promote DDM1 remodelling only for mCG maintenance, implying that DDM1 maintains mCG and mCH through distinct mechanisms. DDM1’s intrinsic remodelling activity may have evolved specifically in plants to maintain mCH independently of CDCA7α/β.

Beyond mCG maintenance, DDM1/HELLS regulates histone variant exchange in plants and animals^32,48,51,107,108^, but the contribution of CDCA7 to this function had not been investigated. Our results indicate that CDCA7α/β are predominantly involved in mCG regulation, with minimal impact on other DDM1 functions (Figs. 2 and 3). This specificity aligns with the fact that *CDCA7* has been lost in most eukaryotes lacking DNA methylation, while *DDM1/HELLS* has been retained^44^. Accordingly, the absence of one CDCA7 paralogue affects mCG but not trimethylated H3 K9 in mice^87^. The comparatively mild reduction of heterochromatic marks other than mCG in *cdca7α* *cdca7β* suggests these are indirect effects, stemming from a primary and more stringent requirement for CDCA7 in DDM1-mediated mCG. This raises the question: how do CDCA7α/β selectively contribute to a single DDM1 function, given that DDM1-dependent heterochromatin marks generally co-occur in the genome? We propose a model where, after DNA synthesis, histone variant incorporation by DDM1 occurs first and in a CDCA7α/β-independent manner. Subsequently, CDCA7α/β recruit DDM1 to hemi-mCG sites to stimulate nucleosome remodelling and facilitate mCG deposition (Fig. 7). This model is consistent with the kinetics of nucleosome assembly being about one order of magnitude faster than mCG deposition after DNA replication^109,110^ and is further supported by observations that CDCA7 preferentially binds hemi-mCG sites located in nucleosomal rather than linker DNA^31^. Mechanistically, the contact of CDCA7α/β with DDM1’s H2A.W-binding module (Fig. 4) may outcompete H2A.W and promote DDM1’s function in nucleosome remodelling at the expense of histone variant incorporation, possibly through conformational changes. Further studies will be essential to pinpoint the specific timing and coordination of CDCA7 in DDM1/HELLS functions. A recent study independently reported a similar, predominant role for CDCA7α/β in regulating mCG, corroborating our conclusions^111^.

## Methods

Additional information is available in the Supplementary Methods.

### Plant material

Seeds sown on soil were stratified at 4 °C for two days in the dark and grown at 21 °C under long-day conditions (16 h light and 8 h dark) in a climatic chamber.

#### Mutants from stock centres and previous studies

The *cdca7α-1* (SALK_100123C), *cdca7α-2* (SALKseq_124190.3) and *ddm1-2* (ref. ^112^) mutant plants and control plants were in the Col-0 genetic background. To reset the effect of the transgenerational aggravation of the *ddm1-2* mutant phenotype^47^, we backcrossed a *ddm1-2* homozygous mutant six times to Col-0, keeping *ddm1-2* heterozygous throughout, and subsequently isolated homozygous *ddm1-2* mutants, which were considered first generation for this study.

#### CRISPR–Cas9 mutagenesis

CRISPR mutants were generated by transforming Col-0, *ddm1-2* second-generation mutants or *cdca7α-2* mutants. To mutate the *CDCA7α/β* genes, we used a CRISPR–Cas9 system based on an intronized *Cas9* gene controlled by the ubiquitous RPS5 promoter^113^. Guide RNAs controlled by a U6 promoter were cloned into pICH47751 or pICH47761, and binary plasmids were assembled using Golden Gate assembly with one or two guide RNAs, the intronized Cas9 gene, a linker for plasmid assembly and a seed coat fluorescent reporter using mVenus^114^ or a Basta resistance gene. Transgenic lines were generated with *Agrobacterium tumefaciens* GV3101 via floral dipping. T_1_ transformed seeds were selected using Basta resistance or seed coat fluorescence. Mutations were identified via PCR and Sanger sequencing. We isolated T_2_ seeds devoid of the transgene and selected mutations. We obtained stable homozygous mutant lines in T_2_ or T_3_ and used their progeny for this study. Details about the primers, guide RNAs and CRISPR mutations used in this study can be found in Supplementary Tables 2 and 3.

#### Complementation

*CDCA7α* and *CDCA7β* transgenes were cloned from genomic DNA to include endogenous regulatory sequences in promoters, 5′ untranslated regions (UTRs) and introns. The primers are listed in Supplementary Table 3. We used the Greengate cloning system^115^ to assemble constructs into a pGGSun backbone^116^. Promoters included 5′ UTRs and were cloned from the first base before the ATG start codon to 792 bp upstream for *CDCA7α* and 1,349 bp upstream for *CDCA7β*. The alternative *CDCA7α-alt*_*a*_ promoter was cloned from *A. thaliana* accession 6966 using the same primers as for the *CDCA7α-ref* promoter, resulting in an 831-bp fragment. Coding sequences contained all introns and exons, except the 3′ UTR and the start and stop codon, according to the tag position. Endogenous *CDCA7β* BsaI sites were removed via mutagenesis, introducing silent mutations (GTC to GTT and GGT to GGA). N-terminal tags had a start codon with 3xcMyc fused with mTurquoise2; C-terminal tags had mTurquoise2 fused with 3xcMyc and a stop codon. All constructs were cloned with the terminator of the UBQ10 gene (628 bp) and an mVenus seed coat reporter gene. Deletions and point mutations were introduced in constructs using in vivo cloning^117^. Transgenic lines were generated with *A. tumefaciens* GV3101 via floral dipping, and transformed seeds were selected using seed coat fluorescence^114^.

### Sample collection for epigenomics

Plants were grown following a randomized pot pattern. For methylomes and transcriptomes of *cdca7* and *ddm1* *cdca7* mutants (Figs. 2 and 3), we pooled rosette leaves from three 31-day-old plants (two rosette leaves each), ground the tissues in liquid nitrogen and split the ground tissues for DNA and RNA extraction. For ChIP–seq, we pooled at least five plants using five rosette leaves each, up to 1.5 g per sample. For methylomes and transcriptomes of complemented *cdca7* mutants (Figs. 4 and 5), we used 28-day-old plants: one rosette leaf (2–3 cm long) was flash-frozen first for RNA extraction, and then all remaining rosette leaves except cotyledons and leaves 1 and 2 were collected for DNA extraction. All generated libraries are listed in Supplementary Table 4, with the number of inbreeding generations for each mutant.

### Tagmentation-based whole genome bisulfite sequencing

#### Library construction and sequencing

Genomic DNA was extracted from rosette leaves with the DNeasy Plant Pro kit (Qiagen, reference no. 69206), following the manufacturer’s instructions, using one to five biological replicates per genotype (Supplementary Table 4). Illumina libraries of sodium-bisulfite-converted DNA were prepared with a tagmentation-based approach^118^ with modifications^119^. Briefly, we tagmented 50 ng of DNA with Tn5 (Molecular Biology Services, IMP). Tagmented DNA was purified with the Zymo DNA Clean and Concentrator kit (Zymo Research) instead of SPRI beads. After oligonucleotide replacement, gap repair and purification, we used the entirety of the eluted DNA for bisulfite conversion, which was performed with the EZ DNA Methylation-Gold Kit from Zymo (reference no. D5006). The rest of the protocol was performed as recommended^118^. Directional libraries were amplified with Nextera-compatible unique dual indices and sequenced on a NovaSeq 6000 instrument using an S4 flow cell to generate paired-end 150-bp reads with around 25 million reads per sample.

#### Tagmentation-based whole genome bisulfite sequencing analysis

Libraries for *cdca7α* *cdca7β* and *ddm1* mutants (Figs. 2 and 3) were randomly subsampled to 30 million reads to improve depth homogeneity, since there were up to twofold more reads in some samples. The data were analysed with the nfcore methylseq pipeline v.2.3.0 (https://nf-co.re/methylseq)^120^ with Nextflow (v.22.10.7). Cytosine positions covered by fewer than three reads (meth_cutoff, 3) were excluded. Tagmentation creates gaps in the double-stranded DNA, which are later filled by unmethylated cytosines during gap repair. These nucleotides were excluded from the analysis by trimming reads with the ‘clip’ and ‘ignore’ options, using M-bias plots to ensure the removal of unmethylated fragment ends. The parameters were as follows: meth_cutoff, 4; comprehensive; cytosine_report; clip_r1, 14; three_prime_clip_r1, 4; three_prime_clip_r2, 2; ignore_3prime_r2, 17. Note that the unmethylated cytosines are incorporated at the 5′ end of read 2, while the options mentioned above suggest we ignored the 3′ end of read 2 instead, but methylseq v.2.3.0 had an issue that made it clip the wrong end of read 2 (see https://github.com/nf-core/methylseq/issues/299). Using M-bias plots, we noticed a 5′ bias on read 1 that resembled the Tn5 sequence bias^121^, and we removed it by clipping 14 nucleotides at the 5′ end of read 1. We also excluded additional small methylation biases at the 3′ ends of read 1 and read 2.

To average biological replicates, we computed the mean methylation level for individual cytosine positions, including all replicates that met the minimum coverage threshold. Positions covered in only one replicate were retained to maximize data inclusion. To compute the average methylation values over annotation sets or 100-bp bins, we used the bigWigAverageOverBed script from UCSC tools (https://github.com/ucscGenomeBrowser/kent-core/tree/master). Only TEs covered in all samples from a common batch were retained. To analyse DNA methylation at TEs, we excluded TEs unmethylated in the WT, using a threshold of 5% methylation for mCG, 3% for mCHG and 2% for mCHH, after which the sample sizes were 18,052, 16,739 and 18,037, respectively. To calculate average values in bins (metaplots), annotations were scaled to an arbitrary size of 1,000 bp, and the methylation value was calculated across annotation length by 25-bp bins and up to 1,000 bp upstream and downstream. This was done with the computeMatrix scale-regions binSize 25 and plotProfile functions from deepTools v.3.3.1. For metaplots at TEs, elements below 200 bp were excluded to minimize scaling artefacts. Gene-body methylation analysis was restricted to protein-coding genes that had more than 10% mCG, less than 10% mCHG and 10% mCHH in the WT and were covered in all samples (*n* = 9,938). To analyse 5mC changes in 100-bp bins, we segmented the genome into non-overlapping 100-bp bins and counted the number of each methylation context per bin using a custom Python script. The average 5mC per bin was calculated with bigWigAverageOverBed, and only bins that were covered in all samples were retained for further analysis. To compute Spearman correlations, we kept bins that had at least 10% mCG, 6% mCHG and 5% mCHH in the WT. To analyse mCG at individual reads (single-molecule level), we excluded reads with four CG sites or less to minimize noise and reads with 0% mCG. The positions of well-positioned nucleosomes in the WT and *ddm1* were extracted from a previous study^54^. To isolate well-positioned nucleosomes at heterochromatic TEs, we reproduced the approach from Lyons and Zilberman^54^, in which TEs in the highest two H3K9me2 quintiles with mCG equal to or above 5% are considered heterochromatic. Metaplots were generated with deepTools computeMatrix reference-point binSize 10. Methylation load integrates methylation levels (the average methylation frequencies of individual cytosines over a TE) with cytosine context density: it is the sum of all individual methylation values in a genomic window, further divided by the size in kilobases, yielding the average number of fully methylated cytosines per kilobase.

### 3′-tag sequencing of mRNAs

#### Library construction and sequencing

Total RNA was extracted using the RNA isolation kit provided by the VBC core facilities. The kit uses a lysis step based on guanidine thiocyanate adapted from a previous study^122^ and carboxylate-modified Sera-Mag Speed beads and was applied using the KingFisher instrument (Thermo).

Libraries were prepared in 96-well plates using a custom protocol described previously^123^. The oligonucleotide d(T) primers used for reverse transcription contained 8-bp unique molecular identifiers (UMIs), 7-bp barcodes for multiplexing and a Truseq adapter. After reverse transcription, samples were pooled, and RNA–cDNA duplexes were tagmented with Tn5. Using primers matching the Truseq and Tn5 adapters, the 3′ ends of mRNA transcripts were subsequently amplified via PCR, while P5 and P7 sequences and plate-specific dual indices were added for Illumina sequencing.

We started from 80 ng of total RNA in 4 µl, adding 1 µl of 0.2 µM primers for reverse transcription. RNAs were denatured for 3 min at 72 °C and kept on ice. We mixed 1 µl of the SMARTScribe reverse transcriptase (Takara) in a final volume of 10 µl with 1× SMARTScribe buffer, 1.75 mM dNTPs, 2 mM DTT and 3 mM MnCl_2_ for 1 h at 42 °C followed by inactivation for 15 min at 70 °C. All samples were pooled together and purified using 1.2× volume of SPRI beads (Molecular Biology Services, IMP). After mixing and 2 min at room temperature, the beads were collected on a magnet, washed two times with 70% ethanol, dried and eluted in 60 µl of 10 mM Tris-HCl pH 8.0. To assemble transposomes, we mixed Tn5 (0.38 mg ml^−1^) with 18 µM of annealed adapters, 50% glycerol and 1× Tn5 loading buffer (6× buffer: 300 mM Hepes KOH pH 7.2, 600 mM NaCl, 0.5 mM EDTA, 6 mM DTT, 0.6% Triton-X-100) and incubated the mixture for 1 h at 37 °C. For tagmentation, 16 µl of pooled RNA–cDNA was mixed with 16 µl of transposome and 32 µl of 2× tagmentation buffer (20 mM Tris (hydroxymethyl)aminomethane, 10 mM MgCl_2_, adjusted to pH 7.6 and 20% (vol/vol) dimethylformamide). After 8 min at 55 °C, we added 16 µl of 0.2% SDS and incubated it for 5 min at room temperature. Nucleic acids were purified with 2× SPRI bead volume as indicated above with a 48-µl elution. For PCR, we pre-incubated the KAPA HiFi HotStart 2X ReadyMix at 95 °C for 90 s to activate the polymerase and amplified the libraries in a final volume of 100 µl using 1 µM primers and 46 µl of purified cDNA–RNA duplexes with the following program: 72 °C for 3 min; 95 °C for 30 s; 12 cycles of 95 °C for 20 s, 65 °C for 30 s and 72 °C for 30 s; and 72 °C for 5 min. The libraries were purified with 0.8× volume of SPRI beads as indicated above and eluted in 62 µl. After controlling for appropriate fragment size distribution on a 5200 Fragment Analyzer System (Agilent), the libraries were sequenced as paired-end 150-bp reads on a NovaSeq S4 (Figs. 2 and 3) or a NovaseqX 10B (Figs. 4 and 5) flow cell.

#### Transcriptome mapping, differential expression and analysis

Reads were demultiplexed, trimmed, collapsed to remove duplicates, mapped and quantified. The code and documentation are available at https://github.com/pierre-bourguet/3-tag-rna-seq, but we provide the most important details below. Read 1, which starts directly in the transcript at the site of Tn5 cutting, was used for mapping. Read 2, which contains the sample-specific index, the UMI, the polyA tail and eventually the 3′ end of the transcript, was used for demultiplexing and UMI extraction. Specifically, we used the first seven bases of read 2 to identify indices specific to each well in the plate, and the next eight bases to extract UMIs. For read 1, the 3′ end was trimmed for polyA and adapter contamination, and reads shorter than 50 bp were discarded. UMIs were prepended to read 1, and these chimeric reads were used to collapse duplicates into a single read with clumpify (bbmap v.38.26)^124^, with no mismatches allowed in the UMI and two mismatches allowed in the transcript sequence. Mapping was performed with STAR v.2.7.11a (ref. ^125^), and mapped reads were counted with Salmon v.1.10.1 in alignment mode^126^ in sense and antisense. We used the TAIR10 genome and AtRTD3 transcriptome ref. ^72^. Because the AtRTD3 GFF and fasta files were sometimes discordant, we regenerated a fasta file from a fixed GFF file using AGAT v.1.0.0 (ref. ^127^). We observed that the 3′ ends of transcripts were often located outside of TE gene annotations, probably because they do not include 3′ UTRs, but within TAIR10 TE annotations. For this reason, and to avoid overlapping annotations, we removed ‘transposable element gene’ annotations from AtRTD3 and added the 31,189 TE annotations from TAIR10 instead.

We used DESeq2 v.1.42.1 (ref. ^128^) for a quantitative analysis of read counts. For a given feature, counts in the sense or antisense orientation were considered as independent features, meaning that a feature can be misregulated both in sense and in antisense. We ran the DESeq2 model in single-strand mode, removing features that did not have at least ten reads in a minimum of three samples. Features were considered differentially expressed at a false discovery rate of 10% (adjusted *P* ≤ 0.1) and an absolute log_2_ fold change relative to the WT equal or greater than 1. To avoid confounding effects of overlapping annotations, we removed TEs misregulated in sense or antisense if they overlapped (1 bp or more) a protein-coding gene in the same or reverse orientation, respectively. We used DESeq2 to normalize counts with the median ratio method (library size normalization) and to apply a variance-stabilizing transformation, which is on a log scale.

To quantify transgene expression, the transgene sequence and annotations were added as an additional chromosome in the fasta and GTF files. The C-terminal *mTurq2*::*3xcMyc* tag allowed us to distinguish transgenic reads from endogenous *CDCA7α* reads. 

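A permutation within promoters, made on the log2 TMM-normalized CPM of the 36 transformants, gave a difference of 0.11 between cdca7α cdca7β-3 and cdca7α-2 (two-sided, p = 0.854). The difference between the backgrounds was −0.48 with the reference promoter, 1.08 with CDCA7α-alta, 0.079 without the 4-bp indel and −0.29 without the 26-bp indel. The spread of these 4 values (SD 0.62) was not larger than that of permuted plants (permutation test, p = 0.839). Each promoter had between 2 and 7 plants per background, which limits the interaction that could be seen.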

For Fig. 5e, a two-way analysis of variance showed a significant effect of the promoter haplotype (*P* = 5 × 10^−6^) on transgene expression levels, but no effect of the genetic background (*P* = 0.46) and no interaction (*P* = 0.48); therefore, we merged the data from the two different backgrounds.

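For TEs of both strands, antisense transcripts were examined from the deposited antisense RPM values of the authors, since antisense counts were not used here. The 623 TEs with an antisense RPM of at least 30 in at least 3 of the 39 libraries were tested with limma on log2(RPM + 3), a choice made after seeing the data. In ddm1 of the 2nd generation, 311 TEs were upregulated in antisense at an adjusted p of at most 0.1 (limma, Benjamini-Hochberg adjustment) and a log2 fold change of at least 1. Of these, 105 were also among the 750 upregulated in sense, which left 956 TEs upregulated on either strand and 1061 upregulated features. The double mutants had 63 upregulated antisense TEs in cdca7α cdca7β-1 and 30 in cdca7α cdca7β-2, of which 28 were shared. With both strands counted, the features upregulated were 253 in cdca7α cdca7β-1 and 226 in cdca7α cdca7β-2.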

To analyse *cdca7α* *cdca7β* and *ddm1* upregulated TEs (Fig. 3f–g, Extended Data Fig. 7 and Supplementary Fig. 4), we merged TEs upregulated in both sense and antisense (*n* = 115 out of 1,081 TEs upregulated in *ddm1*). The locations of centromeres were determined using cenH3 ChIP data^129^, by selecting the genomic window with the highest cenH3 enrichment for each chromosome (TAIR10 coordinates: chromosome 1, 15081947–15086107; chromosome 2, 3605658–3627529; chromosome 3, 13587594–13592597; chromosome 4, 3950478–3956032; chromosome 5, 11701785–11736471). Pericentromeric heterochromatin was previously defined on the basis of H3K9me2 signal^130^. To determine the TE families most divergent between cluster 1 and cluster 3, we first calculated the frequency of each TE family within each cluster as a percentage of total TEs in that cluster. We then applied a minimum threshold filter, retaining only families with ≥3% frequency in at least one cluster to focus on sufficiently abundant families for robust statistical comparison. For each qualifying TE family, we computed fold-change ratios between clusters 1 and 3 using the formula ratio = max(cluster_1%, cluster_3%)/max(min(cluster_1%, cluster_3%), 0.3), where a pseudocount of 0.3 was applied to prevent division by zero for families with 0% frequency in one cluster. Fisher’s exact test was performed comparing family frequency in one cluster versus other families in other clusters.

### Reverse transcription-quantitative PCR

We used 21-day-old and 27-day-old rosette leaves to perform the experiments shown in Extended Data Fig. 3g and Supplementary Fig. 5b, respectively. RNA extraction, transcript quantification and normalization were performed as previously reported^131^, except that reactions were run on a Roche LightCycler 96 system with the following program: 10 min at 45 °C, 2 min at 95 °C and 40 cycles of 5 s at 95 °C, 10 s at 60 °C and 5 s at 72 °C. The primers are listed in Supplementary Table 3.

### GWAS

GWAS were conducted using LIMIX^132^ v.3.0.4 with full genome SNPs from the 1001 Genomes Project (10,709,949 SNPs for mCG levels and 3,686,507 SNPs for gene expression) and the following linear mixed model:

1 $${\bf{Y}}=\alpha {\bf{L}}+\beta {\bf{X}}+g+e$$

2 $${\rm{v}}{\rm{a}}{\rm{r}}({\bf{Y}})={\sigma }_{g}^{2}K+{\sigma }_{e}^{2}I$$

where **Y** is the vector of a phenotype, and fixed terms **L** and **X** are *n* × 1 vectors corresponding to a cofactor and a genotype to be tested (SNP) with the parameters *α* and *β*, respectively. $$g\sim {\rm{N}}(0,{\sigma }_{g}^{2}K)$$ and $$e\sim {\rm{N}}(0,{\sigma }_{e}^{2}I)$$ are random terms, including the identity-by-state kinship *K* matrix representing the genetic relatedness^133,134^ and the residuals, where *I* is the identity matrix, respectively. *σ*_*g*_ and *σ*_*e*_ represent the parameters for genetic and environmental variance, respectively. The vectors **Y**, **L** and **X** were *z*-scored. Models without a cofactor take *α* = 0. SNPs with MAF ≥ 5% were used for association studies. Bonferroni correction was applied for multiple-testing correction after excluding all SNPs with MAF < 5%.

### Mediation analysis and heritability

The fraction of genetic effects on mCG variation mediated by *CDCA7α* expression was estimated using mediation analysis with a previously published program^71^. Two alleles, *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_, were fitted into one model together as a single genotype vector: *CDCA7α-ref*, 0; *CDCA7α-alt*_*a*_, 1; and *CDCA7α-alt*_*b*_, 2.

### Local genetic structure

#### Genome alignment of the *CDCA7α* region and haplotype network construction

Fully assembled genome sequences of 27 *A. thaliana* lines^135^, *A. lyrata* v.1.0, *A. halleri* v.2.1.0 and *Capsella rubella* v.1.0 (ref. ^136^) were used for the alignments of the diverged *CDCA7α* promoter region. The numbers of *A. thaliana CDCA7-ref*, *CDCA7α-alt*_*a*_ and *CDCA7α-alt*_*b*_ lines were 14, 9 and 1, respectively*. A. lyrata* and *C. rubella* genomes were downloaded from NCBI, and the *A. halleri* genome was downloaded from Phytozome (https://phytozome-next.jgi.doe.gov/). We extracted a 4-kb region covering the *CDCA7α* and *SMP2* coding sequences on the basis of homology (chromosome 4 positions 17484000–17488000 in the *A. thaliana* Col-0 genome, TAIR10) and made the alignment using CLC Sequence Viewer v.8 with a gap open cost of 10.0 and a gap extension cost of 1.0. After removing all gaps, the alignment was applied to haplotype network construction via minimum spanning network^137^ implemented in popart^138^.

The length of the intergenic region between *CDCA7α* and *SMP2* was estimated as the distance of 1 bp outside the start codons of *CDCA7α.1* and *SMP2.1* (chromosome 4 positions 17486198–17486678; 481 bp in Col-0).

#### Local genetic structure of *DDM1*

The local genetic structure around the DDM1 locus was analysed using principal component analysis according to a previous study^139^. Using the prcomp function in R, we analysed 475 SNPs from 1,135 lines in the 1001 Genomes Project^74^, covering the region from chromosome 5 position 26649000 to position 26658200. Clusters represented by PC1 and PC2 were selected as components indicating the major haplotypes.

### Population structure and geographic distribution

We used the population structure information as genetic groups for 1,135 lines from the 1001 Genomes dataset. The information for an additional 188 lines, including Tanzania and the Yangtze River populations, was extracted from a previous study^75^. The pairwise genetic distance matrix calculated in ref. ^75^ was used to construct the neighbour-joining tree.

Latitude and longitude coordinates for each line were collected from the previous studies^74,76^, and altitude information was estimated using the R package elevatr (https://github.com/USEPA/elevatr).

Local maps (northern Sweden, the Iberian Peninsula and the Yangtze River) and the elevation profile view were generated using QGIS v.3.38.2 (https://www.qgis.org/).

### Public data analysis

#### Molecular phenotypes in natural populations

DNA methylation data from the *Arabidopsis* accessions used in this study were previously described^23,26^. Briefly, bisulfite sequencing data for 774 lines in leaf tissue grown under ambient temperature were used for this analysis. Reads were mapped on each pseudogenome, using a Methylpy pipeline (https://github.com/yupenghe/methylpy). mCG levels were calculated as weighted methylation levels^140^ for individual TEs. We used TAIR10 annotation to define TE regions, and 6,378 TEs having mapped reads in the region in all lines were used for all analyses. CMT2 and RdDM-targeted TEs were defined on the basis of differential methylation level (>0.1) between the WT and *drm1* *drm2* or *cmt2* in Col-0 (ref. ^60^).

Expression data for 461 lines, collected in the 1001 Genomes Project under the same conditions as the DNA methylation data, were used in this study^23,70^. As described in ref. ^70^, raw RNA-seq data were aligned to the TAIR10 genome using STAR v.2.9.6 (ref. ^125^), and gene expression levels were quantified using featurecounts^141^.

#### Seed size phenotypes in natural populations

Seed size and altitude information in the Spanish local population were collected from ref. ^77^. After extracting lines sequenced in the 1001 Genomes Project, we analysed only the genetically Spanish group to exclude the global population structure.

#### *CDCA7α* and *CDCA7β* expression profiles

To analyse the transcript levels of *CDCA7α* and *CDCA7β* across tissues and developmental stages^142^, we kept only tissues from the original dataset^143^ and from ref. ^142^, to limit overrepresentation of embryonic samples, and filtered out senescent tissues.

To analyse *CDCA7α* transcript variants, we aligned Iso-Seq reads to the TAIR10 reference genome with minimap2 v.2.24 using splice-aware long-read parameters (ax splice; uf; secondary, no)^144^. The resulting SAM files were converted to coordinate-sorted BAM files and indexed with samtools v.1.18 (ref. ^145^).

#### Epigenomic datasets

We used previously published datasets for histone H1 ChIP–seq^146^, pericentromeric heterochromatin boundaries^130^, cenH3 ChIP–seq^129^, WT and *ddm1* MNase-seq data, and well-positioned nucleosomes^54^.

### Data processing, plots and statistical analysis

All analyses were performed using R statistical software^147^ (v.4.3.2; https://www.R-project.org/) with the following packages: tidyverse v.2.0.0, ggplot2 v.3.5.1, patchwork v.1.2.0, agricolae v.1.3-7, ggbeeswarm v.0.7.2, MASS v.7.3-60, FSA v.0.10.0 (https://patchwork.data-imaginist.com, https://cran.r-project.org/package=agricolae, https://cran.r-project.org/package=ggbeeswarm, https://cran.r-project.org/package=MASS and https://cran.r-project.org/package=FAS)^148–154^. Two-sided Tukey’s HSD tests were performed using one-way analysis of variance with the aov function, followed by the TukeyHSD function. Other tests were performed with the functions dunnTest from FSA, fisher.test and chisq.test. *P* values were adjusted with p.adjust. The ComplexHeatmap package^155^ was used for heat maps and *k*-mean clustering, using the consensus clustering from 1,000 repeats. Some of the code and description in this study were generated with the assistance of large-language models.

To quantify the effect size relative to *ddm1*, we normalized mutant levels by WT levels (using average 5mC or ChIP levels) for each TE, and this difference was divided by the *ddm1*–WT difference to obtain effect size relative to *ddm1*. Median effect sizes across all TEs were reported to minimize the influence of outliers caused by TEs with low mutant-to-WT differences.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1–9, Tables 1–3, Methods and references.

Reporting Summary

Supplementary Tables 4–6 Next-generation sequencing libraries generated in this study and genomes used for phylogenetic analysis.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Unprocessed western blots.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Unprocessed western blots.

Source Data Extended Data Fig. 10 Unprocessed gels.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

The data described in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE284119 (tagmentation-based whole genome bisulfite sequencing), GSE283989 (whole genome bisulfite sequencing), GSE283987 (ChIP–seq) and GSE284067 (3′-tag mRNA-seq). Newly generated materials are available upon request. Source data are provided with this paper.

# Supplementary material for: Major alleles of CDCA7 shape CG methylation in Arabidopsis thaliana
**Source:** Nat Plants. 2025 Nov 7;11(12):2511–30. doi: 10.1038/s41477-025-02148-w
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–9, Tables 1–3, Methods and references.

# Major alleles of *CDCA7* shape CG methylation in *Arabidopsis thaliana*

In the format provided by the  
authors and unedited

**This supplementary information file includes:**

- Supplementary Figure 1. Substitutions in the DDM1 alternative allele affect an aminoacid of unknown function.
- Supplementary Figure 2. CDCA7 expression in Arabidopsis tissues.
- Supplementary Figure 3. DNA methylation periodicity around well-positioned nucleosomes.
- Supplementary Figure 4. Characterization of TEs upregulated in *cdca7 $\alpha/\beta$*  and *ddm1*.
- Supplementary Figure 5. Complementation strategy of *cdca7 $\alpha/\beta$*  mutants.
- Supplementary Figure 6. Physical interaction between CDCA7 $\alpha$  and DDM1.
- Supplementary Figure 7. Protein sequences of CDCA7 $\alpha$  from *A. thaliana* haplotypes and other Brassicaceae.
- Supplementary Figure 8. CDCA7 $\alpha$  transcript variants detected by Iso-seq in different conditions.
- Supplementary Figure 9. Flowering time of *cdca7 $\alpha/\beta$*  null mutants.
  
- Supplementary Table 1. GWAS peaks
- Supplementary Table 2. Origin and description of CDCA7 mutants
- Supplementary Table 3. List of primers used in this study
  
- Supplementary Methods.
- Supplementary References.

**Other supplementary materials not included in this file:**

- Extended Data Figures 1 to 10
- Supplementary Tables 4 to 6

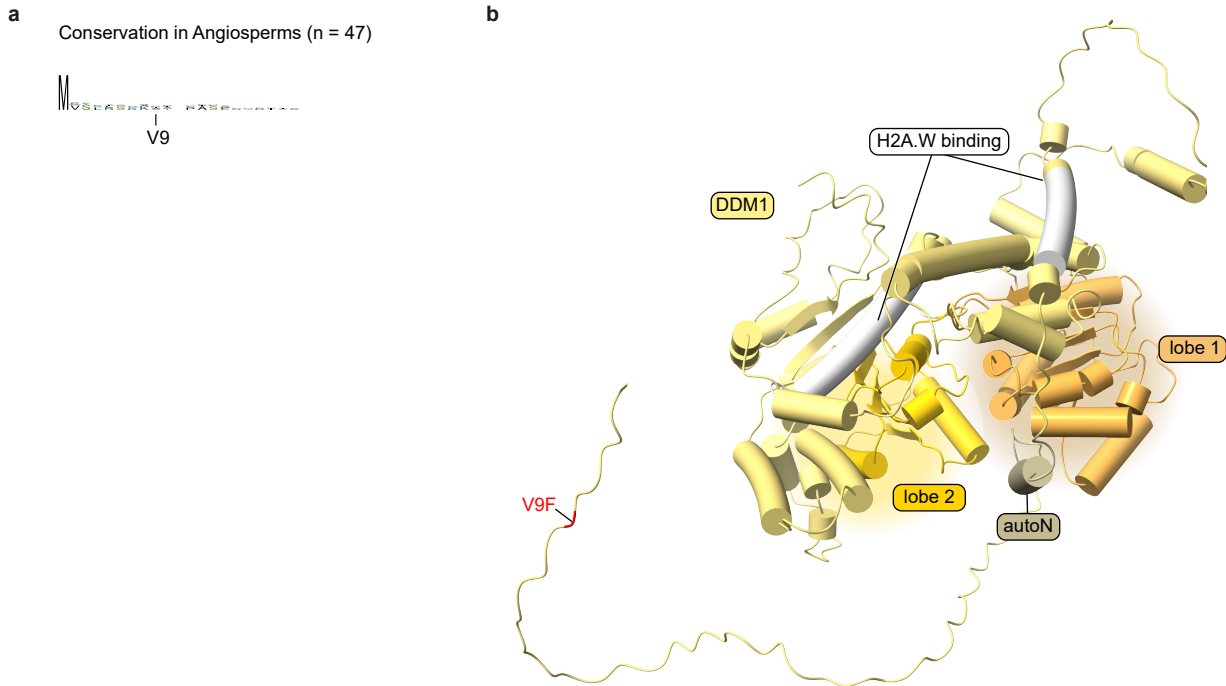

**Supplementary Figure 1. Substitutions in the DDM1 alternative allele affect an aminoacid of unknown function.**

**a**, DDM1 consensus sequence among Angiosperms (n = 47 species), showing the position of the amino acid substituted in the *DDM1* alternative allele. **b**, Predicted DDM1 structure, highlighting the amino acid substituted in the *DDM1* alternative allele (red) and the different DDM1 domains. The position of the autoinhibitory coiled coil domain (autoN) and H2A.W binding domains have been reported previously<sup>1,2</sup>.

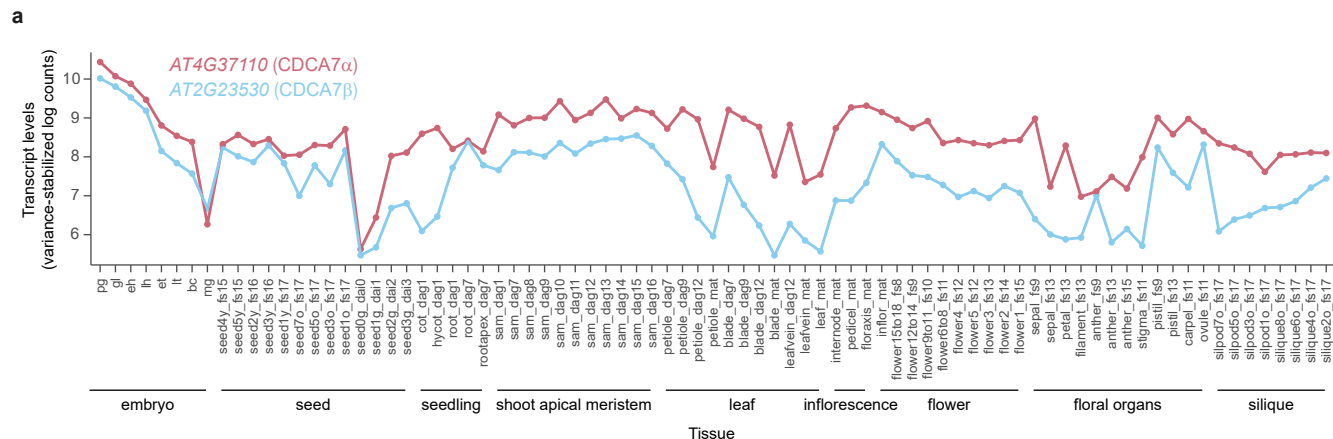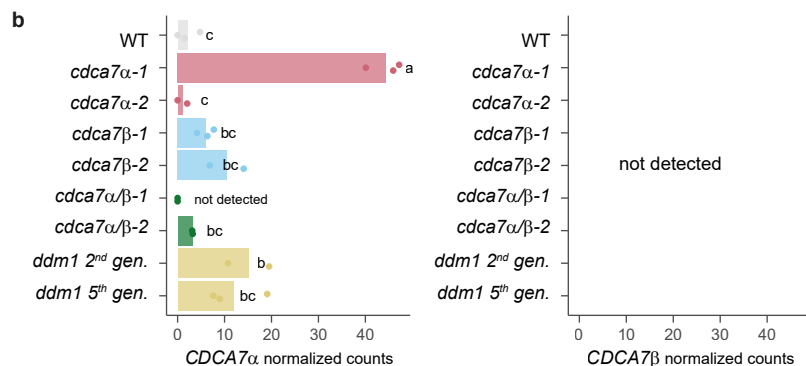

**Supplementary Figure 2. CDCA7 expression in Arabidopsis tissues.**

**a**, Transcript levels of *AT4G37110* and *AT2G23530* in transcriptome datasets from various developmental stages, shown as variance-stabilized log counts, from published data<sup>3</sup>. **b**, Transcript levels of *CDCA7 $\alpha$*  and *CDCA7 $\beta$* . Counts were normalized to library size with the median ratio method. Lower-case letters indicate significant differences as determined using two-sided Tukey's HSD test ( $P < 0.05$ ).

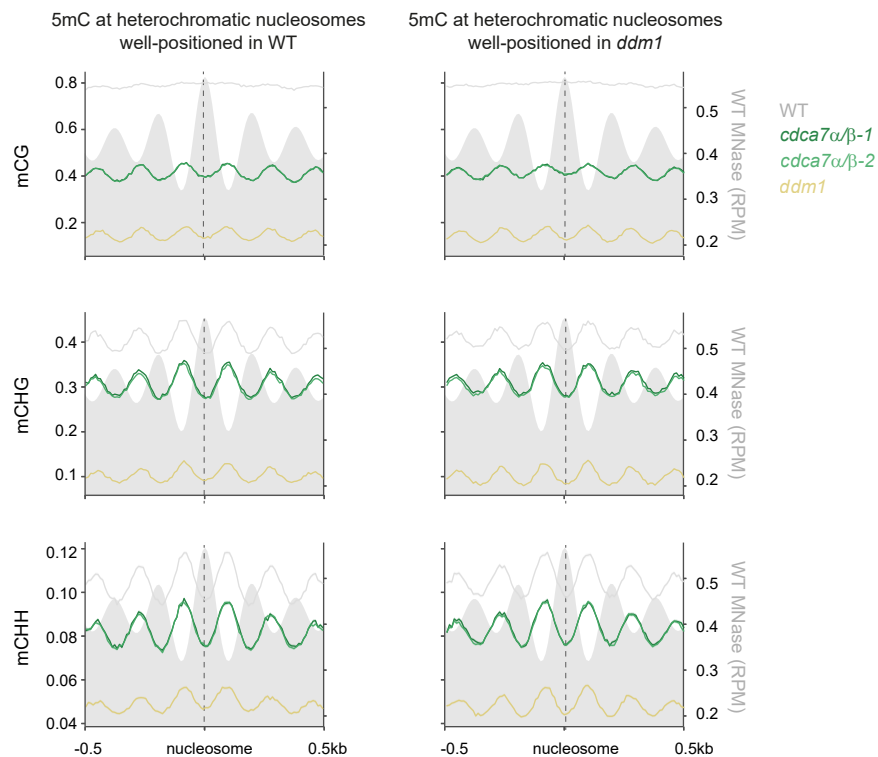

**Supplementary Figure 3. DNA methylation periodicity around well-positioned nucleosomes.**

Metaplots showing 5mC levels around well-positioned nucleosomes at heterochromatic TEs in WT (n = 22,515 nucleosomes) and *ddm1* (n = 21,844 nucleosomes). MNase-seq and nucleosome positions are publicly available<sup>4</sup>.

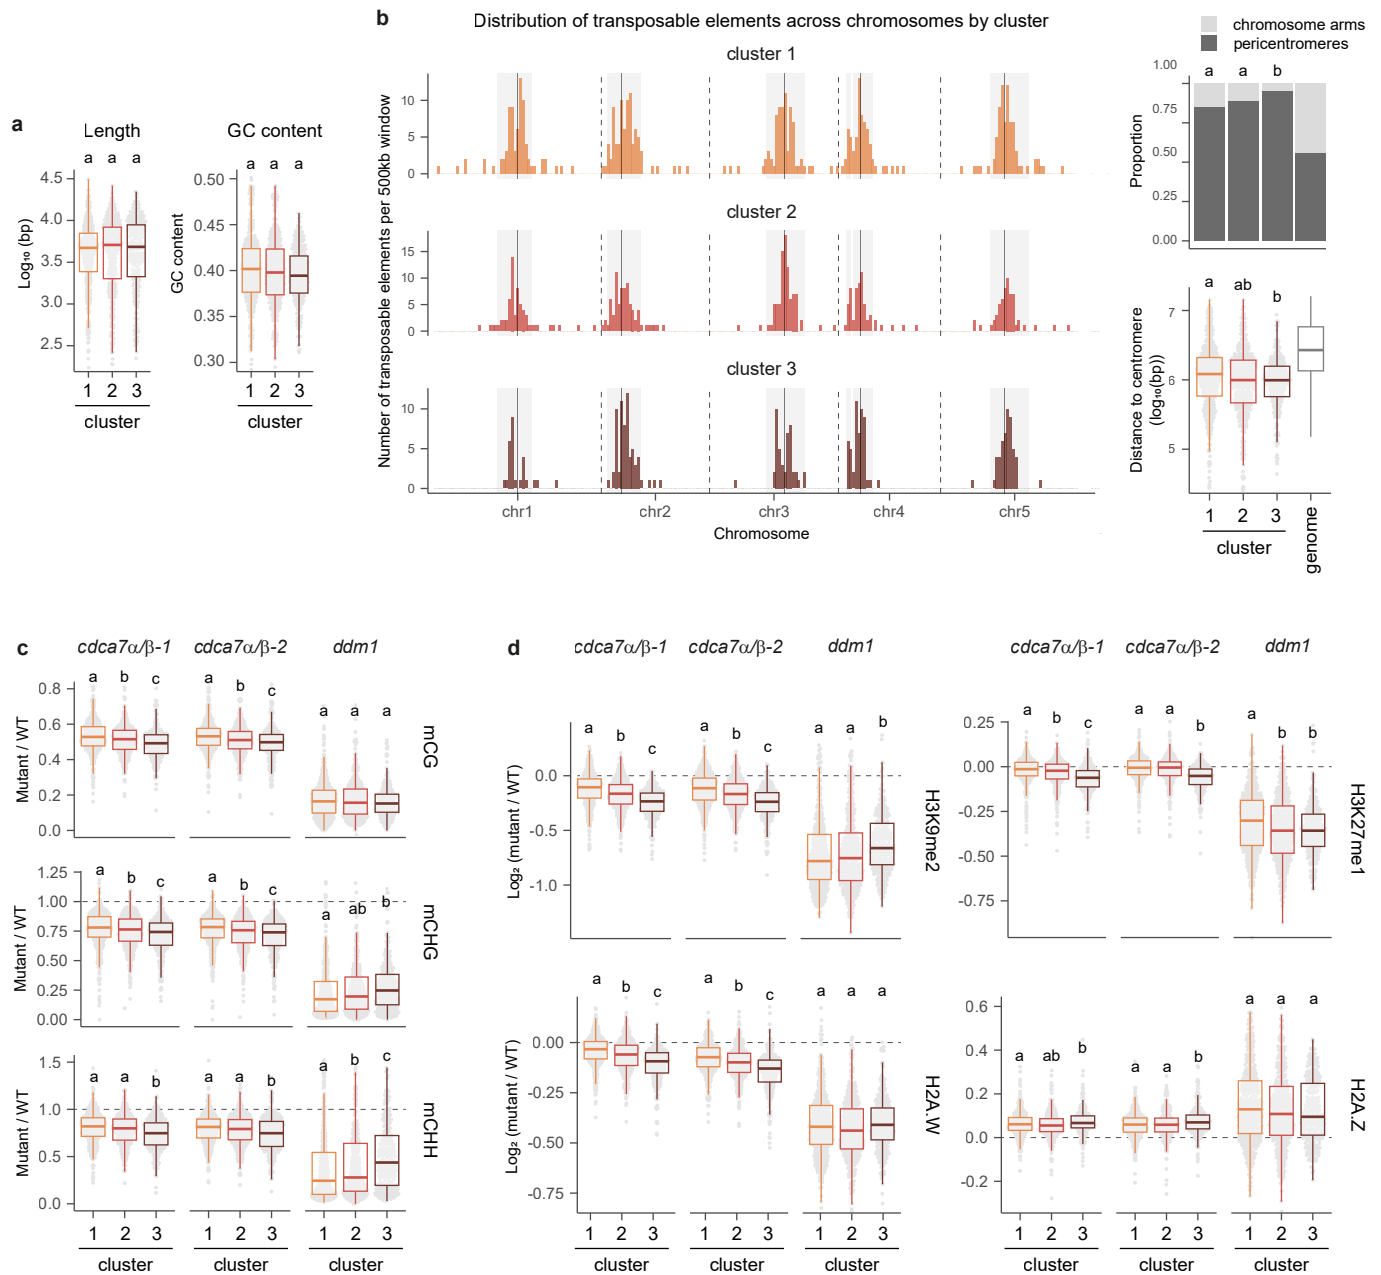

**Supplementary Figure 4. Characterization of TEs upregulated in *cdca7α/β* and *ddm1*.**

**a**, Length and GC content of *ddm1*-upregulated TEs ( $n = 966$ ), clustered in **Fig. 3f**. Statistical groups were determined by two-tailed Dunn tests with Benjamini-Hochberg correction ( $P < 0.05$ ), denoted by lowercase letters. **b**, Distribution of *ddm1*-upregulated TEs across chromosomes. Pericentromeric heterochromatin<sup>5</sup> is indicated by grey rectangles, and centromeres<sup>6</sup> are denoted by a black vertical line. (top right) Proportion of pericentromeric TEs in each cluster, compared with a Chi-square test using Benjamini-Hochberg correction ( $P < 0.05$ ). (bottom right) Distance of TEs to centromeres. Log-transformed values were used to test differences between groups with two-tailed Dunn tests using Benjamini-Hochberg correction ( $P < 0.05$ ), denoted by lowercase letters. **c**, 5mC and **d**, histone mark and variant changes in the indicated mutants at *ddm1*-upregulated TEs, clustered in **Fig. 3f**. Statistical groups were determined by two-tailed Dunn tests with Benjamini-Hochberg correction ( $P < 0.05$ ), denoted by lowercase letters.

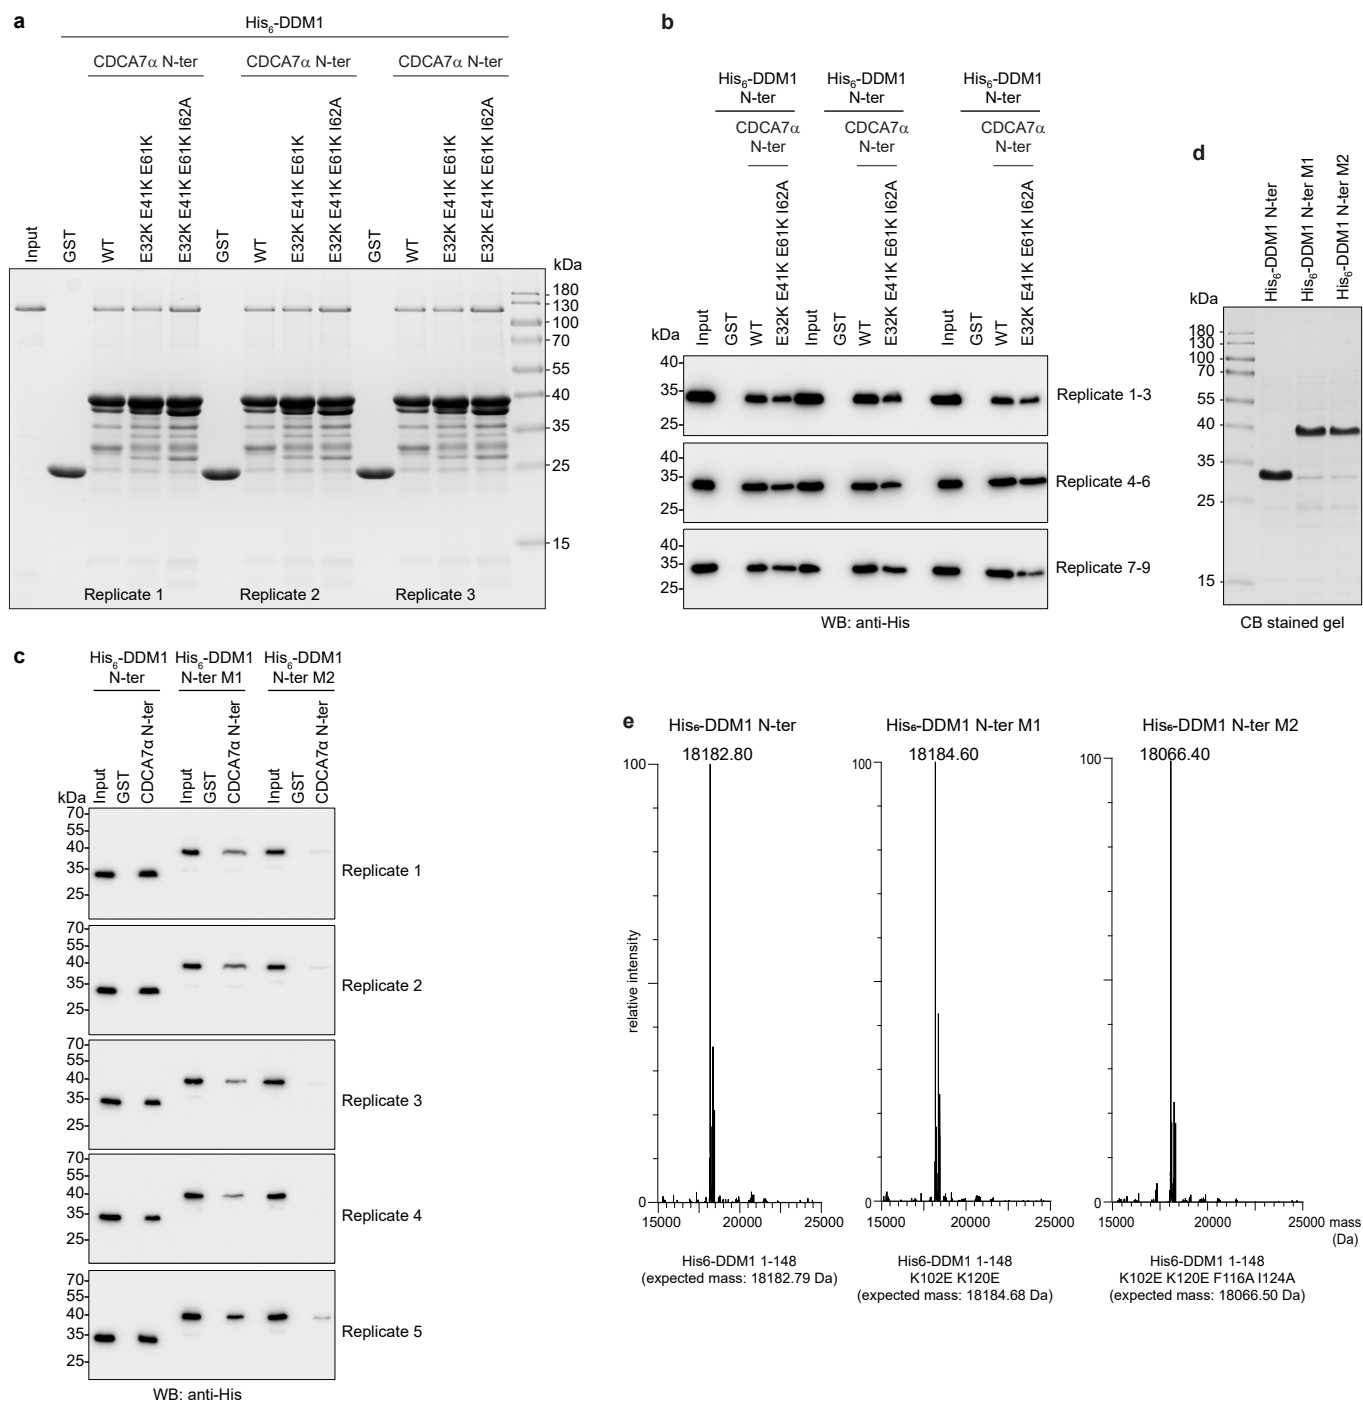

### Supplementary Figure 6. Physical interaction between CDCA7 $\alpha$ and DDM1.

**a**, GST-pull-down of His<sub>6</sub>-DDM1 (the top band) by GST alone or GST-fused CDCA7 $\alpha$  N-terminal fragment (residues 1–136). WT and mutants of CDCA7 $\alpha$  were tested in three independent binding reactions. Eluates were resolved by SDS–PAGE and visualised with Coomassie Blue. **b**, GST-pull-down of His<sub>6</sub>-DDM1 N-terminus (residues 1–148) with GST-fused CDCA7 $\alpha$  N-terminal fragment (residues 1–136). The quadruple CDCA7 $\alpha$  mutant retains ~50 % of WT binding capacity (quantification in **Fig. 4g**). **c**, Reciprocal mutagenesis of the DDM1 surface. GST-CDCA7 $\alpha$  N-terminal fragment was incubated with His<sub>6</sub>-DDM1(1–148) WT, a double mutant (M1: K102E + K120E) or a quadruple mutant (M2: K102E + K120E + F116A + I124A). Five independent pull-downs are shown. (quantified in **Fig. 4h**). **d**, Coomassie-stained SDS–PAGE of the purified His<sub>6</sub>-DDM1 proteins used in (**c**). **e**, Intact-mass LC-ESI-MS of the proteins in (**d**). Deconvoluted zero-charge spectra (MaxEnt1) yielded average masses of 18 182.80 Da (WT), 18 184.60 Da (M1) and 18 066.40 Da (M2). The data verify that all proteins are of expected masses.

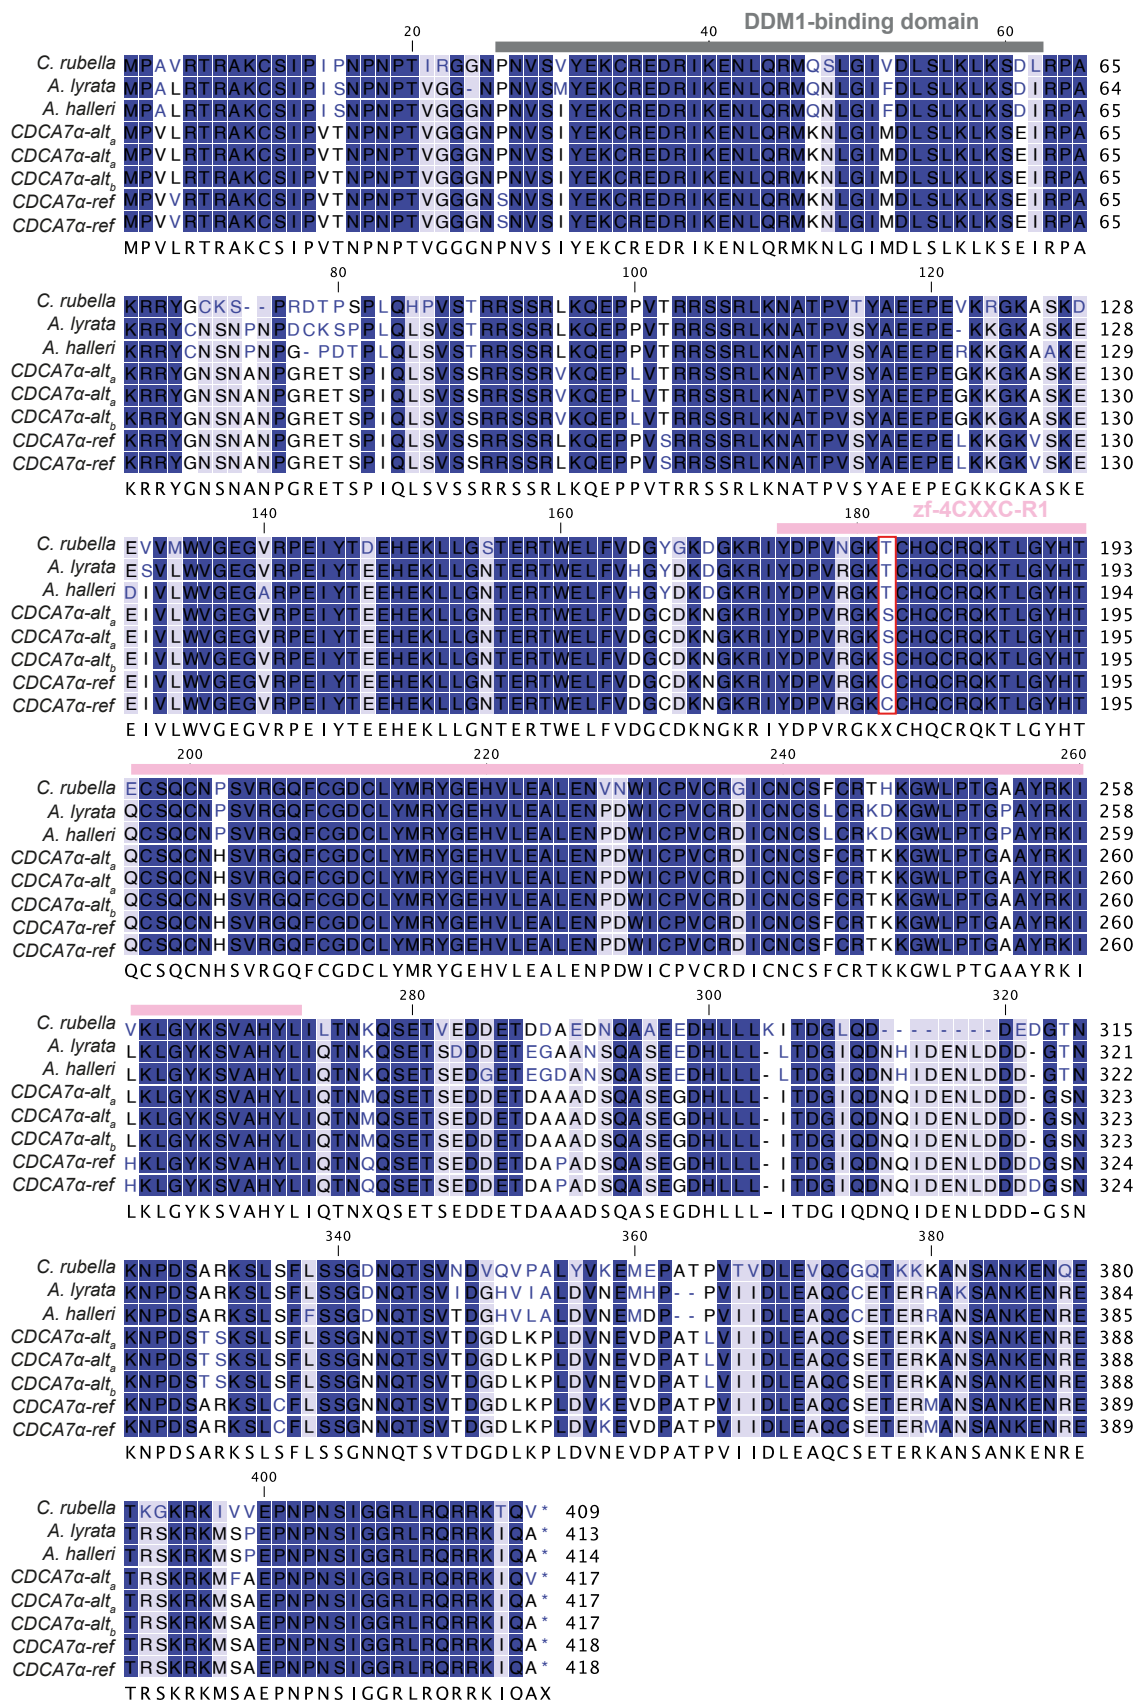

**Supplementary Figure 7. Protein sequences of CDCA7α from *A. thaliana* haplotypes and other *Brassicaceae*.**

Exon regions were extracted from three CDCA7α alleles and relative species based on a gene model of AtRTD3. The amino acids under the alignment represent consensus sequences. Rectangles indicate the segregating sites between alleles within the conserved domain. The sequences of CDCA7α-alt<sub>a</sub> (chr4:17486863<sub>non-ref</sub>) are extracted from lines 9888 and 6069, according to a previous study<sup>8</sup>, the sequence of CDCA7α-alt<sub>b</sub> (chr4:17497441<sub>non-ref</sub>) is from 9543, and the sequences of CDCA7α-ref are extracted from 6909 (Col-0) and 8236.

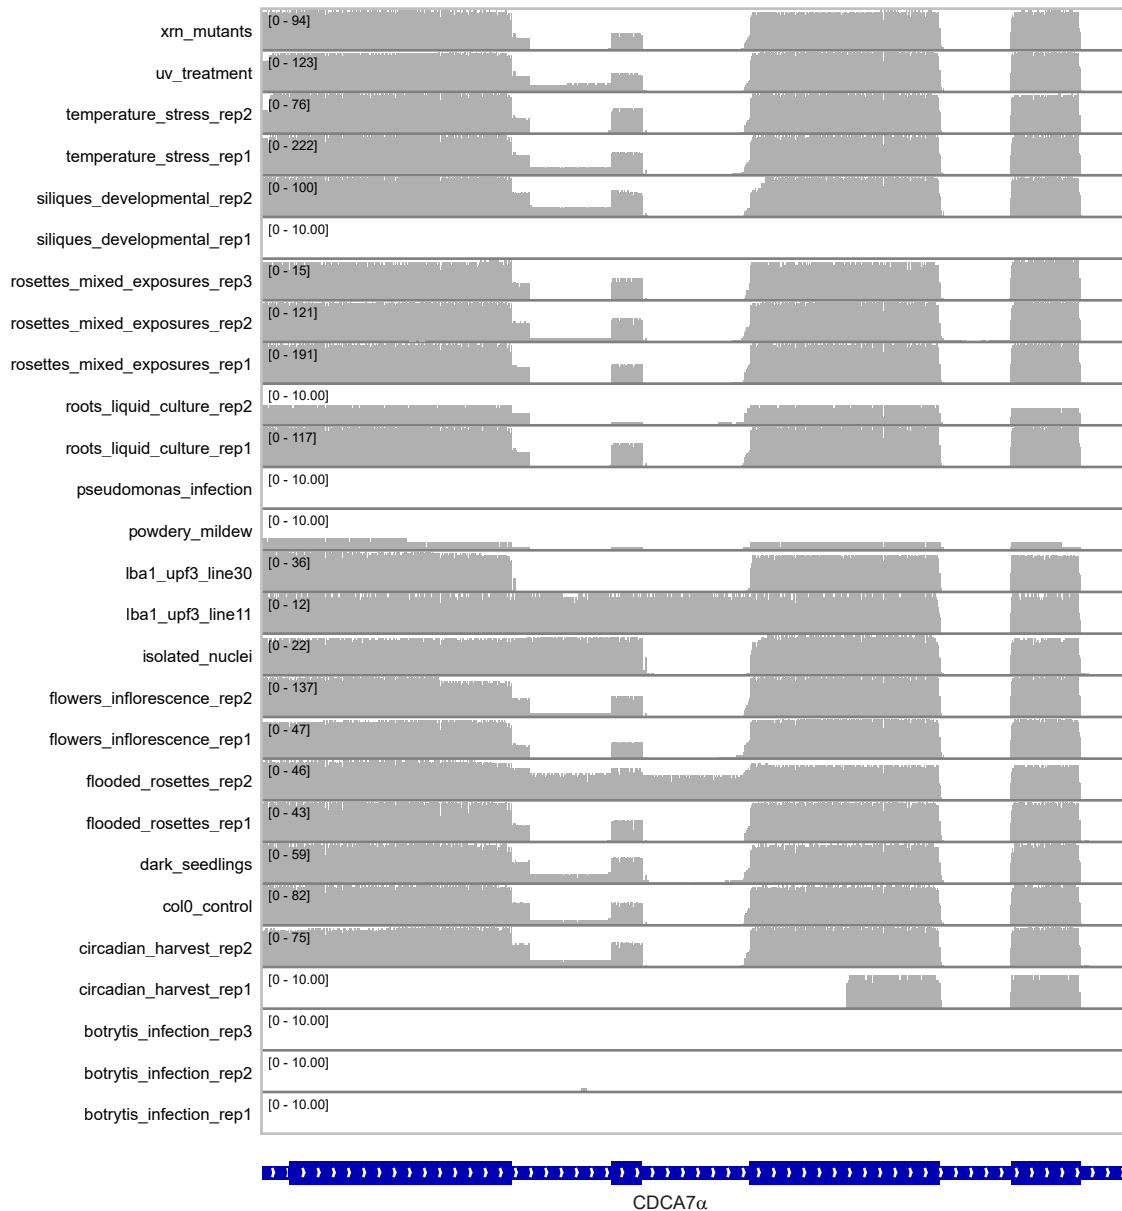

**Supplementary Figure 8. *CDCA7α* transcript variants detected by Iso-seq in different conditions.**

Iso-seq data from<sup>7</sup>, showing varying frequency of transcript variants CDCA7α.2, CDCA7α.3 and CDCA7α.5. Unnormalized coverage is shown.

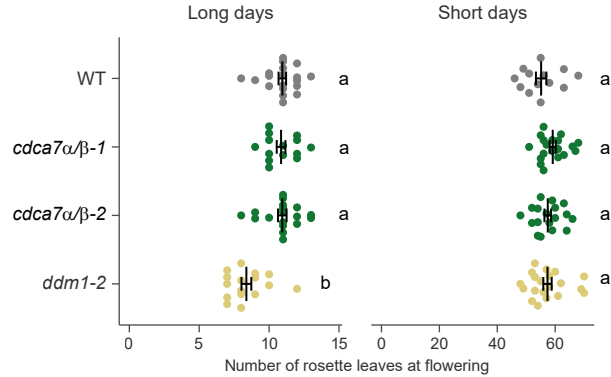

### Supplementary Figure 9. Flowering time of *cdca7α/β* null mutants.

Flowering time, measured as developmental stage at flowering (n = 12 to 19 plants). The statistical groups, indicated by lowercase letters, were determined by one-way ANOVA with two-sided Tukey-Kramer post-hoc tests ( $P < 1e-05$ ).

**Supplementary Table 1. GWAS peaks**

| Chr | Pos       | MAC | -log10(p-value) | Candidate genes (10kbp)                                                                                                     |
|-----|-----------|-----|-----------------|-----------------------------------------------------------------------------------------------------------------------------|
| 1   | 14509791  | 39  | 6.31 (5.45)     | AT1G38440, AT1G38450, AT1G38460, AT1G38550, AT1G38630                                                                       |
| 4   | 17486863* | 233 | 5.47 (NA)       | AT4G37080, AT4G37090, AT4G37095, AT4G37100, AT4G37110, AT4G37120 (SMP2), AT4G37130, AT4G37140 (ATMES20), AT4G37150 (ATMES9) |
| 4   | 17497441  | 41  | 7.60 (NA)       | AT4G37130, AT4G37140 (ATMES20), AT4G37150 (ATMES9), AT4G37160 (SKU5), AT4G37170, AT4G37175, AT4G37180, AT4G37190            |
| 5   | 18598079  | 95  | 5.54 (6.50)     | AT5G45800 (MEE62), AT5G45810 (CIPK19), AT5G45820 (CIPK20), AT5G45830 (DOG1), AT5G45840, AT5G45850                           |
| 5   | 26657906  | 367 | 5.80 (6.77)     | <b>AT5G66750 (DDM1)</b> , AT5G66755, AT5G66760 (SDH1), AT5G66770, AT5G66780, AT5G66790                                      |

Peaks were selected at a threshold of  $-\log_{10}(\text{p-value}) \geq 6$  in the GWAS or conditional GWAS with 17497441.

\* chr4:17486863 is corresponding to a peak detected GWAS for individual TEs

**Supplementary Table 2. Origin and description of CDCA7 mutants**

| mutant                 | T-DNA insertion  | gRNA #1 (mutation)              | gRNA #2 (mutation)              | background for CRISPR | generation used | generation of homozygous ddm1-2 |
|------------------------|------------------|---------------------------------|---------------------------------|-----------------------|-----------------|---------------------------------|
| <i>cdca7a-1</i>        | SALK_100123C     | -                               | -                               | -                     | -               | -                               |
| <i>cdca7a-2</i>        | SALKseq_124190.3 | -                               | -                               | -                     | -               | -                               |
| <i>cdca7b-1</i>        | -                | cdca7b gRNA-1 ( $\Delta$ 542bp) | cdca7b gRNA-6 ( $\Delta$ 542bp) | Col-0                 | T3              | -                               |
| <i>cdca7b-2</i>        | -                | cdca7b gRNA-1 (none)            | cdca7b gRNA-6 (+G)              | Col-0                 | T4              | -                               |
| <i>cdca7a/b-1</i>      | SALKseq_124190.3 | cdca7b gRNA-1 ( $\Delta$ 424bp) | cdca7b gRNA-6 ( $\Delta$ 424bp) | <i>cdca7a-2</i>       | T3 & T8         | -                               |
| <i>cdca7a/b-2</i>      | -                | cdca7a gRNA-11 (+T)             | cdca7b gRNA-6 (+C)              | Col-0                 | T3              | -                               |
| <i>cdca7a/b-3</i>      | SALKseq_124190.3 | cdca7b gRNA-1 ( $\Delta$ 392bp) | cdca7b gRNA-6 ( $\Delta$ 392bp) | <i>cdca7a-2</i>       | T4              | -                               |
| <i>ddm1 cdca7a-1</i>   | SALK_100123C     | -                               | -                               | -                     | -               | G2 (F3 from the cross)          |
| <i>ddm1 cdca7a-2</i>   | SALKseq_124190.3 | -                               | -                               | -                     | -               | G1 (F2 from the cross)          |
| <i>ddm1 cdca7b-1</i>   | -                | cdca7b gRNA-6 (+A)              | cdca7b gRNA-1 (+A)              | <i>ddm1-2 -/-</i> G2  | T4              | G6                              |
| <i>ddm1 cdca7b-2</i>   | -                | cdca7b gRNA-4 (+A)              | cdca7b gRNA-1 ( $\Delta$ 27bp)  | <i>ddm1-2 -/-</i> G2  | T4              | G6                              |
| <i>ddm1 cdca7a/b-1</i> | -                | cdca7a gRNA-11 ( $\Delta$ 28bp) | cdca7b gRNA-6 (+82bp)           | <i>ddm1-2 -/-</i> G2  | T4              | G6                              |
| <i>ddm1 cdca7a/b-2</i> | -                | cdca7a gRNA-11 (+A)             | cdca7b gRNA-6 ( $\Delta$ 80bp)  | <i>ddm1-2 -/-</i> G2  | T4              | G6                              |

Supplementary Table 3. List of primers used in this study

| experiment | purpose                                    | name                       | sequence                                            |
|------------|--------------------------------------------|----------------------------|-----------------------------------------------------|
| RT-qPCR    | quantifying TE transcripts                 | ACTIN2 pri3F               | GGCTTAAAAAGCTGGGGTTT                                |
| RT-qPCR    | quantifying TE transcripts                 | ACTIN2 pri3R               | TTGTCACACACAAGTGCATCA                               |
| RT-qPCR    | quantifying TE transcripts                 | AT4G04293-qF               | GAGGGATCATGTAGCACCAAA                               |
| RT-qPCR    | quantifying TE transcripts                 | AT4G04293-qR               | GCTCCAACGATTGAAGAAA                                 |
| RT-qPCR    | quantifying TE transcripts                 | TSI-qF                     | CTCTACCCTTTGCAATTCATGAATCCTT                        |
| RT-qPCR    | quantifying TE transcripts                 | TSI-qR                     | GATGGGCAAAAGCCCTCGGTTTTAAATG                        |
| RT-qPCR    | quantifying TE transcripts                 | MULE qF                    | GGCACTTCAATTGTGCTTTTCT                              |
| RT-qPCR    | quantifying TE transcripts                 | MULE R2                    | GATACTTGTGACAAGTGTTAGCAAGCC                         |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.2 qF                | CTCTAGACGATCCTCAAGATTGAAG                           |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.2 qR                | GGTGATAGCGTTCTTCAATCTCG                             |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.3 qF                | TCAGTCACTGACTTCTCTCGA                               |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.3 qR                | AGCGTTCCTCAATCTCGAGGA                               |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.5 qF                | CTCTGTGGTTCTCGTTTCGTTT                              |
| RT-qPCR    | quantifying CDCA7α transcript isoforms     | CDCA7α.5 qR                | TCTGCGTAGGAACTGGGTAG                                |
| cloning    | CRISPR-Cas9                                | CDCA7α_sgRNA_11            | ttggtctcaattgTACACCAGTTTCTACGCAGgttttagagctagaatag  |
| cloning    | CRISPR-Cas9                                | CDCA7β_sgRNA_6             | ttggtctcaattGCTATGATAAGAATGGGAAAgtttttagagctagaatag |
| cloning    | CRISPR-Cas9                                | CDCA7β_sgRNA_1             | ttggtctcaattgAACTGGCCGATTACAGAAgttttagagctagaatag   |
| cloning    | CRISPR-Cas9                                | CDCA7β_sgRNA_4             | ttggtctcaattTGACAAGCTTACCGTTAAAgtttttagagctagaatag  |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7α F EcoR1             | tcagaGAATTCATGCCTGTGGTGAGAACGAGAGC                  |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7α R Sall              | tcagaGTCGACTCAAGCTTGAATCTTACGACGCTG                 |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7β F EcoR1             | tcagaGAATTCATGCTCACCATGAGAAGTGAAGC                  |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7β R Sall              | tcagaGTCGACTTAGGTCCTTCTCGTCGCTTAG                   |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7 F - deletion 1       | tcaga <b>gaattc</b> aactcaacgctcgcgtctacga          |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7 R - deletion 1       | tctga <b>gtcgac</b> ttagggtcggtctcggttag            |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7 F - deletion 2       | tcaga <b>gaattc</b> gccaaaaggcggttacgtaact          |
| cloning    | recombinant expression in pGEX-4T-1        | CDCA7 R - deletion 2       | tctga <b>gtcgac</b> ttatccgagattcttcctctga          |
| cloning    | cloning CDCA7α promoter                    | pCDCA7α_5UTR_F-GG_A        | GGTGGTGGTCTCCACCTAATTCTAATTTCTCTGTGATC              |
| cloning    | cloning CDCA7α promoter                    | pCDCA7α_5UTR_R-GG_B        | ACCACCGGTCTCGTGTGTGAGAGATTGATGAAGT                  |
| cloning    | cloning CDCA7β promoter                    | pCDCA7β_5UTR_F-GG_A        | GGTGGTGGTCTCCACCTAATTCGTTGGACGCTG                   |
| cloning    | cloning CDCA7β promoter                    | pCDCA7β_5UTR_R-GG_B        | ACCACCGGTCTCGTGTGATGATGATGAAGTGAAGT                 |
| cloning    | cloning CDCA7α gene with N-ter tag         | CDCA7α_F-GG_C_no_ATG       | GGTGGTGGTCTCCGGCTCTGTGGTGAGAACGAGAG                 |
| cloning    | cloning CDCA7α gene with N-ter tag         | CDCA7α_R-GG_E              | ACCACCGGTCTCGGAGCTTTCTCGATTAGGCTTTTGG               |
| cloning    | cloning CDCA7α gene with C-ter tag         | CDCA7α_F-GG_C              | GGTGGTGGTCTCCGGCT CT ATGCTGTGGTGAGAACG              |
| cloning    | cloning CDCA7α gene with C-ter tag         | CDCA7α_R-GG_D_no_stop      | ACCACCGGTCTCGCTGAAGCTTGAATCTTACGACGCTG              |
| cloning    | cloning CDCA7α gene with N-ter tag         | CDCA7β_R-GG_E              | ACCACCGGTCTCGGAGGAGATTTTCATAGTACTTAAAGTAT           |
| cloning    | cloning CDCA7α gene with N-ter tag         | CDCA7β_F-GG_C_no_ATG       | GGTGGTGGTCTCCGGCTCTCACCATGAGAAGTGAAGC               |
| cloning    | cloning CDCA7β gene with C-ter tag         | CDCA7β_F-GG_C              | GGTGGTGGTCTCCGGCT CT ATGCTCACCATGAGAAGT             |
| cloning    | cloning CDCA7β gene with C-ter tag         | CDCA7β_R-GG_D_no_stop      | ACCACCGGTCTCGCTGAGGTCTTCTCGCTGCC                    |
| cloning    | remove the endogenous Bsal sites of CDCA7β | CDCA7β_Bsalmut-F_site1_IVA | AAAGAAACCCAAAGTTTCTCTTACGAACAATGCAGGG               |
| cloning    | remove the endogenous Bsal sites of CDCA7β | CDCA7β_Bsalmut-R_site1_IVA | ACCTTTGGGGTTCTTTGATTGTT                             |
| cloning    | remove the endogenous Bsal sites of CDCA7β | CDCA7β_Bsalmut-F_site2_IVA | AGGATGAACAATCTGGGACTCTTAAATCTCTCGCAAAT              |
| cloning    | remove the endogenous Bsal sites of CDCA7β | CDCA7β_Bsalmut-R_site2_IVA | CCCAGATTGTCATCTCTGA                                 |

|            |                                                                       |                                    |                                |
|------------|-----------------------------------------------------------------------|------------------------------------|--------------------------------|
| genotyping | sequence CDCA7 $\beta$ CRISPR mutations                               | CDCA7 $\beta$ _gRNA4-6_seq_F       | CTCCTCCTCTTCAGCCTTCTCG         |
| genotyping | sequence CDCA7 $\beta$ CRISPR mutations                               | CDCA7 $\beta$ _gRNA1_seq_R         | ACGCTTGACTTGGTGTGTGTC          |
| genotyping | sequence CDCA7 $\alpha$ CRISPR mutations                              | CDCA7 $\alpha$ _gRNA11_6beta_seq_F | ATCCGGGTCGAGAAACATCTCC         |
| genotyping | sequence CDCA7 $\alpha$ CRISPR mutations / genotype cdca7 $\alpha$ -2 | CDCA7 $\alpha$ _gRNA11_6beta_seq_R | ACACTGGCTGCATTGGGTATGA         |
| genotyping | genotype cdca7 $\alpha$ -2 (use with LBb1.3)                          | LBb1.3                             | ATTTTGCCGATTCGGAAC             |
| genotyping | genotype cdca7 $\alpha$ -1                                            | SALK_100123.55.70_LP               | GCCTTCTCCTACCCACAAAAC          |
| genotyping | genotype cdca7 $\alpha$ -1 (use with LBb1.3)                          | SALK_100123.55.70_RP               | GTCGCCATGATTGTTACGATC          |
| genotyping | genotype ddm1-2 (Rsal dCAPS, WT is cut)                               | ddm1-2 CAPS Fw                     | GTTGGACAGTGTGGTAAATCCGCT       |
| genotyping | genotype ddm1-2 (Rsal dCAPS, WT is cut)                               | ddm1-2 CAPS Rev                    | GAGCTACGAGCCATGGGTTTGTGAAACGTA |

note: CDCA7 $\beta$ \_sgRNA\_6 was designed to target both CDCA7 $\alpha$  and CDCA7 $\beta$  but did not induce mutations in CDCA7 $\alpha$

# Supplementary Methods

## Phylogenetic Analysis of *CDCA7*

To reconstruct the evolutionary history of *CDCA7*, we constructed orthologous gene clusters (i.e., orthogroups) from two different proteome datasets using sequential, dense taxon sampling across two levels: Archaeplastida (50 species) and Viridiplantae (66 species, enriched for Brassicales) (Supplementary Table 5, 6). This method enabled us to estimate more precisely the timing of the *CDCA7* $\alpha/\beta$  duplication event. Orthofinder v2.5.2<sup>9</sup> was used to cluster genes in a non-biased manner by comparing each gene to the entire proteome dataset, and DIAMOND<sup>10</sup> for homology search ('-S diamond\_ultra\_sens'). For the Archaeplastida-level survey, we included previously-identified metazoan *CDCA7*s<sup>11</sup> as an outgroup. MAFFT v7.310<sup>12</sup> was used to align protein sequences based on orthogroups. Individual maximum likelihood gene trees were built with IQ-TREE v2.1.2<sup>13</sup>, which used model selection ('-m MFP') and an ultrafast bootstrap approximation approach (1,000 replicates). The phylogenetic trees were visualized using iTOL v6.7<sup>14</sup>.

We used ancestral sequence reconstruction to reconstruct the *CDCA7* protein sequence prior to the Brassicaceae *CDCA7* $\alpha/\beta$  duplication event. Based on the phylogenetic positions, we selected 48 protein sequences from Brassicaceae *CDCA7* homologs and Amborella *CDCA7* as an outgroup and aligned them using MAFFT. Following the multiple sequence alignment, IQ-TREE was used to rebuild a phylogenetic tree that will be used as input for the initial ASR analysis. First, we converted the protein sequence alignment to an absence/presence matrix, then used IQ-TREE's ancestral sequence reconstruction ('-asr') option with the rooted phylogenetic tree. The absence/presence ancestral state output was used to trim residues from the protein sequence alignment based on the calculated posterior probability of each residue. The final ancestral sequence reconstruction used the trimmed alignment to generate the ancestral Brassicaceae *CDCA7* protein sequence.

## Measuring flowering time and seed size

Flowering time was quantified by counting the number of mature rosette leaves at the anthesis of the first flower. Plants were grown in a randomized layout under short-day (8h light/16h dark) or long-day (16h light/8h dark) conditions at 21°C in a climatic chamber. The *cdca7* $\alpha/\beta$  mutants were in the 5th generation of inbreeding post-CRISPR transformation, while *ddm1-2* mutants were in the 3rd generation.

For seed size measurements, plants were grown in a randomized pattern from seed batches with reduced seed size heterogeneity. Specifically, seeds were sorted on size to exclude the 5% of biggest and smallest seeds, using a Boxeed seed phenotyping robot (Labdeers). Four crosses were performed for each inflorescence, yielding 5 to 47 seeds per silique (mean =

31.08,  $n = 72$ ). We used either the main floral stem, or the first axillary branch as a female inflorescence. A linear model showed that the mean seed surface area per silique was unaffected by the inflorescence type ( $P = 0.64$ ) or the number of seeds per silique ( $P = 0.89$ ), allowing comparisons to be made without accounting for these variables. Seed surface was measured using scanners and ImageJ scripts.

## Whole genome bisulfite sequencing (WGBS)

### Library construction and sequencing

To measure DNA methylation levels in *cdca7α-2*, *smp2*, and *AT4G37130* mutants (**Fig. 1e**), genomic DNA was extracted from rosette leaves at 9-true-leaf stage using the GeneJET Plant Genomic DNA Purification Kit (Thermo Scientific) and sheared with an E220 Focused-ultrasonicator (Covaris) to achieve an average fragment size of approximately 350 bp. Sequencing libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (New England BioLabs) with methylated adapters (New England BioLabs). The adapter-ligated DNA underwent bisulfite conversion using the EZ-96 DNA Methylation-Gold MagPrep Kit (Zymo Research). Bisulfite-treated samples were amplified using EpiMark Hot Start Taq DNA Polymerase and indexed with NEBNext Multiplex Oligos for Illumina (New England BioLabs). All libraries were sequenced on either an Illumina NextSeq 550 or HiSeq 2500 platform.

### Estimation of DNA methylation levels

All reads were mapped on the TAIR10 reference genome using a MethyIpy pipeline v1.2 (<https://github.com/yupenghe/methylpy>). DNA methylation levels were estimated as weighted methylation levels for each transposon defined in Araport11 annotation. CMT2- and RdDM-targeted transposons were defined as having differential levels of methylation ( $> 0.1$ ) between wild-type and *cmt2* or *drm1drm2* in Col-0 as previously described<sup>15</sup>. For each line, average DNA methylation was calculated using all transposons for which at least one read was mapped. Metaplots of mCG at 229 TEs associated with *chr4:17486863* in WT and the loss-of-function *AT4G37110* mutant were generated using the plotProfile function in deepTools v3.1.1<sup>16</sup>, following calculation of scaled mCG levels (500 bins) with the computeMatrix function.

## Chromatin Immunoprecipitation followed by sequencing

### Library construction and sequencing

1.5 g of rosette leaves from 31-d-old plants were fixed in 37 ml 1% formaldehyde in PBS by vacuum-infiltration for 10 min. The cross-linking reaction was quenched by adding glycine to a final concentration of 125 mM. Tissues were frozen in liquid nitrogen and ground in a 5-ml grinding jar on a Retsch Mixer Mill MM 200 at 30 Hz for 45 s. Tubes were kept at room temperature until the powder showed signs of thawing. We added 35 ml of nuclei isolation buffer (NIB, 10 mM MES-KOH pH 5.3, 250 mM sucrose, 10 mM NaCl, 10 mM KCl, 2.5 mM EDTA, 0.1

mM spermine, 0.1 mM spermidine, 2.5 mM  $\beta$ -mercaptoethanol, 0.3% Triton X-100 and protease inhibitors)<sup>17</sup>, followed by vortexing until homogeneous. The extract was filtered through two layers of Miracloth, which were washed with 10 ml of NIB and spun at 3,400 rpm at 4°C for 5 min. Pellets were resuspended in 25 ml of NIB, vortexed and incubated for 10 min on ice to fully dissolve chlorophyll content. Tubes were spun as above and pellets were carefully washed with 5 ml of shearing buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.1% SDS, and protease inhibitors) without resuspending and spun again. This washing step was repeated and pellets were resuspended in 0.9 ml of shearing buffer. One ml of the extracted chromatin was transferred to Covaris glass tubes and sonication was conducted at 4°C for 900 seconds per sample (peak power 140.0; duty factor: 5.0; Cycles/Burst: 200). Sheared chromatin was spun for 5 min at 4°C at 15,000 rpm. The supernatant was collected and spun again, and the supernatant was transferred to a 5 ml tube. Fifteen  $\mu$ l of chromatin were kept to control for sonication efficiency.

Chromatin was diluted to 3.5 ml to reduce SDS concentration with a ChIP dilution buffer (16.7 mM Tris-HCl pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X-100, 0.01% SDS and protease inhibitors). For preclearing, 200  $\mu$ l of Dynabeads protein A (ThermoFisher, reference 1001D) were added to the chromatin and rotated 1 h at 4°C. Beads were discarded by collecting supernatants after two centrifugations at maximum speed for 30 s. A hundred  $\mu$ l of pre-cleared chromatin was kept at -20°C for input control, and the remaining chromatin was aliquoted with 500  $\mu$ l per immunoprecipitation (IP) and incubated with 5  $\mu$ g of anti-H3 (Abcam, ab1791), anti-H2A.W.6/7, anti-H2A.Z.9/11, anti-H3K27me1 (Millipore, 17-643) or anti-H3K9me2 (Abcam, ab1220) antibodies at 4 °C overnight with rotation. After incubation, samples were mixed with 30  $\mu$ l of protein A magnetic beads, rotated at 4°C for 3 h, and washed two times with a low-salt buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100 and 0.1% SDS), once with a high-salt buffer (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100 and 0.1% SDS), once with a LiCl buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.25 M LiCl, 1% IGEPAL CA-630 and 0.1% deoxycholic acid) and twice with TE buffer (10 mM Tris-HCl pH 8.0 and 1 mM EDTA). Elution was done with 200  $\mu$ l of 0.1 M NaHCO<sub>3</sub> and 1% SDS, incubated at 65°C for 15 min. We added 20.4  $\mu$ l of reverse cross-link buffer (0.4 M Tris-HCl pH 8.0, 2 M NaCl, 10 mM EDTA, 0.6 mg ml<sup>-1</sup> proteinase K (Thermo Fisher Scientific)) and incubated at 45°C for 3 h and 65°C for 16 h. RNA was subsequently degraded for 30 min at room temperature with 10  $\mu$ g of RNase A (Thermo Fisher Scientific), and DNA was purified with the ChIP DNA Clean & Concentrator kit (Zymo, reference D5205).

Libraries were prepared with the NEBNext Ultra II DNA library prep kit for Illumina (New England Biolabs), following the manufacturer's instructions. Fragment size distribution was analyzed on a 5200 Fragment Analyzer System (Agilent), and size selection with SPRI beads (Molecular Biology Services, IMP, Vienna, Austria) was applied to remove large fragments and self-ligated adapters, when necessary. To maximize comparability, if only one sample had undesired fragments, we size-selected all samples for a given antibody. For size selection, briefly, DNA was diluted to 100  $\mu$ l, we mixed in 60  $\mu$ l of magnetic SPRI beads, collected the supernatant, and added 40  $\mu$ l of magnetic SPRI beads, washed two times with 80% ethanol, and eluted DNA. Sequencing was carried out on a NovaSeq 6000 instrument using an S4 flow cell to generate paired-end 150 bp reads with around 25 million reads per sample.

## ChIP-seq analysis

The data were analyzed using the nfcore/chipseq pipeline v2.0.0 (<https://nf-co.re/chipseq/2.0.0/>)<sup>18</sup> with Nextflow (v22.10.7). We used the TAIR10 genome, custom arguments for read length (150 bp), fragment size (275), and blacklisted mitochondrial and chloroplast genomes. To get the average value for each annotation, we used the bigWigAverageOverBed script from UCSC tools (<https://github.com/ucscGenomeBrowser/kent-core/tree/master>). We further analyzed the data with deepTools v3.3.1<sup>16</sup>. To normalize by H3 or by the WT, we used *bigwigCompare* with a bin size of 10 bp, ignoring non-covered regions with *skipNonCoveredRegions*. To produce average profile plots (metaplots), annotations were scaled to an arbitrary size of 1000 bp and the enrichment value was calculated by 50 bp bins, using *computeMatrix scale-regions*. We defined heterochromatic TEs (n = 12548) as having a minimum level of heterochromatin marks in the WT, using a log<sub>2</sub> ratio (IP / H3) above 0.1 for all replicates of H3K9me2, H3K27me1 and H2A.W, and further filtered out TEs below 100 bp of length.

## Protein structure prediction

We used AlphaFold3<sup>19</sup> to model protein structures and interactions, with the random seed set to 1. The top-ranking prediction was selected for representation. The predicted structure of CDCA7 $\alpha$  with three Zn<sup>2+</sup> ions was superimposed to *H. sapiens* CDCA7 in a complex with non-B-form DNA containing 5mC (PDB ID 8TLK)<sup>20</sup>. Graphical representations and analyses of structures were done with ChimeraX<sup>21</sup>. To dissect the interaction between CDCA7 $\alpha/\beta$  and DDM1, we used AlphaFold-Multimer<sup>22</sup> with a local implementation of Colabfold<sup>23</sup> and the top-ranking prediction. We used the *alphafold contacts* command to identify interacting residues, and hydrogen bonds and salt bridges were defined with a distance tolerance of 4 Å and an angle tolerance of 40°.

## Recombinant protein expression

### Cloning

CDCA7 $\alpha$  and CDCA7 $\beta$  cDNAs were amplified by RT-PCR with primers indicated in Supplementary Table 3, using RNA purified from WT flowers. We used the canonical CDCA7 $\alpha$ .2 transcript variant according to AtRTD3<sup>8</sup>. cDNAs were cloned into pGEX-4T-1 (Cytiva) using *EcoRI/Sall*. DDM1 cDNA into pET15b was previously described<sup>24</sup>. Plasmids expressing N-terminal fragments of CDCA7 $\alpha$  (1-136) and DDM1 (1-146) and its point mutants in pGEX-4T-1 and pET15b, respectively, were obtained from GenScript.

## Expression and purification of recombinant proteins and *in vitro* pull-down experiments

BL21 (DE3) RIL *E. coli* cells transformed with plasmids for expression of full-length CDCA7 $\alpha$ , its deletion mutants (**Fig. 4**), and DDM1 were grown at 37°C overnight in 100 ml LB. Cultures were diluted in 1L (CDCA7 $\alpha$ ) or 2L (DDM1) of LB and grown for three hours at 20°C and then induced for 7 hours at 20°C with 1 mM IPTG. For the expression of N-terminal fragments of CDCA7 $\alpha$  (1-136) and DDM1 (1-146) containing point mutations or deletions (**Fig. 4**) overnight cultures were diluted 1:100 in 200 mL of LB and grown for 2 hours at 37°C and then induced for three hours at 37°C with 1 mM IPTG. For GST-tagged CDCA7 $\alpha$  and its deletion mutants (1L cultures), cell pellets were resuspended in 20 ml of extraction buffer (50 mM Tris-HCl pH 8.0, 1 M NaCl, 1 mM DTT, 0.1% Triton X-100) containing protease inhibitors (Roche), 10  $\mu$ l of benzonase (1 mg/ml) and 50 mg of lysozyme. After sonication (Bioruptor, Diagenode) for 10 min at high intensity (5" on / 5" off) and 5 min at medium intensity (5" on / 5" off), extracts were centrifuged for 15 min at 4°C at 40,000  $\times g$ . Extracts were incubated with 500  $\mu$ l of glutathione Sepharose 4 fast flow (Cytiva) at RT for one hour and then transferred to disposable columns and washed with 5 column volumes of extraction buffer. Proteins were eluted with six 300  $\mu$ l elution steps with 50 mM Tris-HCl pH 8.0, 500 mM NaCl buffer containing 20 mM reduced glutathione and 1 mM DTT.

For purification of His<sub>6</sub>- or His<sub>6</sub>SUMO-tagged DDM1, cell pellets from 2 L cultures were resuspended in 25 ml of extraction buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, 2 mM DTT, 0.05% NP-40) containing protease inhibitors (Roche), 10  $\mu$ l of benzonase (1 mg/ml) and 50 mg of lysozyme and processed as for GST-tagged proteins. Extracts were incubated with 500  $\mu$ l of Ni-NTA beads (Qiagen) for one hour at RT and then transferred to disposable columns and washed with 5 column volumes of extraction buffer containing 5 mM imidazole but without benzonase and lysozyme. Proteins were eluted with six 400  $\mu$ l elution steps with elution buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, 2 mM DTT, 300 mM imidazole).

Purification of CDCA7 $\alpha$  (1-136) and DDM1 (1-146) N-terminal fragments containing point mutations (200 mL cultures) was done as described for the full-length proteins except that the cell pellets were resuspended in 5 mL of corresponding extraction buffer.

In all purifications, elution fractions were analyzed on 10-12% SDS-PAGE, pooled, and buffer was exchanged into 20 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM DTT by centrifugation over Amicon Ultra-15 30 kDa and 50 kDa cut-off centrifugal filters (Millipore) for GST-tagged CDCA7 and His<sub>6</sub>- or His<sub>6</sub>SUMO-tagged DDM1, respectively. For CDCA7 $\alpha$  (1-136) and DDM1 (1-146) N-terminal fragments containing point mutations buffer exchange was done by centrifugation over Amicon Ultra-15 10 kDa cut-off centrifugal filters (Millipore).

For pull-down, equimolar amounts of GST-tagged proteins along with GST alone were mixed with 5  $\mu$ g of His<sub>6</sub>SUMO-DDM1 or His<sub>6</sub>-DDM1 and incubated with 10  $\mu$ l of magnetic glutathione beads (Thermo Fisher Scientific) for 90 min at RT in binding buffer (20 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1 mM DTT, 0.1% NP-40). Pull-downs with CDCA7 $\alpha$  (1-136) and DDM1 (1-146) N-terminal fragments containing point mutants were done in binding buffer containing 150 mM NaCl. Beads were washed 6 times for 5 min with ice cold binding buffer, denatured in 30  $\mu$ l of 1

× SDS-PAGE loading buffer and 10 µL were loaded on 10% or 15% SDS-PAGE and analyzed by western blotting with anti-DDM1 or anti-His antibodies. Input lanes were loaded with 1/20 of protein used for pull-down.

## Intact mass spectrometry

Because DDM1 N-terminal fragments displayed aberrant molecular weights on SDS-PAGE (**Supplementary Fig. 6d**), we analyzed their masses and identity by mass spectrometry. Intact protein samples were diluted in H<sub>2</sub>O and 2pmol protein were loaded on an XBridge Protein BEH C4 column (2.5 µm particle size, dimensions 2.1 mm X 150 mm; Waters) using a Vanquish™ Horizon UHPLC System (Thermo Scientific) with a working temperature of 50 °C, 0.1% formic acid (FA) as solvent A, 100% acetonitrile, 0.08% FA as solvent B. Proteins were separated on a 6 min step gradient from 12 to 40 and then to 72% solvent B at a flow rate of 250 µL/min and analyzed on a Synapt G2-Si coupled via a ZSpray ESI source (both Waters). Data were recorded with MassLynx V 4.2 (Waters) and analyzed using the MaxEnt1 process to reconstruct the uncharged average protein mass.

## Supplementary References

1. Nartey, W., Goodarzi, A. A. & Williams, G. J. Cryo-EM structure of DDM1-HELLS chimera bound to nucleosome reveals a mechanism of chromatin remodeling and disease regulation. *bioRxiv* (2023) doi:10.1101/2023.08.09.551721.
2. Lee, S. C. *et al.* Chromatin remodeling of histone H3 variants by DDM1 underlies epigenetic inheritance of DNA methylation. *Cell* **186**, 4100–4116.e15 (2023).
3. Klepikova, A. V., Kasianov, A. S., Gerasimov, E. S., Logacheva, M. D. & Penin, A. A. A high resolution map of the Arabidopsis thaliana developmental transcriptome based on RNA-seq profiling. *Plant J.* **88**, 1058–1070 (2016).
4. Lyons, D. B. & Zilberman, D. DDM1 and Lsh remodelers allow methylation of DNA wrapped in nucleosomes. *Elife* **6**, (2017).
5. Bernatavichute, Y. V., Zhang, X., Cokus, S., Pellegrini, M. & Jacobsen, S. E. Genome-wide association of histone H3 lysine nine methylation with CHG DNA methylation in Arabidopsis thaliana. *PLoS One* **3**, e3156 (2008).
6. Maheshwari, S., Ishii, T., Brown, C. T., Houben, A. & Comai, L. Centromere location in

- Arabidopsis is unaltered by extreme divergence in CENH3 protein sequence. *Genome Res.* **27**, 471–478 (2017).
7. 1001 Genomes Consortium. Electronic address:  & 1001 Genomes Consortium. 1,135 genomes reveal the global pattern of polymorphism in *Arabidopsis thaliana*. *Cell* **166**, 481–491 (2016).
  8. Zhang, R. *et al.* A high-resolution single-molecule sequencing-based *Arabidopsis* transcriptome using novel methods of Iso-seq analysis. *Genome Biol.* **23**, 149 (2022).
  9. Emms, D. M. & Kelly, S. OrthoFinder: phylogenetic orthology inference for comparative genomics. *Genome Biol.* **20**, 238 (2019).
  10. Buchfink, B., Reuter, K. & Drost, H.-G. Sensitive protein alignments at tree-of-life scale using DIAMOND. *Nat. Methods* **18**, 366–368 (2021).
  11. Funabiki, H., Wassing, I. E., Jia, Q., Luo, J.-D. & Carroll, T. Coevolution of the CDCA7-HELLS ICF-related nucleosome remodeling complex and DNA methyltransferases. *eLife* (2023) doi:10.7554/elife.86721.
  12. Katoh, K. & Standley, D. M. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. *Mol. Biol. Evol.* **30**, 772–780 (2013).
  13. Minh, B. Q. *et al.* IQ-TREE 2: New models and efficient methods for phylogenetic inference in the genomic era. *Mol. Biol. Evol.* **37**, 1530–1534 (2020).
  14. Letunic, I. & Bork, P. Interactive Tree of Life (iTOL) v6: recent updates to the phylogenetic tree display and annotation tool. *Nucleic Acids Res.* **52**, W78–W82 (2024).
  15. Kawakatsu, T. *et al.* Epigenomic Diversity in a Global Collection of *Arabidopsis thaliana* Accessions. *Cell* **166**, 492–505 (2016).
  16. Ramírez, F. *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160–5 (2016).
  17. Lorković, Z. J., Hilscher, J. & Barta, A. Use of fluorescent protein tags to study nuclear organization of the spliceosomal machinery in transiently transformed living plant cells. *Mol.*

- Biol. Cell* **15**, 3233–3243 (2004).
18. Ewels, P. A. *et al.* The nf-core framework for community-curated bioinformatics pipelines. *Nat. Biotechnol.* **38**, 276–278 (2020).
  19. Abramson, J. *et al.* Accurate structure prediction of biomolecular interactions with AlphaFold 3. *Nature* **630**, 493–500 (2024).
  20. Hardikar, S. *et al.* The ICF syndrome protein CDCA7 harbors a unique DNA binding domain that recognizes a CpG dyad in the context of a non-B DNA. *Sci. Adv.* **10**, eadr0036 (2024).
  21. Meng, E. C. *et al.* UCSF ChimeraX: Tools for structure building and analysis. *Protein Sci.* **32**, e4792 (2023).
  22. Evans, R. *et al.* Protein complex prediction with AlphaFold-Multimer. *bioRxiv* 2021.10.04.463034 (2022) doi:10.1101/2021.10.04.463034.
  23. Mirdita, M. *et al.* ColabFold: making protein folding accessible to all. *Nat. Methods* **19**, 679–682 (2022).
  24. Osakabe, A. *et al.* The chromatin remodeler DDM1 prevents transposon mobility through deposition of histone variant H2A.W. *Nat. Cell Biol.* **23**, 391–400 (2021).

# Supplementary material for: Major alleles of CDCA7 shape CG methylation in Arabidopsis thaliana
**Source:** Nat Plants. 2025 Nov 7;11(12):2511–30. doi: 10.1038/s41477-025-02148-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.</div>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | <div>For analysis and plotting:<br/>R Statistical Software (R v4.3.2; <a href="https://www.R-project.org/">https://www.R-project.org/</a>) with the following packages: tidyverse 2.0.0, ggplot2 3.5.1 (Wickham, 2016; Wickham et al., 2019), patchwork 1.2.0, agricolae 1.3-7 , ggbeeswarm 0.7.2, MASS 7.3-60, elevatr (<a href="https://patchwork.data-imaginist.com">https://patchwork.data-imaginist.com</a>, <a href="https://cran.r-project.org/package=agricolae">https://cran.r-project.org/package=agricolae</a>, <a href="https://cran.r-project.org/package=ggbeeswarm">https://cran.r-project.org/package=ggbeeswarm</a>, <a href="https://cran.r-project.org/package=MASS">https://cran.r-project.org/package=MASS</a>, <a href="https://github.com/USEPA/elevatr">https://github.com/USEPA/elevatr</a>).<br/><br/>Genome-wide bisulfite analyses:<br/>Methylpy pipeline v1.2 (<a href="https://github.com/yupenghe/methylpy">https://github.com/yupenghe/methylpy</a>)<br/>The nfcore methylseq pipeline v2.3.0 (<a href="https://nf-co.re/methylseq">https://nf-co.re/methylseq</a>) (Ewels et al., 2020) with Nextflow (v22.10.7)<br/>bigWigAverageOverBed script from UCSC tools (<a href="https://github.com/ucscGenomeBrowser/kent-core/tree/master">https://github.com/ucscGenomeBrowser/kent-core/tree/master</a>)<br/><br/>3' tag-sequencing of messenger RNAs:<br/>custom script (<a href="https://github.com/pierre-bourguet/3-tag-rna-seq">https://github.com/pierre-bourguet/3-tag-rna-seq</a>)<br/>DESeq2 v1.42.1 (Love, Huber and Anders, 2014)<br/><br/>Measurement of expression in 1001 genomes:<br/>STAR v.2.9.6 (Dobin et al. 2013)<br/>featurecounts (Liao et al. 2014)</div> |

## Chip-seq:

The nfcore/chipseq pipeline v2.0.0 (<https://nf-co.re/chipseq/2.0.0/>) (Ewels et al., 2020) with Nextflow (v22.10.7)  
 UCSC tools (<https://github.com/ucscGenomeBrowser/kent-core/tree/master>)  
 deepTools v3.3.1 (Ramírez et al., 2016)

## Protein structure prediction:

AlphaFold3 (Abramson et al., 2024)  
 Colabfold (Mirdita et al., 2022)  
 ChimeraX (Meng et al., 2023)

## Genome-wide association study:

LIMIX version 3.0.4 (Lippert et al., 2014)

## Mediation analysis and heritability:

Published programs written by R (Sasaki, Frommlet and Nordborg, 2018)

## Geographical analysis:

QGIS 3.38.2 (<https://www.qgis.org/>)

## Phylogenetic analysis:

MAFFT v7.310 (Katoh and Standley, 2013)  
 IQ-TREE v2.1.2 (Minh et al., 2020)  
 ape in R v3.3.1 (Paradis, E. and Schliep, K., 2019)  
 iTOL v6.7 (Letunic and Bork, 2024)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data described in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE284119 (T-WGBS), GSE283989 (WGBS), GSE283987 (ChIP-seq), GSE284067 (3' tag mRNA-seq).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Not applicable

Reporting on race, ethnicity, or other socially relevant groupings

Not applicable

Population characteristics

Not applicable

Recruitment

Not applicable

Ethics oversight

Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the population genomics study, we used 774 lines for DNA methylation analysis and 461 lines for gene expression analysis. Since the identified genetic variants were confirmed through experiments, we expect the sample size is sufficient to meet the objectives of this study. For the confirmation of allelic effects, we used one line per allele because the sequences are shared by several lines carrying the alleles and the representative sequence is expected to be sufficient to confirm the allelic effects. For the experimental part, sample sizes were not estimated in advance. |
| Data exclusions | Libraries with insufficient read coverage or low quality were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Independent biological replicates were used, and mutant phenotypes were further validated by using two independent CRISPR-Cas9 lines for each mutant combination. The number of biological replications is described in the corresponding figure legends or the Methods section. In the population genomics studies, no replication was used because each genome sequence was confirmed by comparison with other accessions. Furthermore, the reproducibility of phenotypes was confirmed through their association with genotypes.                                                                   |
| Randomization   | Plants were grown in a randomized pattern to mitigate position effects.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | Blinding tests are not common for this type of experiment, as objective values were measured with appropriate controls in all experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3 (Abcam, ab1791), anti-H2A.W.6/7 (custom), anti-H2A.Z.9/11 (custom), anti-H3K27me1 (Millipore, 17-643) or anti-H3K9me2 (Abcam, ab1220)                                                                         |
| Validation      | Custom antibodies were validated in previous studies:<br>anti-H2A.W.6 & anti-H2A.Z.9 (Yelagandula et al. 2014 Cell)<br>anti-H2A.W.7 (Lorkovic et al. 2017 Current Biology)<br>anti-H2A.Z.11 (Jamge et al. 2023 Elife) |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | cdca7a-1 (SALK_100123C), cdca7a-2 (SALKseq_124190.3), ddm1-2 (Vongs et al., 1993) mutant and control plants were in the Col-0 genetic background. To reset the effect of the transgenerational aggravation of the ddm1-2 mutant phenotype (Kakutani et al., 1996), we backcrossed a ddm1-2 homozygous mutant six times to Col-0, keeping ddm1-2 heterozygous throughout, and subsequently homozygous with Arabidopsis with the Col-0 background. This mutant was generated by transforming Col-0, ddm1-2 second-generation mutants, or cdca7a-2 mutants. We obtained stable homozygous mutant lines in T2 or T3, and used their progeny for this study. Details about primers, guide RNAs and CRISPR mutations used in this study can be found in Supplementary Tables 2 and 3.                       |
| Novel plant genotypes | All transgenic lines were generated with Arabidopsis with the Col-0 background. This mutant was generated by transforming Col-0, ddm1-2 second-generation mutants, or cdca7a-2 mutants. We obtained stable homozygous mutant lines in T2 or T3, and used their progeny for this study. Details about primers, guide RNAs and CRISPR mutations used in this study can be found in Supplementary Tables 2 and 3.                                                                                                                                                                                                                                                                                                                                                                                        |
| Authentication        | For complementation, CDCA7a and CDCA7b were cloned from genomic DNA to include endogenous regulatory sequences in promoters, 5'UTRs, and 3'UTRs. Deletions and point mutations were introduced in constructs using In vitro cloning (Gibson et al., 2010). The generations and number of lines used for each experiment are indicated in the text and figure legends. CRISPR-Cas9 lines for each mutant, to control for potential genetic aberrations. Complementation with CDCA7a and CDCA7b confirmed that no confounding off-target mutations contributed to the measured phenotypes. For complementations, multiple independent primary transformants were analyzed. Since the sgRNA #6 for CDCA7b had the potential to mutate CDCA7a, we verified mutations in CDCA7a for that particular guide. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283987>

Files in database submission

cdca7ab\_1\_H2AW\_log2\_H3\_R1.bigWig  
cdca7ab\_1\_H2AW\_log2\_H3\_R2.bigWig  
cdca7ab\_1\_H2AZ\_log2\_H3\_R1.bigWig  
cdca7ab\_1\_H2AZ\_log2\_H3\_R2.bigWig  
cdca7ab\_1\_H3K27me1\_log2\_H3\_R2.bigWig  
cdca7ab\_1\_H3K9me2\_log2\_H3\_R1.bigWig  
cdca7ab\_1\_H3K9me2\_log2\_H3\_R2.bigWig  
cdca7ab\_1\_H3\_R1.bigWig  
cdca7ab\_1\_H3\_R2.bigWig  
cdca7ab\_1\_input\_R1.bigWig  
cdca7ab\_1\_input\_R2.bigWig  
cdca7ab\_2\_H2AW\_log2\_H3\_R1.bigWig  
cdca7ab\_2\_H2AW\_log2\_H3\_R2.bigWig  
cdca7ab\_2\_H2AZ\_log2\_H3\_R1.bigWig  
cdca7ab\_2\_H2AZ\_log2\_H3\_R2.bigWig  
cdca7ab\_2\_H3K27me1\_log2\_H3\_R1.bigWig  
cdca7ab\_2\_H3K27me1\_log2\_H3\_R2.bigWig  
cdca7ab\_2\_H3K9me2\_log2\_H3\_R1.bigWig  
cdca7ab\_2\_H3\_R1.bigWig

cdca7ab\_2\_H3\_R2.bigWig  
 cdca7ab\_2\_input\_R1.bigWig  
 cdca7ab\_2\_input\_R2.bigWig  
 Col\_0\_H2AW\_log2\_H3\_R1.bigWig  
 Col\_0\_H2AW\_log2\_H3\_R2.bigWig  
 Col\_0\_H2AZ\_log2\_H3\_R1.bigWig  
 Col\_0\_H2AZ\_log2\_H3\_R2.bigWig  
 Col\_0\_H3K27me1\_log2\_H3\_R1.bigWig  
 Col\_0\_H3K27me1\_log2\_H3\_R2.bigWig  
 Col\_0\_H3K9me2\_log2\_H3\_R1.bigWig  
 Col\_0\_H3K9me2\_log2\_H3\_R2.bigWig  
 Col\_0\_H3\_R1.bigWig  
 Col\_0\_H3\_R2.bigWig  
 Col\_0\_input\_R1.bigWig  
 Col\_0\_input\_R2.bigWig  
 ddm1\_H2AW\_log2\_H3\_R1.bigWig  
 ddm1\_H2AW\_log2\_H3\_R2.bigWig  
 ddm1\_H2AZ\_log2\_H3\_R1.bigWig  
 ddm1\_H2AZ\_log2\_H3\_R2.bigWig  
 ddm1\_H3K27me1\_log2\_H3\_R1.bigWig  
 ddm1\_H3K27me1\_log2\_H3\_R2.bigWig  
 ddm1\_H3K9me2\_log2\_H3\_R1.bigWig  
 ddm1\_H3K9me2\_log2\_H3\_R2.bigWig  
 ddm1\_H3\_R1.bigWig  
 ddm1\_H3\_R2.bigWig  
 ddm1\_input\_R1.bigWig  
 ddm1\_input\_R2.bigWig  
 cdca7ab\_1\_H2A.W.6\_7\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_H2A.W.6\_7\_rep1\_R2.fastq.gz  
 cdca7ab\_1\_H2A.W.6\_7\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_H2A.W.6\_7\_rep2\_R2.fastq.gz  
 cdca7ab\_1\_H2A.Z.9\_11\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_H2A.Z.9\_11\_rep1\_R2.fastq.gz  
 cdca7ab\_1\_H2A.Z.9\_11\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_H2A.Z.9\_11\_rep2\_R2.fastq.gz  
 cdca7ab\_1\_H3K27me1\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_H3K27me1\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_H3K27me1\_rep2\_R2.fastq.gz  
 cdca7ab\_1\_H3K9me2\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_H3K9me2\_rep1\_R2.fastq.gz  
 cdca7ab\_1\_H3K9me2\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_H3K9me2\_rep2\_R2.fastq.gz  
 cdca7ab\_1\_H3\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_H3\_rep1\_R2.fastq.gz  
 cdca7ab\_1\_H3\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_H3\_rep2\_R2.fastq.gz  
 cdca7ab\_1\_input\_rep1\_R1.fastq.gz  
 cdca7ab\_1\_input\_rep1\_R2.fastq.gz  
 cdca7ab\_1\_input\_rep2\_R1.fastq.gz  
 cdca7ab\_1\_input\_rep2\_R2.fastq.gz  
 cdca7ab\_2\_H2A.W.6\_7\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_H2A.W.6\_7\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_H2A.W.6\_7\_rep2\_R1.fastq.gz  
 cdca7ab\_2\_H2A.W.6\_7\_rep2\_R2.fastq.gz  
 cdca7ab\_2\_H2A.Z.9\_11\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_H2A.Z.9\_11\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_H2A.Z.9\_11\_rep2\_R1.fastq.gz  
 cdca7ab\_2\_H2A.Z.9\_11\_rep2\_R2.fastq.gz  
 cdca7ab\_2\_H3K27me1\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_H3K27me1\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_H3K27me1\_rep2\_R1.fastq.gz  
 cdca7ab\_2\_H3K27me1\_rep2\_R2.fastq.gz  
 cdca7ab\_2\_H3K9me2\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_H3K9me2\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_H3\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_H3\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_H3\_rep2\_R1.fastq.gz  
 cdca7ab\_2\_H3\_rep2\_R2.fastq.gz  
 cdca7ab\_2\_input\_rep1\_R1.fastq.gz  
 cdca7ab\_2\_input\_rep1\_R2.fastq.gz  
 cdca7ab\_2\_input\_rep2\_R1.fastq.gz  
 cdca7ab\_2\_input\_rep2\_R2.fastq.gz  
 Col\_0\_H2A.W.6\_7\_rep1\_R1.fastq.gz  
 Col\_0\_H2A.W.6\_7\_rep1\_R2.fastq.gz  
 Col\_0\_H2A.W.6\_7\_rep2\_R1.fastq.gz  
 Col\_0\_H2A.W.6\_7\_rep2\_R2.fastq.gz  
 Col\_0\_H2A.Z.9\_11\_rep1\_R1.fastq.gz

```
Col_0_H2A.Z.9_11_rep1_R2.fastq.gz
Col_0_H2A.Z.9_11_rep2_R1.fastq.gz
Col_0_H2A.Z.9_11_rep2_R2.fastq.gz
Col_0_H3K27me1_rep1_R1.fastq.gz
Col_0_H3K27me1_rep1_R2.fastq.gz
Col_0_H3K27me1_rep2_R1.fastq.gz
Col_0_H3K27me1_rep2_R2.fastq.gz
Col_0_H3K9me2_rep1_R1.fastq.gz
Col_0_H3K9me2_rep1_R2.fastq.gz
Col_0_H3K9me2_rep2_R1.fastq.gz
Col_0_H3K9me2_rep2_R2.fastq.gz
Col_0_H3_rep1_R1.fastq.gz
Col_0_H3_rep1_R2.fastq.gz
Col_0_H3_rep2_R1.fastq.gz
Col_0_H3_rep2_R2.fastq.gz
Col_0_input_rep1_R1.fastq.gz
Col_0_input_rep1_R2.fastq.gz
Col_0_input_rep2_R1.fastq.gz
Col_0_input_rep2_R2.fastq.gz
ddm1_H2A.W.6_7_rep1_R1.fastq.gz
ddm1_H2A.W.6_7_rep1_R2.fastq.gz
ddm1_H2A.W.6_7_rep2_R1.fastq.gz
ddm1_H2A.W.6_7_rep2_R2.fastq.gz
ddm1_H2A.Z.9_11_rep1_R1.fastq.gz
ddm1_H2A.Z.9_11_rep1_R2.fastq.gz
ddm1_H2A.Z.9_11_rep2_R1.fastq.gz
ddm1_H2A.Z.9_11_rep2_R2.fastq.gz
ddm1_H3K27me1_rep1_R1.fastq.gz
ddm1_H3K27me1_rep1_R2.fastq.gz
ddm1_H3K27me1_rep2_R1.fastq.gz
ddm1_H3K27me1_rep2_R2.fastq.gz
ddm1_H3K9me2_rep1_R1.fastq.gz
ddm1_H3K9me2_rep1_R2.fastq.gz
ddm1_H3K9me2_rep2_R1.fastq.gz
ddm1_H3K9me2_rep2_R2.fastq.gz
ddm1_H3_rep1_R1.fastq.gz
ddm1_H3_rep1_R2.fastq.gz
ddm1_H3_rep2_R1.fastq.gz
ddm1_H3_rep2_R2.fastq.gz
ddm1_input_rep1_R1.fastq.gz
ddm1_input_rep1_R2.fastq.gz
ddm1_input_rep2_R1.fastq.gz
ddm1_input_rep2_R2.fastq.gz
```

Genome browser session  
(e.g. [UCSC](https://genome.ucsc.edu))

[https://genome.ucsc.edu/s/pbourguet/ChIPseq\\_CDCA7\\_GWAS\\_MS](https://genome.ucsc.edu/s/pbourguet/ChIPseq_CDCA7_GWAS_MS)

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | We used two independent mutant lines for each CRISPR mutant. The number of biological replicates for each line was 1 to 2 for ChIP-seq.                                                                                                                                                                                                              |
| Sequencing depth        | 28-80 M input reads, 98% average unique mappers, paired-end 150 bp reads.                                                                                                                                                                                                                                                                            |
| Antibodies              | anti-H3 (Abcam, ab1791), anti-H2A.W.6/7 (custom), anti-H2A.Z.9/11 (custom), anti-H3K27me1 (Millipore, 17-643) or anti-H3K9me2 (Abcam, ab1220)                                                                                                                                                                                                        |
| Peak calling parameters | We did not use peak calling.                                                                                                                                                                                                                                                                                                                         |
| Data quality            | <p>We looked at multiple metrics to evaluate data quality:</p> <ul style="list-style-type: none"> <li>- base calling quality</li> <li>- % of trimmed bases</li> <li>- mapping rates</li> <li>- duplication rates</li> <li>- agreement with the independent mutant lines and biological replicates</li> <li>- efficiency &amp; fingerprint</li> </ul> |
| Software                | nfcore/chipseq pipeline v2.0.0 ( <a href="https://nf-co.re/chipseq/2.0.0/">https://nf-co.re/chipseq/2.0.0/</a> ) (Ewels et al., 2020)                                                                                                                                                                                                                |

# Supplementary material for: Major alleles of CDCA7 shape CG methylation in Arabidopsis thaliana
**Source:** Nat Plants. 2025 Nov 7;11(12):2511–30. doi: 10.1038/s41477-025-02148-w

Source data for Figure 4d

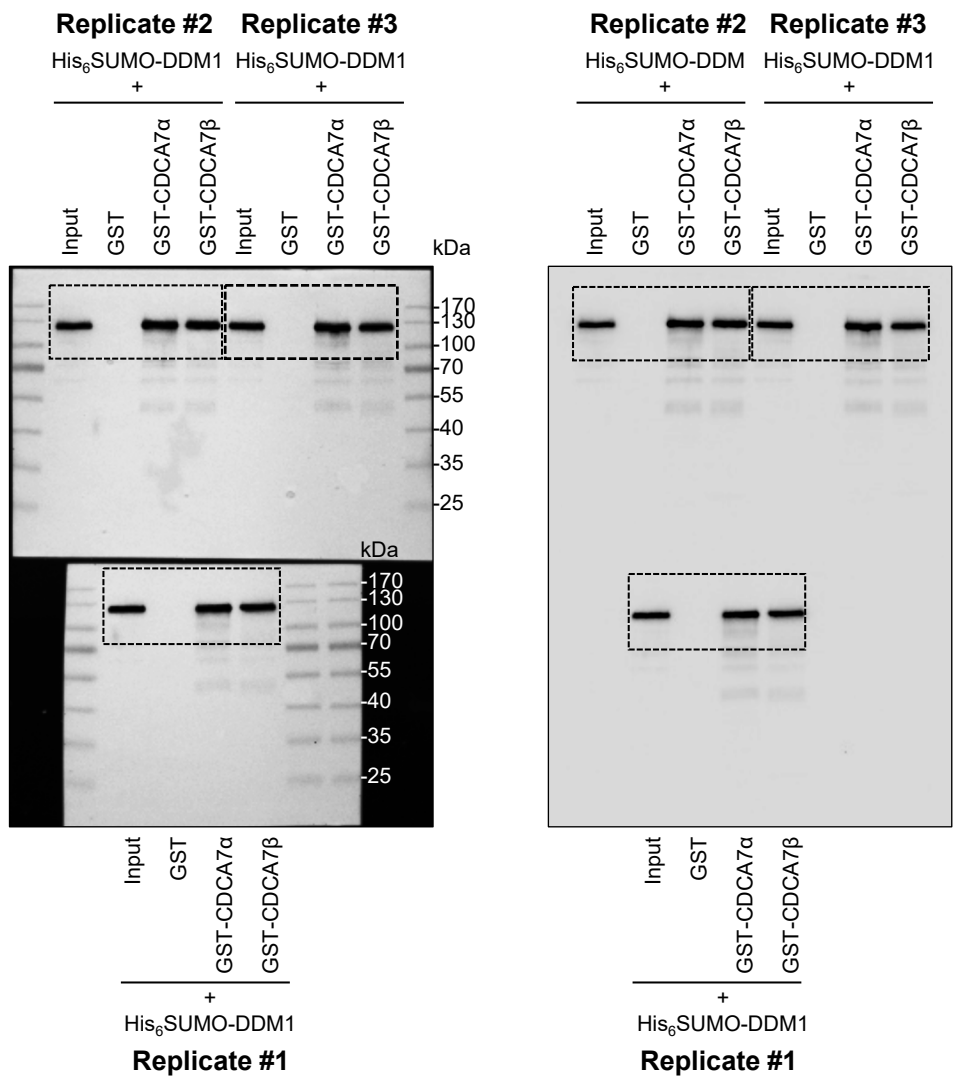

All WB: anti-DDM1

Source data for Figure 4e

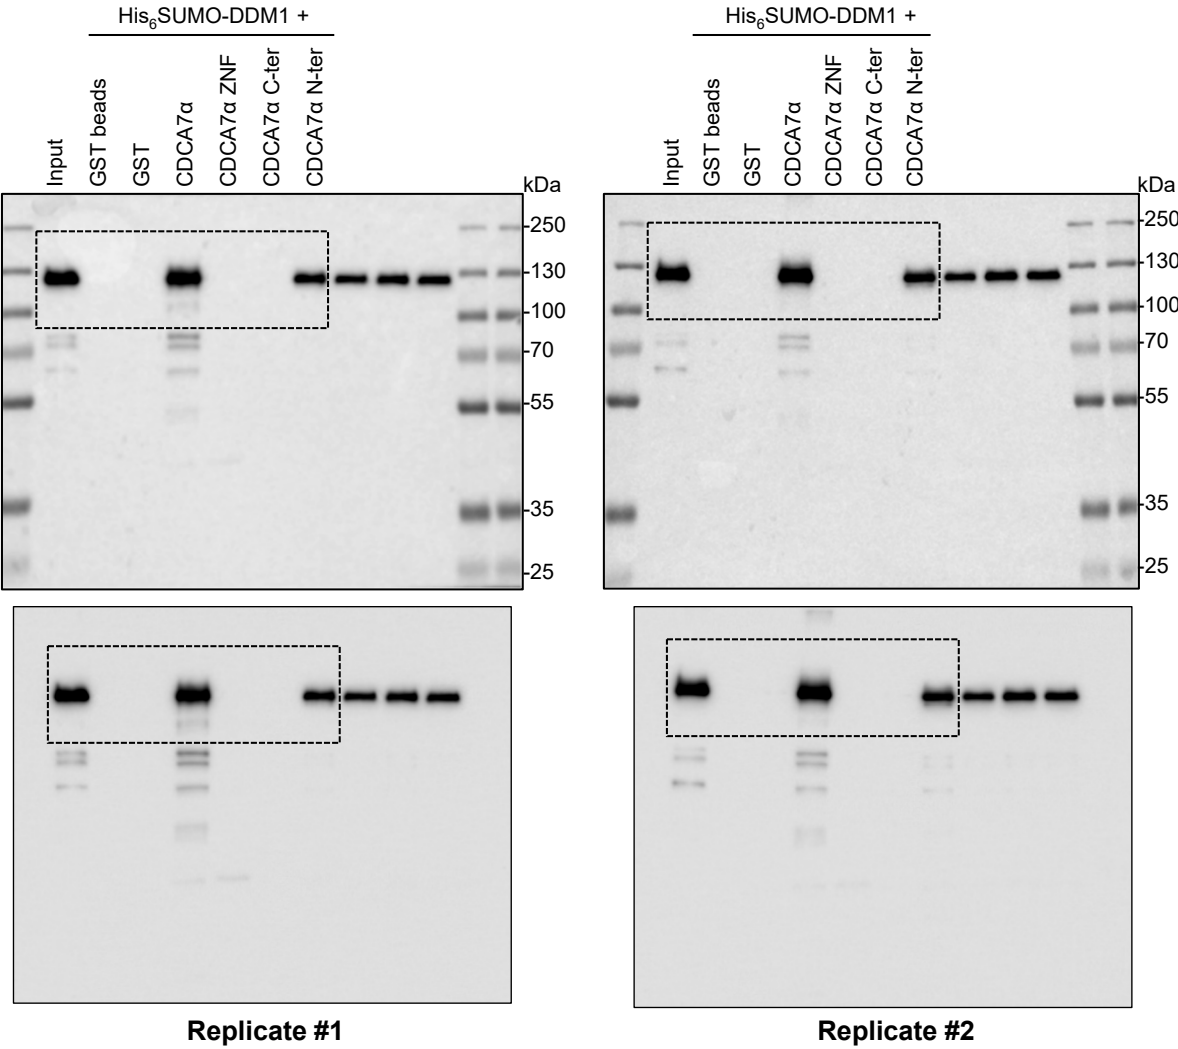

All WB: anti-DDM1

Source data for Figure 4g and S6b

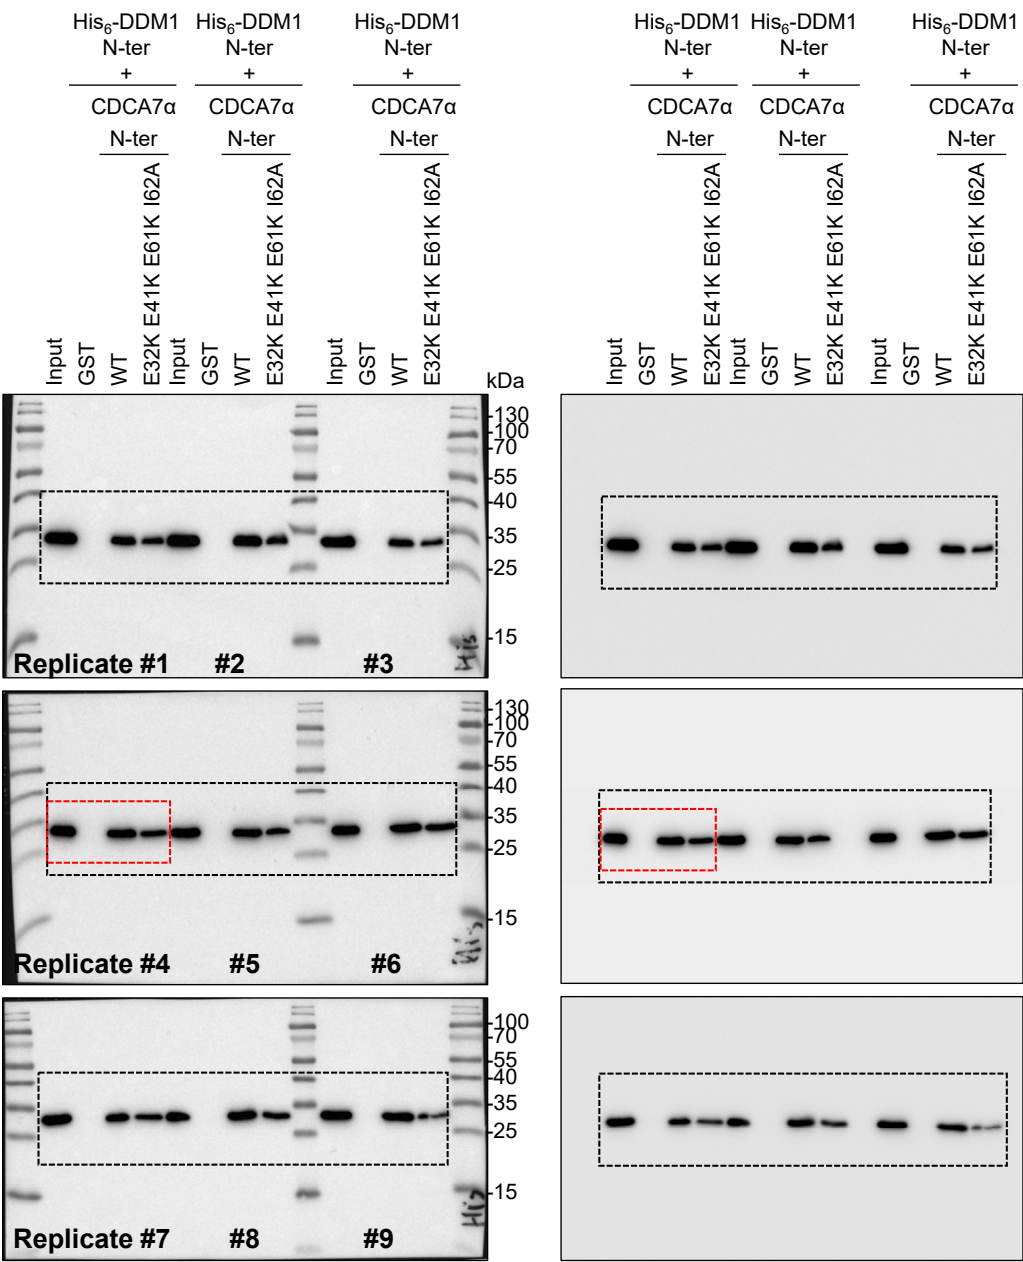

All WB: anti-His

Source data for Figure 4h and S6c

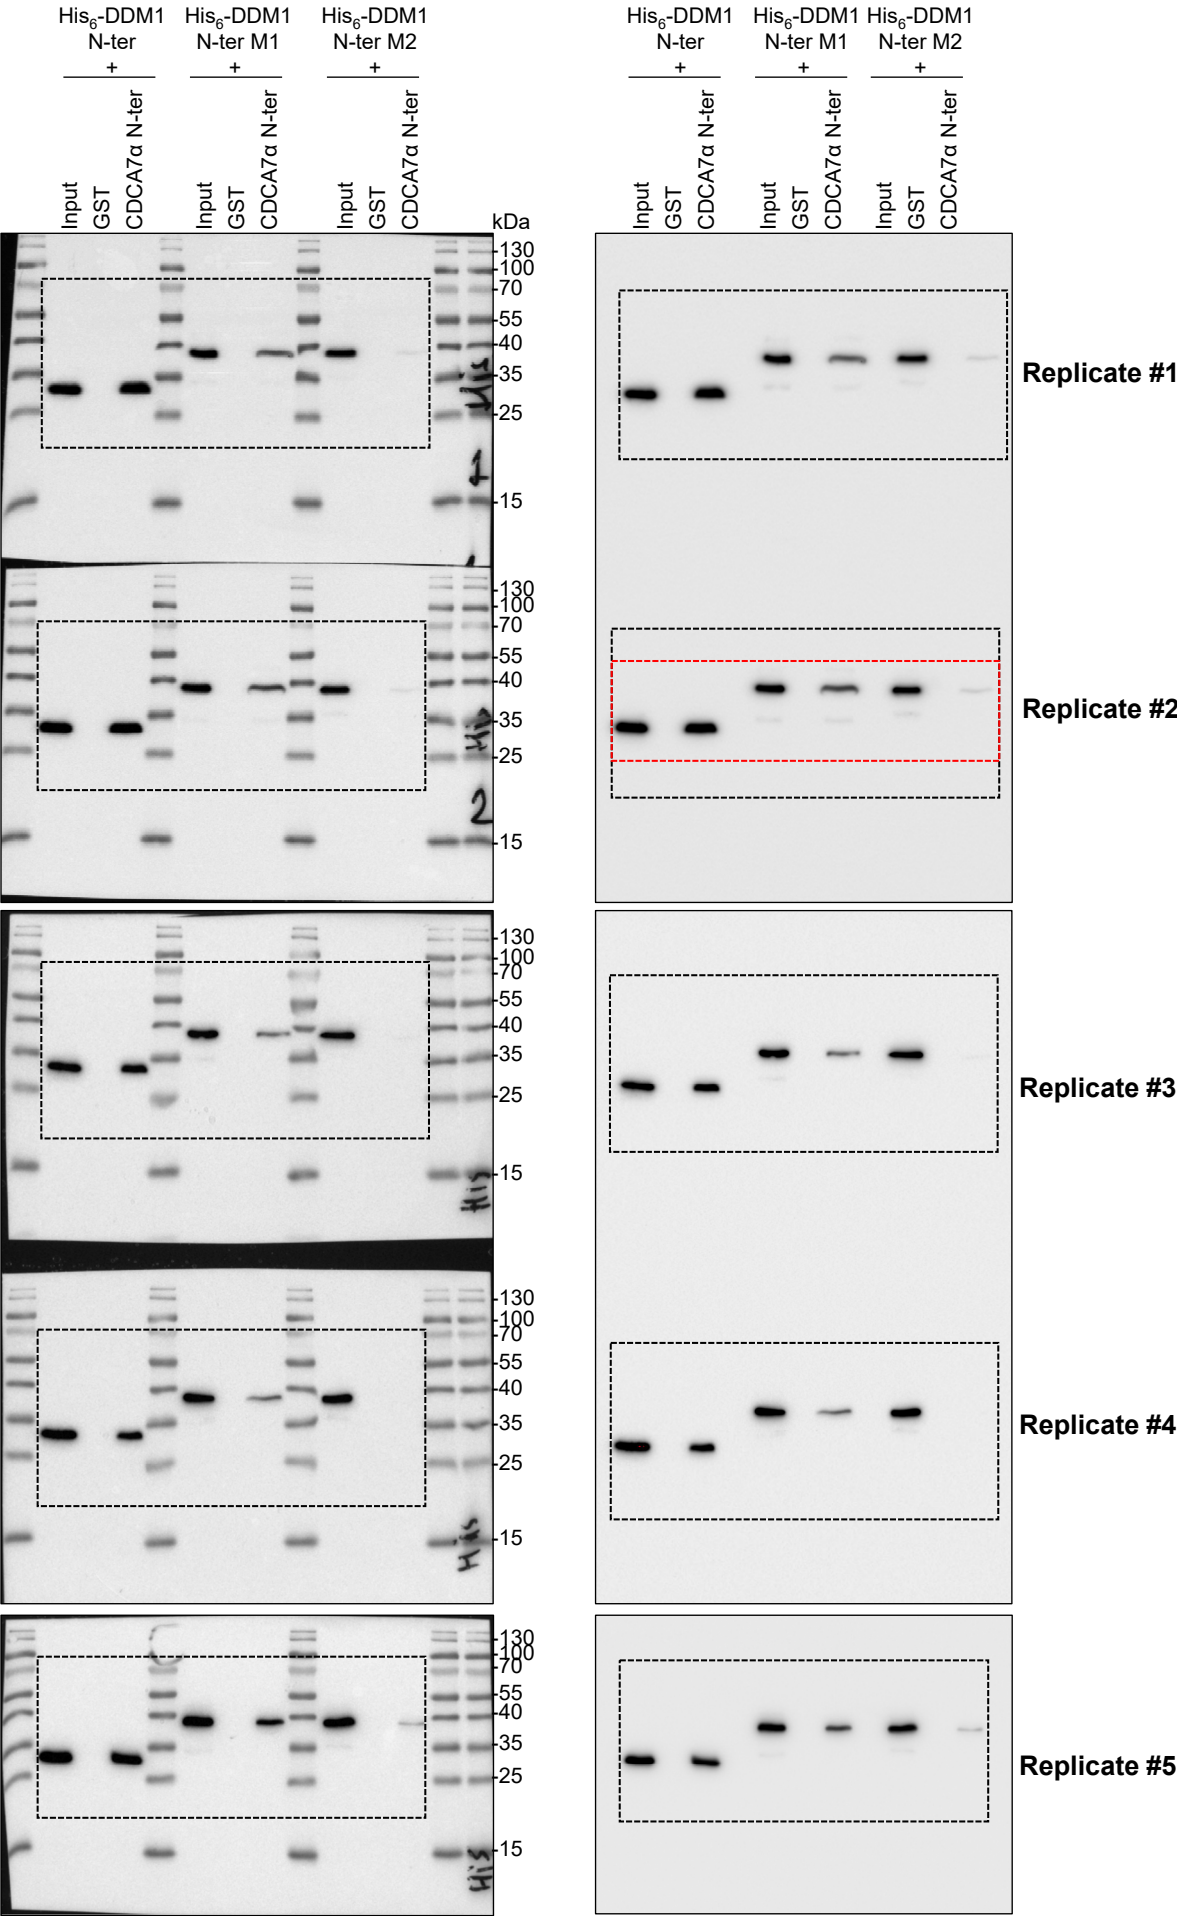

**Supplement:** Supplementary file 6 — Unprocessed western blots.

# Supplementary material for: Major alleles of CDCA7 shape CG methylation in Arabidopsis thaliana
**Source:** Nat Plants. 2025 Nov 7;11(12):2511–30. doi: 10.1038/s41477-025-02148-w
**Supplement:** Supplementary file 11 — Unprocessed western blots.

# Source data for Extended Data Figure 8c

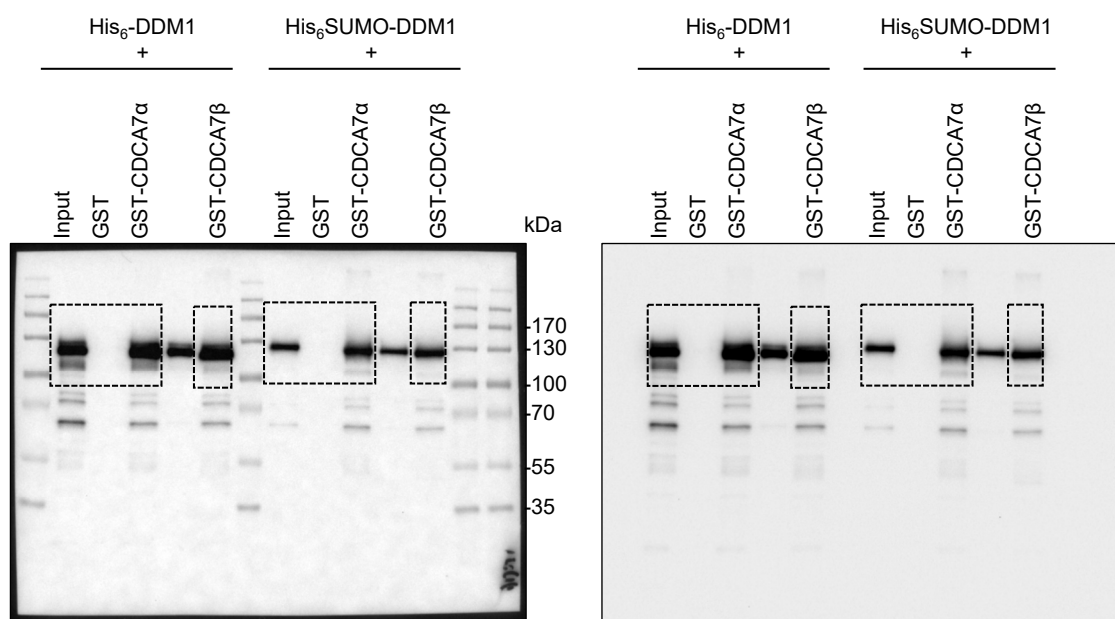

WB: anti-DDM1

Source data for Extended data Figure 8f

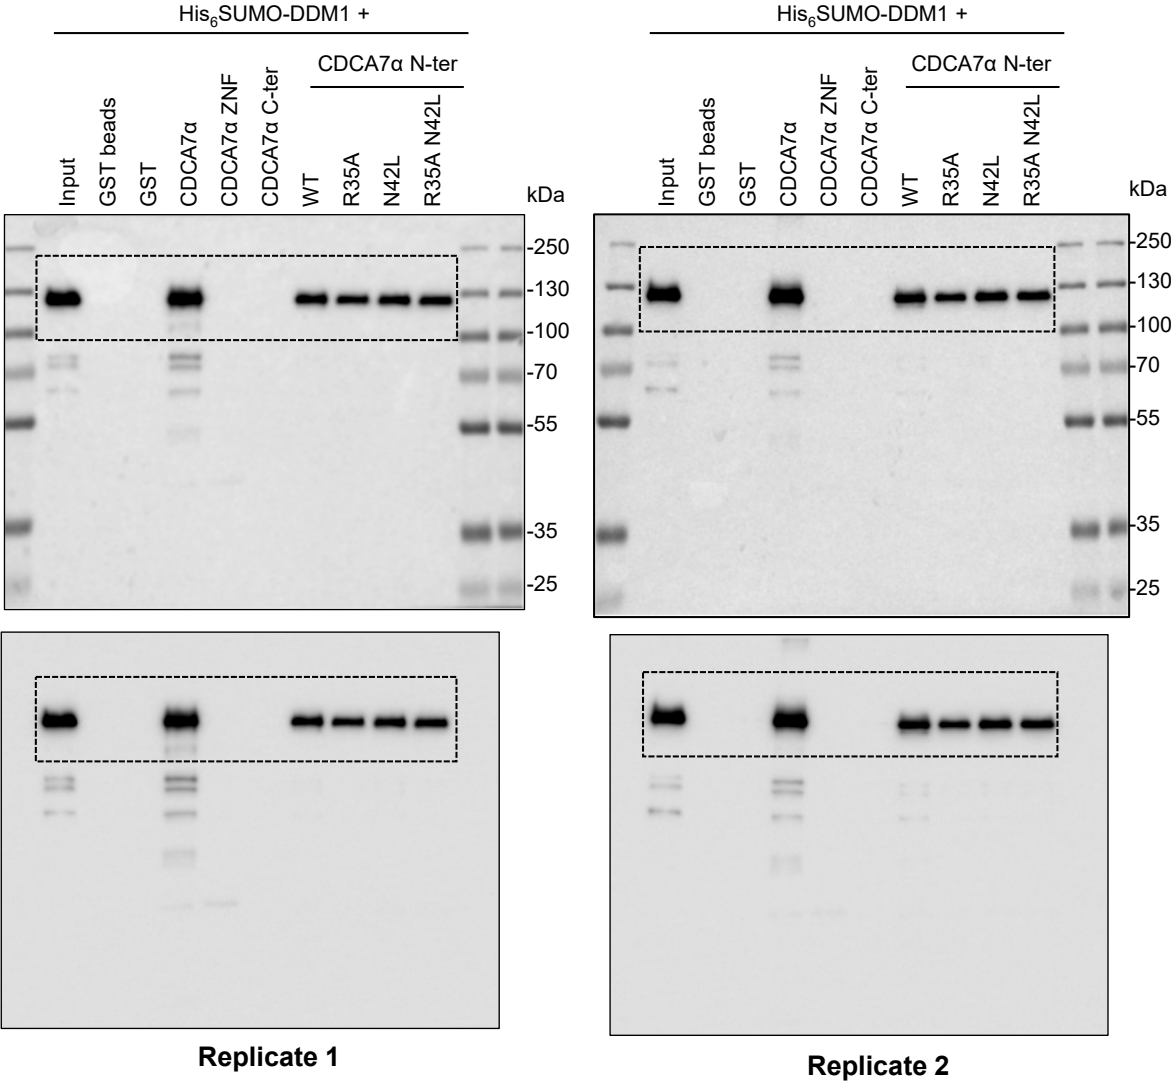

All WB: anti-DDM1

How the deposited data were processed for this re-analysis (not part of the article)

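The data are 3′-tag mRNA-seq libraries of Arabidopsis rosette leaves, 39 libraries for Figs. 2 and 3 and 82 libraries for Figs. 4 and 5, and every one of the 121 libraries was assigned to its genotype from the study's own sample records. The first set was made from pools of 3 plants of 31 days, and the second from a single leaf of individual plants of 28 days.

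The authors removed PCR duplicates by the molecular identifier, mapped reads to TAIR10 with STAR and counted them with Salmon on AtRTD3 transcripts and TAIR10 TEs, with the transgene as an extra chromosome. The deposited count tables hold the authors' estimated counts, that is expected counts that need not be whole numbers, on the sense strand and without normalization. The deposited RPM tables hold the authors' RPM values, scaled to the library's total, for the sense and the antisense strand. From the sense counts, log2 values of TMM-normalized CPM (counts scaled to the library's effective total) were computed here. The RPM values differed from those recomputed from the summed counts by at most 0.000918 in the first set and 5.195006 in the second.

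Counts of the transcripts of a locus were summed and rounded, which gave 68157 loci in the first set and 68159 in the second, of which 31188 were TEs. Features with at least 10 reads in at least 3 libraries were tested, 17943 in the first set and 17510 in the second. The main test was edgeR 4.0.16 (quasi-likelihood, TMM normalization) in R 4.3.3 with Benjamini-Hochberg adjustment over all features, and DESeq2 1.42.0 and limma 3.58.1 were run as alternatives. A feature was called at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. Levels of TEs and of the transgene were log2 values with a prior count of 2, compared by exact permutation where groups were small and otherwise by 100000 resamples, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The TE score uses TEs chosen from the comparison of cdca7α cdca7β-3 with the WT, so these 2 groups are not independent of the choice. Gene symbols were taken from the RefSeq annotation TAIR10.1 by locus tag, for names only, and all 33991 nuclear gene loci named by a single AGI identifier were found in it.

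The library totals were 2087927 to 4439892 counts in the first set (median 3635177) and 1194658 to 5206149 in the second (median 3268761.5), and plastid transcripts took 5.55% to 43.9% and 4.39% to 22.9% of them. The common dispersion was 0.117 and 0.127. At 0 reads, up to 3 expected reads cannot be excluded at 95% confidence. Fold changes against a group with at most 3 counts in every library are given as lower bounds.

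The groups, comparisons, thresholds and alternatives were set before the data were examined, except where the text says otherwise. The alternatives were other normalizations, DESeq2, a stricter adjusted p, no filter on low counts, fits of only the compared groups, a replicate block, a test against a fold change, transcripts not summed, other prior counts and RPM scales, other TE sets, single backgrounds and single libraries left out in turn. The fits without organelle transcripts and with antisense TEs were added after the data had been seen. The pipeline was tested on simulated data with 200 changed features, of which edgeR recovered 92.5% with 3 libraries per group and 88% with 2 against 3, with 8.42% and 6.88% of its calls false. The changed features were drawn only from those above a minimum mean level. These percentages therefore do not apply to features near the detection limit, as most TEs were. Of the 750 TEs upregulated in ddm1 of the 2nd generation, 614 had at most 3 counts in every WT library. Named features are the genes that the paper names for these libraries, the 5 TEs with the largest fold change in both double mutants, the 3 genes with the largest, and the members of lists of 5 or fewer.

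Of the targets' own transcripts, CDCA7α was measurable in cdca7α-1 (41, 49 and 66 reads), in ddm1 cdca7α-1 (33 and 38) and in ddm1 of the 2nd generation (12 and 18). In the WT it had at most 5 reads in the first set, where a loss could not be seen, and 2 to 8 reads in the second, against 0 to 1 in untransformed cdca7α cdca7β-3. CDCA7β and DDM1 were near or below the detection limit in both sets. Removal of TEs that overlap genes, isoforms and the data of other assays were not analysed here.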

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

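The tests on the depth of plant 4 of the promoter without the 26-bp indel, on the WT libraries and on fewer reads in the second set were decided before their result, and all other tests in this part were chosen only after the result was seen. In the plants of Figs. 4 and 5, 26 groups of values were searched for a plant far from the others, and 5 held one, where about 1.3 would by chance.

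A plant with CDCA7α(ΔC-ter), plant 7, had 42 reads on the feature of the mVenus seed-coat reporter, a signal in data that the paper did not analyse. No other library had more than 3 such reads, which excludes reads from another library as the source, and its total of 3309017 counts was within the 1653898 to 4001222 of the other plants, which excludes depth. Activity of the reporter in this leaf stays open and was not tested.

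Plant 4 of CDCA7α-alta without the 26-bp indel in cdca7α cdca7β-3 had a TE score of 3.58, far from the 0.15 to 1.05 of the other 6 plants. Its 3089950 counts were within the 1921766 to 4240535 of the others, which argues against depth. It had 0 transgene reads, and the others had 2 to 22, so it may be a plant without the transgene. A transgene too weakly expressed to be counted stays open.

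Plant 3 with CDCA7α(ΔC-ter) had a TE score of 3.56, far from the −0.027 to 0.56 of the others. Its total of 4001222 counts was above the 1653898 to 3867055 of the others, but the highest score among the 2 promoter plants of this background with at least as many counts was 0.207, which argues against depth. It had 2 transgene reads, within the 0 to 5 of untransformed plants and below the others of its group, so it may lack the transgene. Expression too low to complement stays open as well.

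Plant 3 of CDCA7α-alta without the 4-bp indel in cdca7α-2 had a TE score of 0.32, above the others of its group. It had 0 transgene reads, and untransformed cdca7α-2 plants had scores of 0.24 to 0.43, so it may carry no transgene. Its 1555107 counts were below the 3338349 to 3925796 of the others, and an effect of depth cannot be told apart from this.

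Plant 3 of CDCA7α-alta without the 26-bp indel in cdca7α-2 had a transgene level of 0.27 on the log2 scale, below the others of its group. At 0.468 RPM against at least 3.45 RPM in the others, depth is excluded. Its TE score of 0.204 lies within the 0.11 to 0.30 of its group and below the 0.24 to 0.43 of untransformed cdca7α-2, so a plant without the transgene and a weakly expressing one cannot be told apart.

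Plant 1 of untransformed cdca7β-1 had a transgene level of 0.87 from 5 reads. At 1.15 RPM it was above the other cdca7β-1 plants, which had at most 0.311 RPM, but within their detection limits of 0.815 to 1.21 RPM, so an effect of depth cannot be told apart. Untransformed WT plants had up to 4 transgene reads and untransformed cdca7α-2 plants up to 5, so such counts were not limited to this plant. The library with the most transgene reads held 220, and whether some of the 5 reads of plant 1 came from another library cannot be told apart from other sources.

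The change in cdca7β-1 differed between the first and the second set of libraries for 2 genes, named after their values were seen. AT2G41650 had a log2 fold change of 1.78 in the first set (adjusted p = 0.00583, edgeR, Benjamini-Hochberg) and −0.58 in the second (adjusted p = 1), a difference of 2.33 (adjusted p = 0.0179, edgeR, Benjamini-Hochberg). AT3G62530 had 2.40 (adjusted p = 0.00133, edgeR, Benjamini-Hochberg) and 0.052 (adjusted p = 1), a difference of 2.31 (adjusted p = 0.0201). In all, 937 genes changed in the first set, these 2 among them. In the fit of all plants of the second set, 3 genes were up (PREP1, SCO2 and TUBG1) and 1 was down (G19924), named after their values were seen. Of the genes called in the second set, 1 up and 1 down were called in the same direction in the first. The genes upregulated in the first set had a median log2 fold change of 1.51 there and 0.20 in the second, which argues against fewer reads as the cause. Without organelle transcripts 931 genes changed, which argues against their counts in the fit as the cause. Leaving them out cannot test a difference between libraries that goes along with their share. The same genes had a median of 0.15 in cdca7α-1 against the same WT libraries, which argues against the WT libraries as the whole cause, although it was 1.27 in cdca7α-2, 0.98 in cdca7β-2 and 1.09 in ddm1 of the 1st generation, and 308 genes changed without WT replicate 2. Without cdca7β-1 replicate 3 the count was 434, so a single library of cdca7β-1 may account for part of it. The age of the plants, the pooling and the sequencing run differ between the sets and stay open.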

How the results depend on the processing

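Each of 136 results was recomputed under alternatives, most of them set before the data were examined, which gave 1402 values. Of these, 1135 stayed on the same side of the test's threshold, within 1.5 times for a count, or within the replicate spread where no test was possible. The other 267 did not, and 20 of them reversed. Among the 1135, 4 differences in TE transcript level near 0 took the other sign with 1 library left in a group, with ranges of −0.13 to 0.25 for cdca7β-2 against the WT and −0.040 to 0.12 for ddm1 cdca7α-1 against ddm1. Among the log2 fold changes of 36 named features, 247 alternative values were on the same side, 25 weaker, 5 stronger and 0 reversed. The number of upregulated TEs in cdca7α cdca7β-1 lay between 161 and 253 under every alternative fit of all libraries, and that in cdca7α cdca7β-2 between 169 and 255. The differences in TE score, and those in transgene expression from untransformed plants, kept their direction under every alternative. The authors' removal of TEs that overlap protein-coding genes was not run, since it needs TE coordinates that were not used here. Libraries of groups of 2 were not left out one at a time in the counts of genes and TEs, because 1 library would remain.

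With only the 2 groups compared in the fit, upregulated TEs went from 7 to 0 (10 at an unadjusted p under 0.05) in cdca7α-2, from 4 to 0 (8 at an unadjusted p under 0.05) in cdca7β-1, from 3 to 0 (4 at an unadjusted p under 0.05) in cdca7β-2 and from 190 to 80 in cdca7α cdca7β-1. In cdca7α cdca7β-2, it went from 196 to 93, from 723 to 455 in 1st-generation ddm1 and from 160 to 74 in both double mutants. Upregulated genes went from 302 to 0 (1008 at an unadjusted p under 0.05) in cdca7α-2, from 780 to 0 (1654 at an unadjusted p under 0.05) in cdca7β-1, from 49 to 0 (806 at an unadjusted p under 0.05) in cdca7β-2 and from 54 to 15 in cdca7α cdca7β-1. In cdca7α cdca7β-2, it went from 56 to 20, from 1011 to 533 in 1st-generation ddm1, from 1079 to 445 in 2nd-generation ddm1 and from 608 to 386 in 5th-generation ddm1. Downregulated genes went from 39 to 0 (429 at an unadjusted p under 0.05) in cdca7α-2, from 157 to 0 (972 at an unadjusted p under 0.05) in cdca7β-1, from 60 to 0 (861 at an unadjusted p under 0.05) in cdca7β-2 and from 7 to 3 in cdca7α cdca7β-1. In cdca7α cdca7β-2, it went from 3 to 0 (136 at an unadjusted p under 0.05), from 1239 to 623 in 1st-generation ddm1, from 778 to 296 in 2nd-generation ddm1 and from 500 to 308 in 5th-generation ddm1. TEs changed relative to ddm1 went to 1 in ddm1 cdca7α-2, from 2 to 1 in ddm1 cdca7β-2 and from 2 to 0 (21 higher and 26 lower at an unadjusted p under 0.05) in ddm1 cdca7α cdca7β-2. The percentage of 2nd-generation ddm1 TEs went from 25.3 to 14.5 in cdca7α cdca7β-1 and from 26.1 to 16.9 in cdca7α cdca7β-2. The dispersion then rests on 4 to 6 libraries and the filter on 2 of them by construction, and beyond this the cause was not tested.

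Without the filter on low counts, TEs called up went to 10 in cdca7α-1, from 7 to 16 in cdca7α-2, from 4 to 9 in cdca7β-1 and from 3 to 34 in cdca7β-2. Genes called up went from 3 to 113 in cdca7α-1, from 302 to 633 in cdca7α-2, from 49 to 502 in cdca7β-2 and from 54 to 117 in cdca7α cdca7β-1. In cdca7α cdca7β-2, it went from 56 to 216 and from 608 to 930 in 5th-generation ddm1. Genes called down went from 3 to 37 in cdca7α-1, from 39 to 248 in cdca7α-2, from 157 to 333 in cdca7β-1 and from 60 to 689 in cdca7β-2. In cdca7α cdca7β-1, it went from 7 to 104, from 3 to 85 in cdca7α cdca7β-2 and from 1239 to 1908 in 1st-generation ddm1. Relative to ddm1, changed TEs went to 40 in ddm1 cdca7α-1, to 21 in ddm1 cdca7α-2, to 11 in ddm1 cdca7β-1 and from 2 to 38 in ddm1 cdca7β-2. In ddm1 cdca7α cdca7β-1, it went from 2 to 17 and from 2 to 19 in ddm1 cdca7α cdca7β-2. The percentage of 2nd-generation ddm1 TEs went from 25.3 to 28.7 in cdca7α cdca7β-1. More features with few reads are tested by construction, and beyond this the cause was not tested.

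With edgeR's test against a fold change (glmTreat), calls of upregulated TEs went from 7 to 0 (32 at an unadjusted p under 0.05) in cdca7α-2, from 4 to 0 (14 at an unadjusted p under 0.05) in cdca7β-1 and from 3 to 0 (43 at an unadjusted p under 0.05) in cdca7β-2. Calls of upregulated genes went from 302 to 6 in cdca7α-2, from 780 to 0 (539 at an unadjusted p under 0.05) in cdca7β-1, from 49 to 0 (149 at an unadjusted p under 0.05) in cdca7β-2 and from 1011 to 261 in 1st-generation ddm1. In 2nd-generation ddm1, it went from 1079 to 295 and from 608 to 232 in 5th-generation ddm1. Calls of downregulated genes went from 39 to 4 in cdca7α-2, from 157 to 0 (82 at an unadjusted p under 0.05) in cdca7β-1, from 60 to 0 (260 at an unadjusted p under 0.05) in cdca7β-2 and from 3 to 1 in cdca7α cdca7β-2. In 1st-generation ddm1, it went from 1239 to 235, from 778 to 126 in 2nd-generation ddm1 and from 500 to 89 in 5th-generation ddm1. Changed TEs relative to ddm1 went from 2 to 1 in ddm1 cdca7α cdca7β-1 and from 2 to 0 (4 higher and 10 lower at an unadjusted p under 0.05) in ddm1 cdca7α cdca7β-2. The stricter hypothesis accounts for lower counts by construction.

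With transcripts not summed per locus, upregulated genes went from 3 to 1 in cdca7α-1, from 302 to 62 in cdca7α-2, from 780 to 454 in cdca7β-1 and from 49 to 2 in cdca7β-2. Upregulated TEs went from 7 to 3 in cdca7α-2, from 4 to 1 in cdca7β-1 and from 3 to 0 (60 at an unadjusted p under 0.05) in cdca7β-2. Downregulated genes went from 39 to 14 in cdca7α-2, from 157 to 89 in cdca7β-1, from 60 to 3 in cdca7β-2 and from 7 to 13 in cdca7α cdca7β-1. In cdca7α cdca7β-2, it went from 3 to 7, from 778 to 468 in 2nd-generation ddm1 and from 500 to 300 in 5th-generation ddm1. TEs changed relative to ddm1 went from 2 to 1 in ddm1 cdca7α cdca7β-1 and from 2 to 0 (4 higher and 9 lower at an unadjusted p under 0.05) in ddm1 cdca7α cdca7β-2, and the cause was not tested.

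With DESeq2's Wald test in place of edgeR, genes called up went from 3 to 9 in cdca7α-1 and from 49 to 158 in cdca7β-2. Genes called down went from 3 to 5 in cdca7α-1, from 39 to 115 in cdca7α-2, from 157 to 240 in cdca7β-1 and from 60 to 253 in cdca7β-2. In cdca7α cdca7β-1, it went from 7 to 11 and from 3 to 8 in cdca7α cdca7β-2. TEs called up went from 3 to 9 in cdca7β-2. Relative to ddm1, changed TEs went to 5 in ddm1 cdca7α-1, to 3 in ddm1 cdca7α-2, to 1 in ddm1 cdca7β-1 and from 2 to 6 in ddm1 cdca7β-2. In ddm1 cdca7α cdca7β-1, it went from 2 to 6 and from 2 to 5 in ddm1 cdca7α cdca7β-2. The cause was not tested.

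At an adjusted p of at most 0.05, calls of upregulated TEs went from 7 to 2 in cdca7α-2, from 4 to 2 in cdca7β-1 and from 3 to 0 (58 at an unadjusted p under 0.05) in cdca7β-2. Calls of upregulated genes went from 302 to 103 in cdca7α-2 and from 49 to 9 in cdca7β-2. Calls of downregulated genes went from 39 to 13 in cdca7α-2, from 60 to 11 in cdca7β-2, from 3 to 1 in cdca7α cdca7β-2 and from 1239 to 808 in 1st-generation ddm1. This follows from the stricter limit by construction.

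With a prior count of 0.5, the difference in TE transcript level went from −0.0028 to 0.0088 in cdca7β-1 against the WT. The difference in transgene expression from untransformed plants went from 0.84 to 1.14 with R35A and N42L. The difference in transgene expression between promoters went from 1.97 to 2.00 for CDCA7α-alta against the reference, from 2.21 to 2.13 for CDCA7α-alta without the 4-bp indel against the reference and from −2.28 to −2.34 for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel. The p no longer passed 0.05 with R35A and N42L, for CDCA7α-alta against the reference, for CDCA7α-alta without the 4-bp indel against the reference and for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel. The direction reversed in cdca7β-1 against the WT, and the cause was not tested.

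Within cdca7α-2 alone, the difference in transgene expression between promoters went from 1.97 to 1.13 for CDCA7α-alta against the reference, from 2.21 to 1.88 for CDCA7α-alta without the 4-bp indel against the reference, from −2.05 to −1.34 for CDCA7α-alta without the 26-bp indel against CDCA7α-alta and from −2.28 to −2.09 for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel. The p no longer passed 0.05 for CDCA7α-alta against the reference, for CDCA7α-alta without the 4-bp indel against the reference, for CDCA7α-alta without the 26-bp indel against CDCA7α-alta and for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel, and the cause was not tested.

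With log2(RPM + 1), the difference in TE transcript level went from −0.0028 to 0.029 in cdca7β-1 against the WT and from 0.0037 to −0.054 in ddm1 cdca7α cdca7β-2 against ddm1 of the 5th generation. Spearman's rho of transgene expression and TE score went from −0.52 to −0.45 in cdca7α cdca7β-3. The p no longer passed 0.05 in cdca7α cdca7β-3. The direction reversed in cdca7β-1 against the WT and in ddm1 cdca7α cdca7β-2 against ddm1 of the 5th generation, and the cause was not tested.

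Within cdca7α cdca7β-3 alone, the difference in transgene expression between promoters went from 2.21 to 2.44 for CDCA7α-alta without the 4-bp indel against the reference, from 0.24 to −0.25 for CDCA7α-alta without the 4-bp indel against CDCA7α-alta and from −2.28 to −2.46 for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel. The p no longer passed 0.05 for CDCA7α-alta without the 4-bp indel against the reference and for CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel. The direction reversed for CDCA7α-alta without the 4-bp indel against CDCA7α-alta. With 2 plants against 5, the p of the first pair cannot fall under 0.0476 before adjustment, so its loss follows from the group size, and beyond this the cause was not tested.

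With sense plus antisense TEs, an alternative chosen after seeing the data, changed TEs relative to ddm1 went to 2 in ddm1 cdca7β-1. The percentage of 2nd-generation ddm1 TEs went from 26.1 to 21.3 in cdca7α cdca7β-2, and the cause was not tested.

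With the median over TEs, the difference in TE transcript level went from 0.0037 to −0.030 in ddm1 cdca7α cdca7β-2 against ddm1 of the 5th generation. The direction reversed, and the cause was not tested.

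With the TEs of 5th-generation ddm1, the difference in TE transcript level went from 0.0037 to −0.0082 in ddm1 cdca7α cdca7β-2 against ddm1 of the 5th generation. The direction reversed, and the cause was not tested.

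With the replicate number as a block, upregulated genes went from 302 to 454 in cdca7α-2 and from 49 to 30 in cdca7β-2. Downregulated genes went from 39 to 61 in cdca7α-2. Upregulated TEs went from 3 to 0 (64 at an unadjusted p under 0.05) in cdca7β-2. TEs changed relative to ddm1 went from 2 to 1 in ddm1 cdca7α cdca7β-2. Libraries of the same number were not more alike than others, with a mean correlation of −0.0028 over 237 pairs of the same number and 0.0015 over 474 pairs of different numbers, so the number was not used as a pairing.

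With each replicate left out in turn, the following results did not stay on the same side, and beyond the smaller groups the cause was not tested. Genes called up ranged from 2 without replicate 3 of WT to 6 without replicate 2 of cdca7α-1 in cdca7α-1, from 28 without replicate 2 of WT to 459 without replicate 1 of WT in cdca7α-2, from 263 without replicate 2 of WT to 856 without replicate 1 of WT in cdca7β-1 and from 0 (667 at an unadjusted p under 0.05) without replicate 2 of WT to 395 without replicate 1 of WT in cdca7β-2. In 1st-generation ddm1, it ranged from 652 without replicate 2 of WT to 1182 without replicate 1 of WT, from 669 without replicate 2 of WT to 1395 without replicate 3 of WT in 2nd-generation ddm1 and from 382 without replicate 2 of WT to 733 without replicate 1 of WT in 5th-generation ddm1. TEs called up ranged from 2 without replicate 2 of WT to 6 without replicate 1 of WT in cdca7α-2, from 1 without replicate 2 of cdca7β-1 to 5 without replicate 1 of WT in cdca7β-1 and from 0 (47 at an unadjusted p under 0.05) without replicate 2 of WT to 5 without replicate 1 of WT in cdca7β-2. Genes called down ranged from 5 without replicate 2 of WT to 106 without replicate 1 of WT in cdca7α-2, from 45 without replicate 2 of WT to 360 without replicate 1 of WT in cdca7β-1, from 0 (769 at an unadjusted p under 0.05) without replicate 2 of WT to 296 without replicate 1 of WT in cdca7β-2 and from 2 without replicate 1 of WT to 6 without replicate 3 of WT in cdca7α cdca7β-2. In 1st-generation ddm1, it ranged from 810 without replicate 2 of WT to 1277 without replicate 3 of WT, from 514 without replicate 2 of WT to 892 without replicate 3 of WT in 2nd-generation ddm1 and from 325 without replicate 3 of 5th-generation ddm1 to 588 without replicate 1 of WT in 5th-generation ddm1. Relative to ddm1, changed TEs ranged from 1 without replicate 3 of ddm1 cdca7α cdca7β-1 to 2 without replicate 1 of ddm1 cdca7α cdca7β-1 in ddm1 cdca7α cdca7β-1 and from 0 (10 higher and 17 lower at an unadjusted p under 0.05) without replicate 2 of 5th-generation ddm1 to 2 without replicate 1 of 5th-generation ddm1 in ddm1 cdca7α cdca7β-2. The percentage of 2nd-generation ddm1 TEs ranged from 20.4 without replicate 1 of WT to 24.1 without replicate 3 of WT in cdca7α cdca7β-1 and from 21.2 without replicate 1 of WT to 25.9 without replicate 3 of WT in cdca7α cdca7β-2. The difference in TE transcript level ranged from −0.034 without replicate 1 of WT to 0.12 without replicate 3 of WT in cdca7α-1 against the WT, from −0.058 without replicate 1 of WT to 0.094 without replicate 3 of WT in cdca7β-1 against the WT and from −0.032 without replicate 3 of 5th-generation ddm1 to 0.032 without replicate 1 of 5th-generation ddm1 in ddm1 cdca7α cdca7β-2 against ddm1 of the 5th generation. The difference in TE score ranged from 3.53 without replicate 3 of cdca7α cdca7β-3 to 3.66 without replicate 5 of cdca7α cdca7β-3 for untransformed cdca7α cdca7β-3 against the WT, from −3.51 without replicate 5 of cdca7α cdca7β-3 to −3.38 without replicate 3 of cdca7α cdca7β-3 for the reference promoter, from −3.51 without replicate 5 of cdca7α cdca7β-3 to −3.38 without replicate 3 of cdca7α cdca7β-3 for CDCA7α-alta and from −2.82 without replicate 5 of cdca7α cdca7β-3 to −2.70 without replicate 3 of cdca7α cdca7β-3 for CDCA7α-alta without the 26-bp indel. For CDCA7α(ΔC-ter), it ranged from −2.98 without replicate 5 of cdca7α cdca7β-3 to −2.85 without replicate 3 of cdca7α cdca7β-3. The difference in transgene expression between promoters ranged from 1.67 without plant 4 of CDCA7α-alta in cdca7α-2 to 2.46 without plant 2 of CDCA7α-alta in cdca7α-2 for CDCA7α-alta against the reference, from 1.82 without plant 4 of CDCA7α-alta without the 4-bp indel in cdca7α-2 to 3.13 without plant 3 of CDCA7α-alta without the 4-bp indel in cdca7α-2 for CDCA7α-alta without the 4-bp indel against the reference, from −0.26 without plant 1 of the reference promoter in cdca7α cdca7β-3 to 0.17 without plant 3 of the reference promoter in cdca7α cdca7β-3 for CDCA7α-alta without the 26-bp indel against the reference and from −0.25 without plant 2 of CDCA7α-alta in cdca7α-2 to 1.16 without plant 3 of CDCA7α-alta without the 4-bp indel in cdca7α-2 for CDCA7α-alta without the 4-bp indel against CDCA7α-alta. For CDCA7α-alta without the 26-bp indel against CDCA7α-alta without the 4-bp indel, it ranged from −3.21 without plant 3 of CDCA7α-alta without the 4-bp indel in cdca7α-2 to −1.89 without plant 4 of CDCA7α-alta without the 4-bp indel in cdca7α-2. For the TE score, the direction and size held and the adjusted p (exact permutation tests, Benjamini-Hochberg) rose with fewer plants, to 0.0571 at most.

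Depth limits the results at the low end. Of the 750 TEs upregulated in ddm1 of the 2nd generation, 614 had at most 3 counts in every WT library, so their reads fix only a lower bound of the fold change. CDCA7β and DDM1 were near or below the detection limit, and so was CDCA7α in the WT.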

Differences from the paper's values

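The first k-means cluster of TEs held 200 TEs here and about 380 in Fig. 3f, read by eye. Among the settings run, DESeq2's log2 fold changes gave 285, the nearest, and the TEs of 5th-generation ddm1 gave 208. The figure clusters 966 TEs upregulated in sense or antisense that do not overlap genes, and 750 TEs upregulated in sense were clustered here.

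The mean log2 fold change of TEs in cdca7α cdca7β-3 was 3.59 here and about 6.6 in Fig. 4b, read by eye. No alternative reached that value. Of those set before the data were examined, log2(RPM + 0.1) gave 5.78, a prior count of 0.5 gave 5.18, the TE set of the first libraries 3.85, the median over TEs 3.75, size factors 3.59 and log2(RPM + 1) 3.14. For the sister plants without the transgene the value was 3.45 here and about 6.5 in Fig. 4b, read by eye, with 5.44, 5.01, 3.83, 3.47, 3.48 and 2.89 under the same alternatives.

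The paper states over 200 upregulated TEs in the double mutants, where 190 and 196 were called here in sense. Counts over 200 were reached in both lines without the low-count filter (253 and 255) and with antisense TEs added after the data were seen (253 and 226), and in cdca7α cdca7β-2 with DESeq2 (208). The other alternatives set before the data were examined did not reach it.

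For transgene expression, the paper's Tukey test does not separate plants without a transgene from those with the reference promoter or with CDCA7α-alta without the 26-bp indel, whereas the permutation tests here gave differences of 1.74 and 1.67 with adjusted p of 3.00e-04 and 0.001 (Benjamini-Hochberg over 10 pairs).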

Other observations

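The tests on few TEs and on a chance difference for cdca7α-2, and the random regroupings except that for TEs in cdca7α-2, were decided before their result, and those on depth and on the choice of the TE set were chosen only after the result was seen.

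Untransformed cdca7α-2 plants of Figs. 4 and 5 had TE scores of 0.24 to 0.43, and the WT plants −0.043 to 0.028 (difference 0.34, two-sided exact permutation test, p = 0.0179, 3 of 3 plants above every WT plant). In untransformed cdca7β-1 the difference was 0.071 (exact permutation test, p = 0.026). Every cdca7α-2 plant had more counts (at least 3575724) than every WT plant (at most 3490470), so depth went along with genotype here. The 3 cdca7β-1 plants with more counts than every WT plant had a highest score of 0.156. That is below every cdca7α-2 plant, which argues against depth as the whole cause. It is also above every WT plant, so a part played by depth stays open. With TEs chosen in the first set of libraries, the lowest cdca7α-2 score was 0.250 and the highest of the WT 0.029, and without the 10 most changed TEs they were 0.164 and 0.034, which argues against the choice of TEs and against a few TEs. In the first set, the lowest cdca7α-2 library was at 0.27 and the WT libraries at −0.10, −0.065 and 0.44, a difference of 0.21 in the same direction (exact permutation test, p = 0.4, where 2 libraries against 3 allow no p under 0.1), so a difference between these plants only cannot be told apart. In the fit of all plants, 0 TEs were called upregulated in cdca7α-2 (23 at an unadjusted p under 0.05). With only the cdca7α-2 and WT plants fitted, 4 were, and at most 1 in any other of the 56 regroupings of these plants.

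Random regroupings of the libraries, fitted alone, were counted where they gave as many changes as the real groups. These fits kept features with at least 10 reads in at least 3 of the libraries fitted. With 2 in place of 3, as in the alternative with only the 2 groups compared, the real groups gave 0 genes in cdca7β-1 (1654 higher and 972 lower at an unadjusted p under 0.05), and 635 upregulated TEs and 386 upregulated and 308 downregulated genes in ddm1 of the 5th generation. With 3, as many genes changed in 2 of 10 regroupings in cdca7α-1 and 1 of 10 in cdca7β-1, where the real groups gave 4 and 18 genes and the others at most 8 and 2. For ddm1 of the 5th generation it was 1 of 10 for TEs and 1 of 10 for genes, where the real groups gave 554 TEs and 629 genes and no other regrouping gave any. For TEs in the ddm1 background it was 1 of 10 with cdca7β-2 and 1 of 10 with cdca7α cdca7β-1, from 1 and 2 TEs in the real groups. With 10 regroupings the share cannot fall under 1 of 10, so by the share alone chance cannot be told apart in these. The real groups gave no TE in cdca7α-1, in cdca7β-1 and in ddm1 cdca7β-1, which 10 of 10 regroupings match by construction, and no gene in cdca7β-1 in the second set, which 100 of 100 match, so nothing was tested there. In the second set it was 1 of 100 for TEs in cdca7α cdca7β-3, where the real groups gave 132 and the others at most 2, which argues against chance, and 1 of 56 for TEs in cdca7α-2, which argues against chance for the 4 TEs of that fit only. It was 6 of 56 for genes in cdca7α-2, where the real groups gave 11 and another regrouping 70. For genes in cdca7α cdca7β-3 it was 3 of 100, where the real groups gave 42 and another regrouping 225.

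Genes up and down against the WT in the first set numbered 3 and 3 in cdca7α-1, 302 and 39 in cdca7α-2, 780 and 157 in cdca7β-1, 49 and 60 in cdca7β-2, 54 and 7 in cdca7α cdca7β-1, and 56 and 3 in cdca7α cdca7β-2. In ddm1 they numbered 1011 and 1239 in the 1st, 1079 and 778 in the 2nd and 608 and 500 in the 5th generation. Besides CDCA7α, the genes called in cdca7α-1, named after their values were seen, were AT1G64795 (272, 408 and 371 reads against 1, 0 and 1 in the WT, adjusted p = 0.000373), SOT12 (log2 fold change 2.40, adjusted p = 0.0987), MRD1 (−3.82), AT2G01422 (−6.12) and AT5G24240 (1, 0 and 3 reads against 152, 112 and 58, adjusted p = 1.25e-06; edgeR, Benjamini-Hochberg). The double mutants and ddm1 of the 2nd generation shared 41 upregulated genes, led by AT2G07213, AT5G28810 and AT4G06643, and 0 downregulated.

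MET1 had a log2 fold change of 1.48 in ddm1 of the 1st generation (adjusted p = 0.0896, edgeR, Benjamini-Hochberg), 1.51 in the 2nd (adjusted p = 0.0805) and 1.27 in the 5th (adjusted p = 0.148). With each WT library left out in turn, and in the 5th generation each ddm1 library as well, it lay between 1.08 and 2.25, 1.09 and 2.28, and 0.85 and 2.03, with adjusted p of up to 0.250, 0.266 and 0.434 (edgeR, Benjamini-Hochberg), and the calls in the 1st and 2nd generation were lost in 2 of 3 fits each. CDCA7α was higher than in the WT by 1.84, 2.76 and 2.43 in these generations (adjusted p = 0.124, 0.00851 and 0.0184, edgeR, Benjamini-Hochberg), from at most 5 reads in the WT. The same fits moved this to between 1.32 and 3.05, 2.23 and 3.96, and 1.90 and 3.63, lowest without WT replicate 2 and highest without WT replicate 3. The adjusted p rose to 0.312, 0.0474 and 0.138 (edgeR, Benjamini-Hochberg), and the call in the 5th generation was lost in 1 of 6 fits. In the second set, cdca7α-2 had 37 upregulated and 11 downregulated genes, and 0 genes passed the limits in a test of the difference between the sets. The genes upregulated in cdca7α-2 in the first set had a median log2 fold change of 1.58 there and 0.21 in the second, and 1 was upregulated in both.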
